# CTCF and transcription influence chromatin structure re-configuration after mitosis

**DOI:** 10.1038/s41467-021-25418-5

**Published:** 2021-08-27

**Authors:** Haoyue Zhang, Jessica Lam, Di Zhang, Yemin Lan, Marit W. Vermunt, Cheryl A. Keller, Belinda Giardine, Ross C. Hardison, Gerd A. Blobel

**Keywords:** Mitosis, Epigenomics

## Abstract

During mitosis, transcription is globally attenuated and chromatin architecture is dramatically reconfigured. We exploited the M- to G1-phase progression to interrogate the contributions of the architectural factor CTCF and the process of transcription to genome re-sculpting in newborn nuclei. Depletion of CTCF during the M- to G1-phase transition alters short-range compartmentalization after mitosis. Chromatin domain boundary re-formation is impaired upon CTCF loss, but a subset of boundaries, characterized by transitions in chromatin states, is established normally. Without CTCF, structural loops fail to form, leading to illegitimate contacts between cis-regulatory elements (CREs). Transient CRE contacts that are normally resolved after telophase persist deeply into G1-phase in CTCF-depleted cells. CTCF loss-associated gains in transcription are often linked to increased, normally illegitimate enhancer-promoter contacts. In contrast, at genes whose expression declines upon CTCF loss, CTCF seems to function as a conventional transcription activator, independent of its architectural role. CTCF-anchored structural loops facilitate formation of CRE loops nested within them, especially those involving weak CREs. Transcription inhibition does not significantly affect global architecture or transcription start site-associated boundaries. However, ongoing transcription contributes considerably to the formation of gene domains, regions of enriched contacts along gene bodies. Notably, gene domains emerge in ana/telophase prior to completion of the first round of transcription, suggesting that epigenetic features in gene bodies contribute to genome reconfiguration prior to transcription. The focus on the de novo formation of nuclear architecture during G1 entry yields insights into the contributions of CTCF and transcription to chromatin architecture dynamics during the mitosis to G1-phase progression.

## Abstract (web summary)

Higher-order chromatin structure is temporarily disrupted during mitosis. Here the authors show that loss of the architectural factor CTCF results in failure to form structural loops and leads to inappropriate cis-regulatory contacts and alterations of compartmental interactions after mitosis. Furthermore, they show global 3D architecture is set up without transcription, but that transcription contributes to proper gene domain formation.

## Introduction

The mitotic phase of the cell cycle is characterized by rapid and extensive re-organization of chromatin architecture and global attenuation of transcription^1–5^. Studies of chromatin dynamics during entry into and exit from mitosis have informed the mechanistic basis underlying the hierarchical organization of chromatin. During mitotic exit, A/B compartmentalization is detectable as early as in ana/telophase but intensifies and expands thereafter^1–5^. Contacts between CREs such as promoters and enhancers are re-established with variable kinetics, some forming gradually and plateauing deeper into G1 while others are transient in nature being developed fully in ana/telophase only to fade upon G1-entry^1^. Resumption of transcription follows similarly variable characteristics: some genes display a spike in activity early in G1 and settle down at later stages whereas others are activated in a gradual fashion^1,6,7^.

The multi-functional transcription factor CTCF frequently co-localizes with boundaries of contact domains, such as topologically associated domains (TADs), and is proposed to assist their formation in collaboration with the cohesin ring complex through a process termed “loop extrusion”^8–10^. Accordingly, acute depletion of CTCF or cohesin leads to widespread weakening of boundaries in interphase cells^11–15^. CTCF and cohesin are evicted from mitotic chromatin to varying extents^1,16–19^, and measuring the rates by which they return to chromatin has enabled correlative assessments of their roles in post-mitotic genome folding and transcriptional activation. Upon mitotic exit, CTCF is immediately recruited back to chromatin prior to the formation of domain boundaries and architectural loops^1^. The rate-limiting step in the formation of these latter structures appears to be the accumulation of cohesin at CTCF-bound sites, which occurs more gradually as chromatid extrusion proceeds.

Another feature frequently associated with domain boundaries is transcription start sites (TSS)^20,21^, but the role of transcription in boundary formation is still being debated. Inhibition of transcription compromises boundary strength in *Drosophila melanogaster* embryos^20,21^. Yet, neither genetic nor chemical inhibition of transcription elicited a significant impact on higher-order structures of mammalian genomes^22,23^. A recent gain-of-function study demonstrated that ectopic insertions of TSSs can lead to the formation of new domain-like structures spanning the lengths of the de novo transcripts^24^.

Most studies on how CTCF depletion or transcription inhibition impact chromatin architecture were carried out in asynchronously growing cells and thus do not distinguish requirements for establishment versus maintenance of genome structure^11,13–15,20–22,25^. The transition from mitosis into G1-phase offers a chance to examine genome refolding in relation to CTCF binding and gene activation. Here, we interrogated the contributions of CTCF and the process of active transcription to the establishment of post-mitotic chromatin architecture by acutely depleting CTCF through the auxin-inducible degron (AID) system alone or jointly with chemical inhibition of transcription during the mitosis to G1-phase transition^1,11,26^. We demonstrate that CTCF loss alters short-range compartmental interactions after mitosis, suggesting a previously underappreciated role for CTCF in genome compartmentalization. CTCF is required for the proper re-formation of contacts among regulatory elements and normal transcription reactivation. Active transcription contributes minimally to higher-order chromatin re-organization. However, gene domains were shaped by the concerted action of transcription elongation and pre-existing epigenetic features along gene bodies. In sum, our findings elucidate how CTCF and transcription impact post-mitotic genome architectural dynamics.

## Results

### Cell cycle stage-specific degradation of CTCF

To explore the impact of CTCF loss specifically during the period when chromatin architecture is rebuilt, we employed a murine erythroblast line G1E-ER4 in which both CTCF alleles were engineered to contain a C-terminal fusion to the AID-mCherry domains (Supplementary Fig. 1a)^11,26^. A TIR-expressing construct was transduced into the cells to allow for rapid auxin-induced CTCF degradation (Supplementary Fig. 1a). CTCF became virtually undetectable after 1 h exposure to auxin (Supplementary Fig. 1b). The acute nature of AID-mediated degradation enabled the removal of CTCF at precisely chosen time points. We applied auxin during nocodazole-induced prometaphase-arrest/release (Fig. 1a). CTCF-depleted cells were enriched by FACS at defined time points during the prometaphase-to-G1 phase transition on the basis of mCherry fluorescence signal and DNA content staining (Supplementary Fig. 1c)^1,27^. To facilitate FACS purification of cells at ana/telophase, we adopted GFP fused to a mitotic-specific degron (MD) (Supplementary Fig. 1a). 

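G1E-ER4 cells are a mouse erythroblast line, and in the cells used here both copies of CTCF carry an auxin-inducible degron, so that auxin removes the protein. Chromatin contacts were measured by in situ Hi-C, which ligates and sequences DNA fragments that lie close together in the nucleus. Cells were arrested in prometaphase with nocodazole, treated or not with 1 mM auxin, and collected at 0, 30, 60 and 120 min after release, as prometaphase, ana/telophase, early-G1 and mid-G1 cells. The sample protocol gives 25 min for the ana/telophase cells, for which the sample labels and the paper's figures give 30 min. In all, 18 libraries cover these 8 conditions, with 3 replicates for each mid-G1 condition and 2 for each of the others. The 4 further libraries of triptolide-treated cells were not used here. According to the paper's Supplementary Data 1, the merged -auxin maps held 185, 351, 354 and 361 M (mega) valid pairs after removal of duplicates in prometaphase, ana/telophase, early-G1 and mid-G1, and the merged +auxin maps held 212, 327, 346 and 309 M. Single replicates ranged from 44.6 M pairs, in mid-G1 -auxin cells, to 184 M pairs, in early-G1 +auxin cells. The authors aligned reads to mm9, merged the replicates of each condition, called boundaries on Knight-Ruiz balanced maps, and called loops on maps of 10 and 25 kb bins. Their deposited values were used as they stand: a boundary strength, ΔIS, for each boundary in each of the 8 merged maps, which is the highest unlogged insulation score within 120 kb minus that at the boundary, and a loop strength for each loop, which is the mean of observed over locally expected contacts at 9 pixels. Because the replicates were merged, there is 1 value per condition and no replicate error. Medians are therefore given with the SD of the medians of single chromosomes, which describes the spread across the genome and not between cultures. This SD is not the error of the genome-wide median, so a change smaller than it is not shown to be absent. Shares are given with 95% Wilson intervals, which cover counting error only. Changes are log2(+auxin / -auxin) without a pseudocount, and values of 0 have no ratio.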

Purified cells were processed for in situ Hi-C to detect architectural features (Supplementary Fig. 1d; Supplementary Data 1). Short-term depletion of CTCF did not impede cell cycle progression, and accordingly, post-mitotic Hi-C contact decay curves were highly similar between auxin treated and control cells (Supplementary Fig. 1c; 2a), enabling pair-wise comparisons between CTCF depleted and replete cells at each post-mitotic cell cycle stage.

**Fig. 1:**
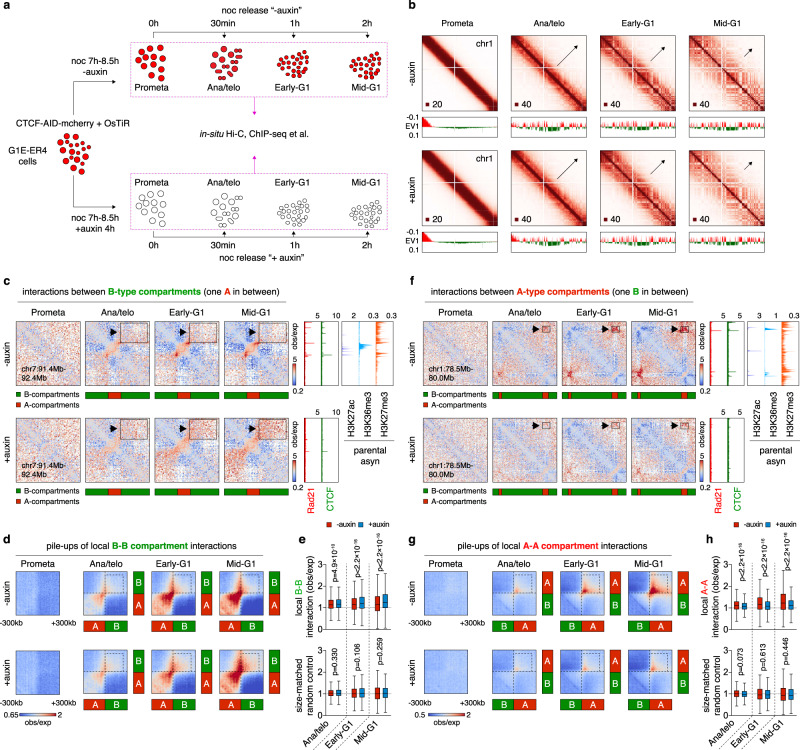
Alteration of local compartmentalization upon CTCF removal. **a** Strategy for harvesting mitotic and post-mitotic populations with or without CTCF. **b** KR balanced Hi-C contact matrices showing global compartment reformation of chr1 in untreated and auxin-treated cells after mitosis. Bin size: 100 kb. Black arrows indicate the progressive spreading of compartments throughout the entire chromosome. Browser tracks with compartment PC1 values are shown for each contact map. **c** KR balanced Hi-C contact matrices showing representative local B–B interaction changes with or without CTCF depletion after mitosis. Bin size: 10 kb. Arrows and boxes highlight the increased local B–B interactions after CTCF depletion across cell cycle stages. Tracks of CTCF and Rad21 with or without auxin treatment, as well as histone, marks H3K27ac, H3K36me3, and H27me3 are from asynchronous G1E-ER4 cells. **d** Pile-up Hi-C matrices showing the increased local interactions between all consecutive (with one A-type in between) B-type compartment domains. Bin size: 10 kb. Dotted boxes indicate the increased local B–B interactions genome-wide. **e** Upper panel: Boxplots showing quantification of interactions in the dotted boxes (250 kb × 250 kb) in (**d**) (*n* = 1604 pairs of short-range B–B interactions). Lower panel: Boxplots showing the effect of CTCF depletion on the interactions between randomly selected genomic pairs (*n* = 465) that are distance-matched to the upper panel. Boxplots present upper and lower quartiles with the centerline as the median. Whiskers denote 1.5 × interquartile range (IQR). *P* values were calculated using a two-sided paired Wilcoxon signed-rank test. **f**, **g** Similar to **c** and **d**, showing examples and pile-ups of local consecutive (with one B-type in between) A–A interactions genome-wide. **h** Upper panel: Boxplots showing quantification of interactions in the dotted boxes (250 kb × 250 kb) in (**g**) (*n* = 1612 pairs of short-range A–A interactions). Lower panel: Boxplots showing the effect of CTCF depletion on the interactions between randomly selected genomic pairs (*n* = 469) that are distance-matched to the upper panel. Boxplots present upper and lower quartiles with the centerline as the median. Whiskers denote 1.5 × interquartile range (IQR). *P* values were calculated using a two-sided paired Wilcoxon signed-rank test.

### Local compartmentalization after mitosis requires CTCF

A/B compartment emergence in ana/telophase, as well as expansion and intensity gains, occurred at comparable rates in control and CTCF-depleted cells, suggesting that CTCF is dispensable for global compartmentalization after mitosis (Fig. 1b; Supplementary Fig. 2b, d–g). Since prior reports suggested that loop extrusion counteracts compartmentalization^12,28^, we examined whether CTCF loss and the resulting extended extrusion process may affect short-range compartmental interactions. We analyzed the post-mitotic interaction frequency between consecutive B-type compartment domain pairs flanking a single A-type compartment domain and found it to be significantly increased upon CTCF depletion (Fig. 1c–e; Supplementary Fig. 3a). It is noteworthy that such increment of short-range B–B interactions grew as cells proceeded towards G1 (Fig. 1e; Supplementary Fig. 3h), in line with the progressive loading of cohesin after mitosis. Moreover, gains of B–B interactions only occurred locally and tapered off as they were further separated (Supplementary Fig. 3e–h), consistent with the limited residence time of cohesin on chromatin^29^. Intriguingly, interactions between short-range A-type compartment domains were diminished in CTCF-deficient cells (Fig. 1f–h; Supplementary Fig. 3b, e, g, i). Together, our data highlight a previously undescribed role of CTCF to regulate short-range compartmental interactions, likely by restricting cohesin-driven loop extruding.

### CTCF dependent and independent mechanisms drive boundary reformation after mitosis

We next investigated post-mitotic boundary reformation upon CTCF depletion. 

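The deposited table lists 6376 boundaries on 20 chromosomes of mm9, each as a 10 kb bin with its ΔIS in the 8 merged maps and a cluster label. All of them lie within the lengths of the mm9 chromosomes. In the region of Supplementary Fig. 4c, the boundary at 146030001 to 146040000 on chromosome 1, where no protein-coding gene is annotated, had a ΔIS of 0.106 in prometaphase, 0.519 in ana/telophase, 0.961 in early-G1 and 1.23 in mid-G1 in -auxin cells. In +auxin cells it reached 0.432 in mid-G1, a log2 change of -1.51. In the region of Supplementary Fig. 4e, the boundary at 168070001 to 168080000 on chromosome 2 had a mid-G1 ΔIS of 0.921 without auxin and 1.07 with auxin, a log2 change of 0.22.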

We identified 6376 boundaries with high concordance among biological replicates (Supplementary Fig. 4a, b; Supplementary Data 2)^30^. 

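The authors' cluster labels were taken from the deposited table. They assign 1300 boundaries to cluster1, 2036 to cluster2, 1731 to cluster3, 590 to cluster4 and 719 to cluster5. The clustering was also repeated as the methods describe it, with z-scores of ΔIS over the 8 maps, the 6 post-mitotic maps as features and k = 5, from 100 random starts. After matching of the cluster names, 3187 boundaries (50.0%, 95% Wilson interval 48.8 to 51.2%) fell in their deposited cluster, with an adjusted Rand index of 0.343 between both labellings. Of the alternatives set before the data were examined, k = 4 moved the share most, to 55.2%. Starting k-means from the centres of the deposited clusters, which was chosen after seeing the data, raised it to 76.6%, with an adjusted Rand index of 0.521. The deposited labels are used for the boundary clusters below.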

*K*-means clustering yielded five groups of boundaries with distinct sensitivities to CTCF depletion (Fig. 2a). 

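Cluster1 held 20.4% of the boundaries (95% Wilson interval 19.4 to 21.4%), cluster2 31.9% (30.8 to 33.1%) and cluster3 27.1% (26.1 to 28.3%). The median ΔIS of cluster1 in mid-G1 was 0.422 in -auxin cells and 0.132 in +auxin cells. The median log2 change of its single boundaries was -1.53, with an SD of 0.09 over chromosomes, and 98.8% of them were weaker with auxin. For cluster2, the median mid-G1 ΔIS fell from 0.873 to 0.505, with a median log2 change of -0.70 (SD 0.05 over chromosomes). For cluster3 it was 0.561 without auxin and 0.560 with auxin, and the median log2 change of -0.04 was smaller than its SD of 0.05. In prometaphase, before boundaries reform, the median log2 changes were -0.18 in cluster1, -0.12 in cluster2 and -0.06 in cluster3. Each was less than its SD over chromosomes. At that stage, however, 56.9% of cluster1, 57.2% of cluster2 and 53.3% of cluster3 boundaries were already weaker with auxin. The clusters were defined on these same values, so their separation is partly built in. A pseudocount of 0.1 on ΔIS brought the change of cluster1 to -1.05. With the clusters computed again, the changes of cluster1, cluster2 and cluster3 were -1.18, -0.12 and -0.30. The cluster then named cluster2 held 414 boundaries against 2036 deposited, so its change is not that of the deposited cluster2.

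**Figure D1:**
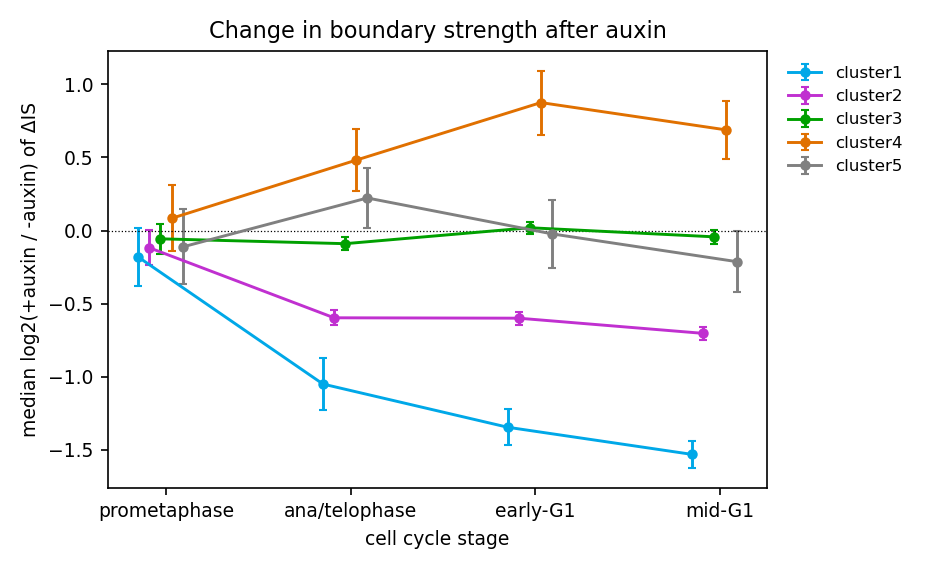
Median log2(+auxin / -auxin) of boundary strength ΔIS (vertical axis) at each cell cycle stage (horizontal axis) for the authors' 5 boundary clusters, with error bars of 1 SD of the medians of single chromosomes. In mid-G1, cluster1 lies at -1.53, cluster2 at -0.70, cluster3 at -0.04, cluster4 at 0.69 and cluster5 at -0.21.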

Only ~20% of boundaries (cluster1) were fully dependent on CTCF after mitosis (Fig. 2a; Supplementary Fig. 4c, f). ~31.9% (cluster2) were partially dependent, and ~27% (cluster3) were unaffected by CTCF loss (Fig. 2a; Supplementary Fig. 4d, e, g, h) indicative of CTCF-independent mechanisms. As expected, cluster3 boundaries displayed markedly lower CTCF/cohesin occupancy than cluster1 and 2 (Fig. 2b). Visual inspection suggested that cluster2 and 3 boundaries are frequently located at transitions between regions enriched for the repressive histone mark H3K27me3 and the transcription elongation mark H3K36me3 (Supplementary Fig. 4i). We further quantified chromatin state transitions by principal component analysis (PCA) using 10 kb binned H3K27me3 and H3K36me3 ChIP-seq signals across the ±50 kb region of each boundary (Fig. 2c). We found that the extreme (top or bottom 20%) PC1 projections reliably predicted transitions of chromatin states at boundaries (Fig. 2d). Importantly, cluster2 and 3 boundaries are significantly more enriched with top and bottom 20% PC1s compared to cluster 1 (Fig. 2e). Therefore, cluster1 boundaries seem to be primarily driven by CTCF/cohesin mediated loop extrusion, Cluster3 boundaries may be formed through segregation of active and inactive chromatin, and cluster 2 boundaries by both mechanisms. 

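The recovery of boundaries in -auxin cells was computed as the rise of the mean ΔIS from prometaphase to a given stage, as a percentage of its rise from prometaphase to mid-G1. By ana/telophase, cluster1 had recovered 36.7% (SD 4.09 over chromosomes), cluster2 50.4% (SD 1.67) and cluster3 52.5% (SD 3.37). By early-G1 the values were 72.7% (SD 3.67) for cluster1, 89.7% (SD 2.01) for cluster2 and 91.5% (SD 3.85) for cluster3. The clusters were defined on z-scores that include these same -auxin values, so a difference in kinetics between them is partly built in, and recovery was not computed with other labels. Taking the median recovery of single boundaries lowered the cluster1 value most, to 33.8% in ana/telophase and 68.2% in early-G1.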

Intriguingly, under normal conditions (“-auxin”), cluster2 and 3 boundaries were reformed significantly faster than cluster1 after mitosis (Fig. 2f), suggesting that chromatin segregation may mediate more rapid insulation than loop extrusion after mitosis. Our data demonstrate that CTCF dependent and independent mechanisms can work separately or jointly to drive boundary formation after mitosis.

**Fig. 2:**
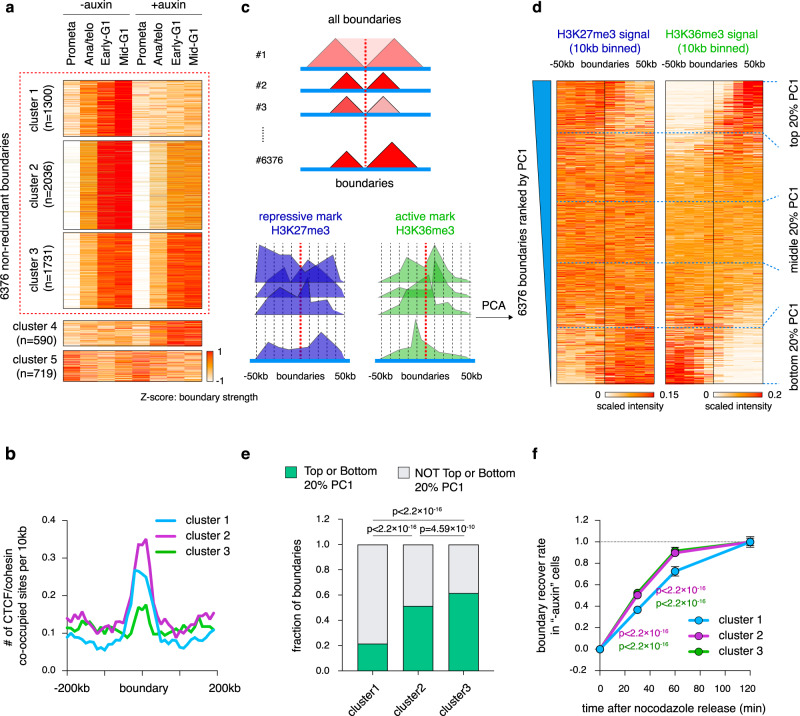
Reformation of boundaries displays distinct responses to CTCF loss. **a***k*-means clustering of boundaries depending on their sensitivity to CTCF depletion. The z-scores in prometaphase for cluster1 boundaries should not be interpreted as the absolute insulation intensity, because they are calculated as relative values across all time points (see the absolute insulation intensity in Supplementary Fig. 4f–h). **b** Average occupancy of CTCF/cohesin peaks per 10 kb for boundaries from cluster1–3. **c** Schematic of the principal component analysis (PCA)-based method using the H3k36me3 and H3K27me3 histone marks to assess boundaries as defined here as chromatin state transitions. **d** ChIP-seq signal intensities of H3K27me3 and H3K36me3 in a 100 kb window centered on boundaries. Boundaries were ranked by their PC1 projections in descending order. The top and bottom regions (20%) of the heatmap indicate the transition of chromatin state from 5′ inactive to 3′ active and 5′ active to 3′ inactive, respectively. **e** Bar graphs showing the fraction of boundaries from each cluster with top or bottom 20% PC1 values. *P* values were computed by two-sided Fisher’s exact test. *n* = 282, 1050, 1068 for cluster1, 2, and 3 boundaries with top or bottom 20% PC1 respectively. *n* = 1018, 986, 663 for cluster1, 2, and 3 boundaries not with top or bottom 20% PC1, respectively. **f** Line graph showing the kinetics of boundary formation of cluster1–3 in untreated cells. Error bars denote 95% confidence interval. Purple and green colored *P* values are calculated from comparisons between cluster1 (*n* = 1300) and cluster2 (*n* = 2036) or cluster3 (*n* = 1731) boundaries, respectively. Two-sided Wilcoxon signed-rank test.

### Variable requirement of CTCF for post-mitotic loop formation

CTCF is frequently found at chromatin domain boundaries and anchors of architectural loops where it can promote or inhibit loop contacts among regulatory regions, such as enhancers and promoters. We stratified chromatin loops based on the composition of their loop anchors and asked to what extent they are rebuilt upon CTCF depletion. A modified HICCUPS algorithm^1,31^ identified a union of 16,370 loops across all time points and auxin treatment conditions with high concordance (Supplementary Fig. 5a, b; Supplementary Data 3). 

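The deposited table lists 16370 loops between 70 kb and 2000 kb in size, with a median of 220 kb. Of these, 12817 have a summit of 10 kb and 3553 a summit of 25 kb. Each carries the stage at which the authors first detected it in -auxin and in +auxin cells. Counted cumulatively, 2901 loops had been detected by ana/telophase, 8493 by early-G1 and 13984 by mid-G1 in -auxin cells. In +auxin cells the numbers were 1313, 3828 and 4736. The ratio of loops detected by mid-G1 with and without auxin was 0.339, while the ratio of valid pairs in the merged mid-G1 maps, from the paper's Supplementary Data 1, was 0.857.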

Newly called loops were also appreciated visually at each cell cycle stage, supporting the validity of our loop calling method (Supplementary Fig. 5c). 

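By the authors' category labels, 8207 of the loops (50.1%, 95% Wilson interval 49.4 to 50.9%) are structural or dual-function loops, which have CTCF/cohesin sites at both anchors, with a median size of 225 kb. A further 3521 loops (21.5%, 20.9 to 22.1%) fall outside the categories the paper names. Restricting the list to loops with a 10 kb summit moved the first share most, to 51.9%.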

Among all loops, 8207 (~50%) harbor CTCF/cohesin co-occupied sites at both anchors. These were further sub-categorized into 4837 “structural loops” with one or no anchors containing CREs (as defined previously^1^), and 3370 “dual-function loops” with both anchors containing CREs (Fig. 3a). 

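The 4837 structural loops made up 29.5% of all loops (95% Wilson interval 28.9 to 30.3%), with a median size of 250 kb, and the 3370 dual-function loops 20.6% (20.0 to 21.2%), with a median size of 200 kb. The authors' calls list 4578 structural loops (94.6%, 94.0 to 95.2%) in -auxin cells only, 187 in both treatments and 72 in +auxin cells only. Among dual-function loops, 2261 (67.1%, 65.5 to 68.7%) were called in -auxin cells only, 654 in both and 455 in +auxin cells only.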

The post-mitotic reemergence of both structural and dual-function loops was severely disrupted upon CTCF loss as evidenced by aggregated peak analysis (APA) and PCA (Fig. 3b–d; Supplementary Fig. 5d). 

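The median strength of structural loops in -auxin cells rose from 1.06 in prometaphase to 1.62 in ana/telophase, 2.03 in early-G1 and 2.32 in mid-G1. In +auxin cells it went from 1.00 to 1.15, 1.23 and 1.28. The median log2 change of single structural loops was -0.08 in prometaphase, -0.50 in ana/telophase, -0.71 in early-G1 and -0.87 in mid-G1, with an SD of 0.10 over chromosomes in mid-G1, and 97.3% of them were weaker with auxin at that stage. Dual-function loops changed less, by -0.25, -0.38 and -0.44 in the post-mitotic stages (SD 0.06 over chromosomes in mid-G1). The ratio of mean strengths gave -0.97 for structural loops, and loops with a 10 kb summit gave -0.51 for dual-function loops. In the region of Fig. 3c on chromosome 2 of mm9, all 8 structural loops were called in -auxin cells only. The strongest of these, from 35400001 to 35410000 and from 35760001 to 35770000 in an intron of Ttll11, had a mid-G1 strength of 4.58 without and 1.76 with auxin. A loop from 35860001 to 35870000 and from 36060001 to 36070000, with no protein-coding gene at either anchor, went from 3.93 to 0.996. In the region of Fig. 3d on chromosome 15, a dual-function loop joins 76070001 to 76080000, which holds the transcription starts of Parp10 and Grina, with 76160001 to 76170000, which holds that of Gpaa1. Its mid-G1 strength was 2.66 without and 2.13 with auxin, a log2 change of -0.32, and it was called in both treatments.

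**Figure D2:**
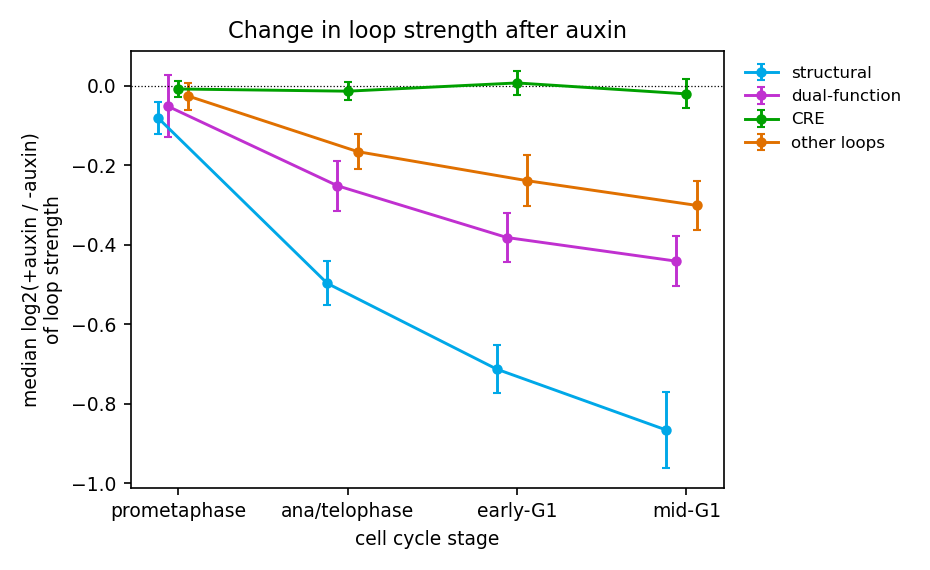
Median log2(+auxin / -auxin) of loop strength (vertical axis) at each cell cycle stage (horizontal axis) for structural, dual-function, CRE and other loops, with error bars of 1 SD of the medians of single chromosomes. In mid-G1, structural loops lie at -0.87, dual-function loops at -0.44, other loops at -0.30 and CRE loops at -0.02.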

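CRE stands for cis-regulatory element, a promoter or enhancer. The table labels 4642 loops as CRE loops, 28.4% of all loops (95% Wilson interval 27.7 to 29.1%), with a median size of 210 kb. Their median strength in -auxin cells was 1.10 in prometaphase, 1.52 in ana/telophase, 1.66 in early-G1 and 1.62 in mid-G1.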

We also called 4642 “CRE loops” with both anchors containing CREs and only one or no anchor harboring CTCF/cohesin peaks (Fig. 3a). 

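As a group, CRE loops changed little in strength with auxin. Their median log2 change was -0.01 in ana/telophase, 0.01 in early-G1 and -0.02 in mid-G1, each less than its SD over chromosomes, and 52.5% were weaker in mid-G1. By the authors' calls, 2064 CRE loops (44.5%, 95% Wilson interval 43.0 to 45.9%) were lost, 1168 (25.2%, 23.9 to 26.4%) were called in both treatments and 1410 (30.4%, 29.1 to 31.7%) were gained. The lost loops had a median mid-G1 strength of 1.76 without and 1.50 with auxin, a median log2 change of -0.22 (SD 0.05 over chromosomes). For the gained loops the strengths were 1.30 and 1.58, with a median change of 0.27 (SD 0.06). In an alternative, a loop counted as present wherever its strength reached 1.5 in at least 1 post-mitotic map of a treatment, whatever its call. The shares were then 11.3% lost (95% Wilson interval 10.3 to 12.4%) and 12.3% gained (11.3 to 13.4%). These intervals are those of fewer loops than all CRE loops, so the denominator is smaller than that of the shares by call.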

While APA plots failed to reveal major changes in CRE loop establishment, ~44.5% and ~30.4% of CRE loops were lost and newly gained, respectively, after auxin treatment (Fig. 3b, e, f), uncovering a considerable shift in their reformation after CTCF depletion. Our results thus point to a critical role for CTCF in the formation of diverse loop categories after mitosis.

**Fig. 3:**
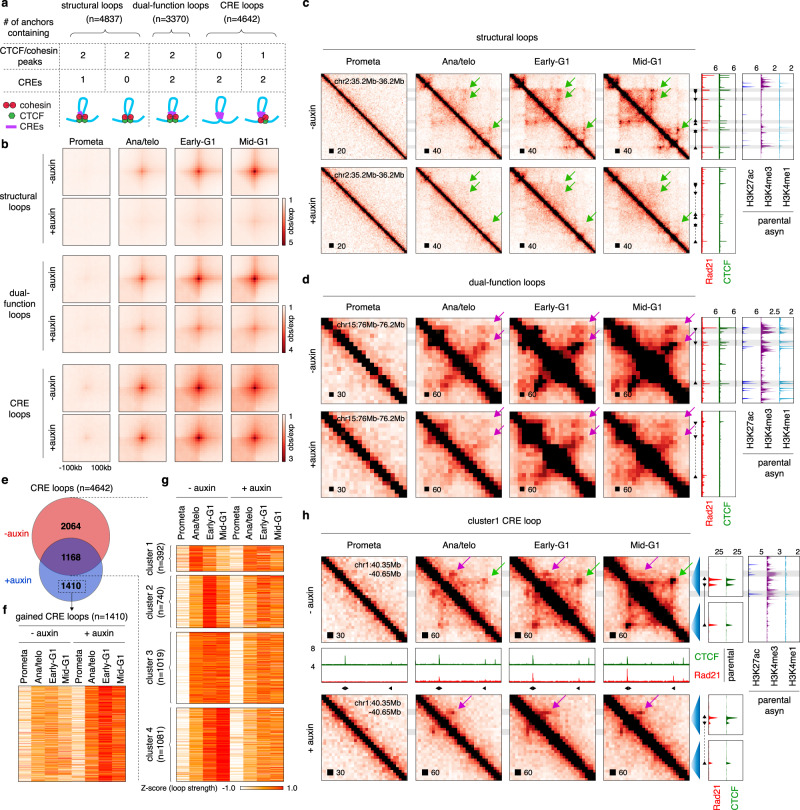
CTCF loops constrain CRE contacts after mitosis. **a** Schematic showing the stratification of loops (“structural loops”, “dual-function loops”, and “CRE loops”) based on the presence at their anchors of CTCF/cohesin co-occupied sites and CREs. CRE denotes cis-regulatory element. **b** APA plots showing the signals of loop categories before and after CTCF depletion across cell cycle stages. Bin size: 10 kb. **c** KR balanced Hi-C contact matrices of representative regions containing structural loops. Bin size: 10 kb. Tracks of CTCF and Rad21 with or without auxin treatment as well as H3K27ac, H3K4me3, and H3K4me1 were from asynchronous G1E-ER4 cells. **d** Similar to (**c**), KR balanced Hi-C contact matrices of representative regions containing dual-function loops. Bin size: 10 kb. **e** Venn diagram of CRE loops. **f** Heatmap displaying intensities of the 1410 newly gained loops after CTCF depletion. **g** Heatmap showing the result of *k*-means clustering on the 3232 CRE loops detected in untreated control samples. **h** Similar to **c**, **d**, KR balanced Hi-C contact matrices of a representative region containing a cluster1-P transient CRE loop. Additional tracks of CTCF and Rad21 from parental cells across designated cell cycle stages are shown^1^.

### Transient post-mitotic CRE loops are terminated by interfering structural loops

Previously, we uncovered a group of transient CRE loops whose intensities spiked in ana/telophase and subsequently faded in G1^1^. The function of such transient contacts if any, and the causative role for CTCF in their disruption remained unknown. Our acute CTCF depletion system enabled us to test this question globally. 

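The 3232 CRE loops called in -auxin cells were clustered again after the methods, with z-scores of loop strength over the 4 -auxin maps, the 3 post-mitotic maps as features and k = 4. The transient cluster, cluster1, held 391 loops (12.1%, 95% Wilson interval 11.0 to 13.3%), cluster2 740, cluster3 1018 and cluster4 1083. Cluster1 loops had a median strength of 1.19 in prometaphase, 1.64 in ana/telophase, 1.49 in early-G1 and 1.31 in mid-G1, whereas cluster4 loops rose from 1.51 in ana/telophase to 2.02 in mid-G1. With k = 3 the transient cluster grew to 584 loops, which include 390 of the 391, and with k = 5 it shrank to 274 loops, which include 264 of them (67.5%). With z-scores over the 3 post-mitotic maps it grew to 537 loops, which include 346 of the 391.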

Using *k*-means clustering, we identified 392 transient CRE loops (cluster1) in control cells (Fig. 3g). Strikingly, 228 of these CRE loops persisted deep into G1 after CTCF depletion (cluster1-P), implying that CTCF is capable of blocking a subset of early-established CRE contacts after mitosis (Supplementary Fig. 6a, b). 

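Clustering the 391 transient loops again on both treatments placed 227 of them (58.1%, 95% Wilson interval 53.1 to 62.8%) in the group that kept its strength with auxin, cluster1-P. Their median strength in -auxin cells fell from 1.63 in ana/telophase to 1.30 in mid-G1, and in +auxin cells it was 1.76 and 1.69. The median log2 change was 0.09 in ana/telophase, 0.25 in early-G1 and 0.32 in mid-G1 (SD 0.12 over chromosomes), against -0.06 in prometaphase. In mid-G1, 96.0% of these loops were stronger with auxin. The group was chosen on these values. By the sign of the mid-G1 change alone, 72.4% of the transient loops would count as persisting, and by a log2 change of at least 0.2, 44.8%. The paper proposes from this group that CTCF can block part of the CRE contacts that form early.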

164 CRE loops maintained their transient nature in the absence of CTCF (cluster1-NP) (Supplementary Fig. 6a, b). 

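The remaining 164 transient loops, 41.9% of cluster1, had a median strength of 1.66 in ana/telophase and 1.32 in mid-G1 in -auxin cells. In +auxin cells the values were 1.47 and 1.29. Their median mid-G1 log2 change of -0.06 was less than its SD over chromosomes of 0.12.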

Visual examination of a representative cluster1-P CRE loop revealed the emergence of an interfering structural loop in control but not in auxin-treated cells (Fig. 3h). 

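Within the region of Fig. 3h on chromosome 1 of mm9, the deposited table holds 1 CRE loop, which fell in cluster1-P. It joins 40410001 to 40420000, over an exon of Il1rl2, with 40480001 to 40490000, which holds the transcription start of Il1rl1. Its strength in -auxin cells was 1.17 in ana/telophase, 0.963 in early-G1 and 0.752 in mid-G1, and in +auxin cells 1.24, 1.16 and 1.07, a mid-G1 log2 change of 0.50. All 3 structural loops in this region were called in -auxin cells only. The strongest, from 40440001 to 40450000 and from 40590001 to 40600000, rose in -auxin cells from 1.46 in prometaphase to 3.72 in mid-G1 and reached 1.42 with auxin. Its anchor inside the CRE loop lies 40 kb from the straddled CRE anchor. The nearest such anchor, at 20 kb from the other CRE anchor, belongs to a structural loop with midpoints at 40175000 and 40435000. That loop starts outside the region and was also called in -auxin cells only.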

A high fraction (144, ~63.1%) of cluster1-P loops is potentially interrupted by structural loops, whereas remaining clusters (1-NP, 2, 3, and 4) were less affected (Supplementary Fig. 6c). 

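A CRE loop was counted as interrupted when at least 1 structural loop had 1 anchor midpoint strictly inside it and the other strictly outside. This held for 144 of 227 cluster1-P loops (63.4%, 95% Wilson interval 57.0 to 69.4%), an odds ratio of 1.94 against all other CRE loops (two-sided Fisher's exact test, p = 2.20e-06). It held for 61 of 164 cluster1-NP loops (37.2%, 30.2 to 44.8%), 310 of 740 in cluster2 (41.9%), 364 of 1018 in cluster3 (35.8%) and 426 of 1083 in cluster4 (39.3%). CRE loops near each other share structural loops, so they are not independent and the exact test overstates the evidence. Restricting to structural loops with a mid-G1 strength of at least 2 in -auxin cells moved the cluster1-P share most, to 50.2%, with an odds ratio of 1.77.

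**Figure D3:**
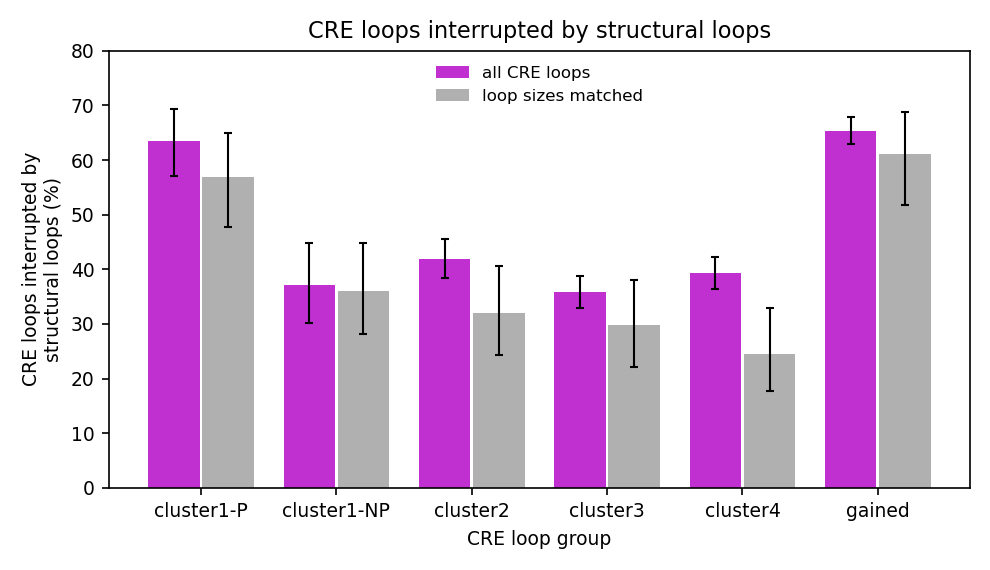
Percentage of CRE loops interrupted by structural loops (vertical axis) in each CRE loop group (horizontal axis), for all loops and for loops of matched size, with 95% Wilson intervals. Among all loops, cluster1-P (63.4%) and gained loops (65.4%) lie above the other groups, and with sizes matched they lie at 56.9% and 61.0%.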

Notably, the 1410 newly gained CRE loops after CTCF loss also showed a high level of structural loop interruption, comparable to that of cluster1-P (Supplementary Fig. 6c). This observation held true after randomized matching of CRE loop sizes from different clusters (Supplementary Fig. 6d).

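Of the 1410 gained CRE loops, 922 were interrupted (65.4%, 95% Wilson interval 62.9 to 67.8%), with an odds ratio of 2.79 (two-sided Fisher's exact test, p = 7.71e-56, which treats loops as independent). The interval lies within that of cluster1-P. The gained CRE loop with the largest mid-G1 change, on chromosome X of mm9, joins 7540001 to 7550000, over an exon of Gata1, with 7640001 to 7650000, over an exon of Suv39h1. Its mid-G1 strength was 0.644 without and 1.96 with auxin, a log2 change of 1.61. The next, on chromosome 10, joins 59050001 to 59060000, in an intron of Ccdc109a, with 59410001 to 59420000, which holds the transcription start of Ddit4, and its mid-G1 strength was 0.688 without and 2.02 with auxin. This loop already differed in prometaphase, with 0.681 without and 1.90 with auxin, so its difference is not a gain specific to the post-mitotic stages.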

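In each of 1000 draws, all groups contributed the same number of loops per 10 kb bin of loop size, 122 loops per group. On average 56.9% of cluster1-P loops (SD 1.78 over draws) and 61.0% of gained loops (SD 3.90) were interrupted, against 36.1% in cluster1-NP (SD 1.22), 32.0% in cluster2 (SD 3.27), 29.8% in cluster3 (SD 3.31) and 24.5% in cluster4 (SD 3.16). The SD over draws reflects the choice of loops and not sampling error. For 122 loops, the 95% Wilson intervals are 47.7 to 65.0% for cluster1-P and 51.8 to 68.9% for gained loops, above the upper bound of 40.68% for cluster2. The lower bound for cluster1-P lies only slightly above the upper bound of 44.9% for cluster1-NP.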

CTCF resumes full chromatin occupancy in ana/telophase while cohesin accumulation is delayed^1^. Interference of CRE loops by structural loops occurs at later cell cycle stages (Fig. 3h), suggesting that CTCF by itself is insufficient to block CRE interaction but requires engagement in cohesin-mediated looped contacts. To test this idea, we performed genome-wide enrichment analysis to compare the likelihood of CRE loops to be disrupted by structural loops versus “loop-free” CTCF/cohesin co-occupied sites (Supplementary Fig. 6e). In comparison to structural loops, “loop-free” CTCF/cohesin sites displayed a reduced tendency to disrupt cluster1-P and the gained CRE contacts (Supplementary Fig. 6f). Furthermore, CTCF peaks independent of cohesin and structural loops were evenly distributed across all CRE loop clusters (Supplementary Fig. 6f). Together, dissection of the cell cycle dynamics of different loop categories uncovered support for the notion that CTCF is more effective as an insulator when part of a looped structure. A caveat of this interpretation is that small structural loops are undetectable in our Hi-C data.

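Taken as 1 group, 1100 of the 2841 loops in cluster2 to 4 were interrupted by structural loops (38.7%, 95% Wilson interval 36.9 to 40.5%). The share depended on the definition. It was 28.8% when anchors had to lie more than 20 kb inside and outside. For structural loops with a mid-G1 strength of at least 2 it was 29.7%, and with dual-function loops counted too 54.6%.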

The interposition of structural loops does not always disrupt CRE contacts: ~37.5% of the CRE loops in cluster2–4 had interposed structural loops. The failure of these to break up CRE loops might be related to their relative positioning. We observed that structural loops that are capable of weakening cluster 1-P CRE loops tended to reside near (~50 kb) the CREs (Fig. 3h). To quantify this trait, we measured the distance of the influenced CRE to the most proximal structural loop anchor inside the CRE loop: s_*i*_-min (Supplementary Fig. 7a). 

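For interrupted CRE loops, s_i-min was measured between anchor midpoints. Its median was 60 kb in cluster1-P (144 loops, quartiles 30 and 118 kb) and 70 kb in gained loops (922 loops, quartiles 40 and 130 kb). In cluster2, cluster3 and cluster4 it was 110, 100 and 131 kb. Among 10000 random lists of interrupted CRE loops matched on loop size, the cluster1-P median lay at percentile 1.02 and the gained median at percentile 0.06, while cluster4 lay above all of its lists. Adding dual-function loops lowered the cluster1-P median to 50 kb, which equals the lower bound of its matched range.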

Remarkably, s_*i*_-min was significantly shorter for cluster1-P and the gained CRE loops compared to the non-insulated cluster2–4 (Supplementary Fig. 7b). This observation holds true for size-matched CRE loops (Supplementary Fig. 7c). Moreover, we observed a significant negative correlation between insulation strength and s_*i*_-min after mitosis (Supplementary Fig. 7d). Together, our data suggest that the insulating, CRE loop disrupting the function of CTCF is linked not only to CTCF’s ability to form a loop but also to the relative position of the insulating loop.

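With the same number of interrupted loops per 10 kb size bin taken from each group, 97 loops per group in each of 1000 draws, the median s_i-min averaged 60.4 kb in cluster1-P (SD 3.78 over draws), 72.3 kb in gained loops (SD 6.96), 86.5 kb in cluster2 (SD 7.48), 88.5 kb in cluster3 (SD 9.31) and 109.3 kb in cluster4 (SD 7.10). The cluster1-P median was below those of all 3 other clusters in every draw. The gained median was below that of cluster2 in 89.3% of draws, below cluster3 in 90.1% and below cluster4 in all draws.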

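Among CRE loops with exactly 1 interrupting structural loop, s_i-min was compared with the log2 change in CRE loop strength in 3 size classes and 3 post-mitotic stages, 9 relations in all. Loops of exactly 100 or 150 kb count in both neighbouring classes, so the classes overlap, and over 50 to 200 kb there are 418 different loops. These correlations are across loops, which are not independent replicates. In mid-G1, Pearson's r was -0.32 (Spearman's rho -0.36) for loops of 50 to 100 kb, -0.36 (rho -0.35) for loops of 100 to 150 kb (188 loops) and -0.22 (rho -0.19) for loops of 150 to 200 kb (140 loops). When changes were shuffled among loops, the central 95% of r ranged from -0.15 to 0.15, from -0.14 to 0.14 and from -0.17 to 0.17 in these classes. In ana/telophase r was -0.33, -0.33 and -0.28, and in early-G1 -0.31, -0.28 and -0.23, each outside its shuffled range. In prometaphase it was -0.06, -0.15 and 0.03, and the value for 100 to 150 kb lay just outside its range. Over 50 to 200 kb, the mid-G1 partial rank correlation given loop size was -0.27.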

### Structural loops can facilitate CRE connectivity after mitosis

CTCF depletion weakened a subset of CRE loops after mitosis (Fig. 3e), suggesting a supportive role of CTCF for certain CRE contact formation. 

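In mid-G1, the median log2 change with auxin was -0.31 for cluster4 CRE loops (SD 0.06 over chromosomes), -0.12 for cluster3 (SD 0.06), -0.01 for cluster2 (SD 0.07) and 0.17 for cluster1 (SD 0.12), and 89.1% of cluster4 loops were weaker. The cluster4 median lay below all of 10000 random lists of clustered CRE loops matched on mean strength, whose central 95% was -0.15 to -0.11, whereas cluster3 lay inside its range at percentile 81.4. In early-G1 the changes were -0.18 for cluster4 and -0.05 for cluster3, and cluster2 had -0.16. The clusters were defined on the -auxin values that enter these ratios, and cluster4 was chosen for high mid-G1 strength in -auxin cells. Centring on the median change of all CRE loops called in -auxin cells brought the cluster4 value to -0.18 in mid-G1.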

APA plots demonstrated that the slower-forming cluster4 CRE loops were attenuated the most in the G1 phase when compared to the other clusters (Supplementary Fig. 8a, b). Interestingly, cluster4 CRE loops were significantly more likely to reside within structural loops compared to size-matched ones from other clusters, implying a supportive role of structural loops for CRE-contacts (Supplementary Fig. 8c). Accordingly, the strengthening effects on cluster4 increased with cell cycle progression, consistent with the progressive re-formation of structural loops after mitosis (Supplementary Fig. 8d). It is noteworthy that anchors of cluster4 CRE loops displayed significantly weaker decoration with active histone marks H3K27ac, H3K4me1, and H3K4me3 than cluster3 (Supplementary Fig. 8e), suggesting that weak CRE contacts are especially reliant on encompassing structural loops.

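A CRE loop was counted as encompassed when both of its anchor midpoints lay within 1 structural loop. With loop sizes matched, at 346 loops per group in each of 1000 draws, 48.2% of cluster4 loops were encompassed, against 46.4% in cluster3, 39.3% in cluster2, 31.4% in cluster1 and 29.6% of gained loops. The matched odds ratio against the other groups was 1.61 for cluster4 (two-sided Fisher's exact test on the mean counts, p = 0.000101) and 1.47 for cluster3 (exact p = 0.00165). Without matching, 391 of 1083 cluster4 loops (36.1%, 95% Wilson interval 33.3 to 39.0%) and 426 of 1018 cluster3 loops (41.8%, 38.9 to 44.9%) were encompassed, and the odds ratios were 1.21 (exact p = 0.00870) and 1.66 (exact p = 7.18e-12). The exact tests treat loops as independent, although neighbouring CRE loops share structural loops. From the enrichment, the paper proposes that structural loops support CRE contacts.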

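The median strength of cluster4 loops in -auxin cells minus that in +auxin cells, taken loop by loop, was 0.0934 in ana/telophase (SD 0.04 over chromosomes), 0.198 in early-G1 (SD 0.06) and 0.367 in mid-G1 (SD 0.07). In cluster3 the same differences were 0.161, 0.0553 and 0.138. Cluster4 was chosen for -auxin strength that rises up to mid-G1, so a rise of this difference over the stages is partly built in, and the same selection was not made with treatments exchanged.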

### Reduced enhancer–promoter interactions do not account for transcription loss upon CTCF depletion

Given that CTCF loss altered post-mitotic CRE loop reformation, we examined how these changes impact gene reactivation after mitosis. We generated PolII ChIP-seq datasets during the mitosis-to-G1 phase transition with or without auxin treatment with high concordance among biological replicates (Supplementary Fig. 9a). We identified 7238 active genes across all time points (Supplementary Data 4). ~52.0% of these genes showed post-mitotic transcriptional spiking in control cells (Supplementary Fig. 9b), as observed previously^1,6^. This spiking pattern was overwhelmingly maintained in the absence of CTCF (Supplementary Fig. 9b–d), suggesting that CTCF is not essential for the re-activation of many genes, and validating that CTCF-deficient cells progress normally from prometaphase to G1. Consistent with previous reports, only a small fraction of genes (426, ~5.7%) were differentially expressed in at least one post-mitotic time point (*q* < 0.05, fold change > 1.25 fold) with 203 up-regulated and 223 down-regulated after mitosis (Fig. 4a) (see the “Methods” section). Of note, most of these gene expression changes were already detectable in the early-G1 phase, when transcription initiates, suggesting an instant effect of CTCF on these genes (Fig. 4a). The genes most down-regulated upon CTCF loss displayed the highest CTCF occupancy at their TSS in CTCF replete cells (Fig. 4b, c; Supplementary Fig. 9e, f), which could be explained by CTCF functioning as a direct transcription activator, or by mediating contacts with distal enhancers.

**Fig. 4:**
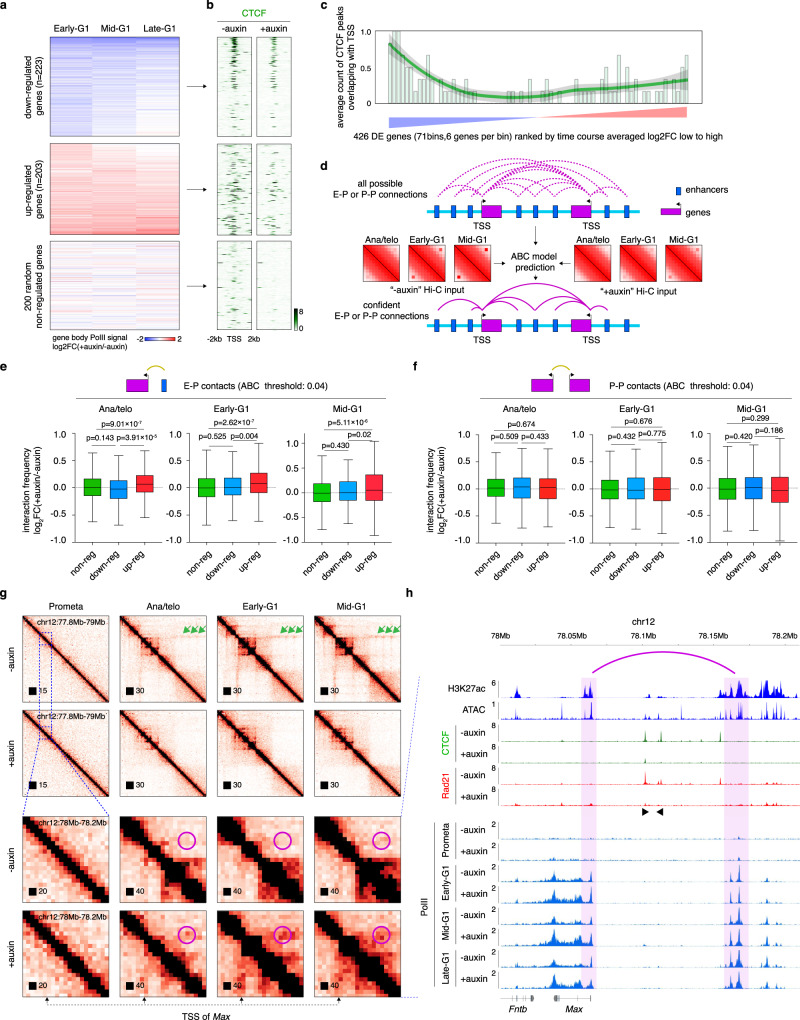
CTCF loss alters transcription reactivation profiles after mitosis. **a** Heatmap displaying differentially expressed genes based on PolII ChIP-seq read counts over the gene bodies (+500 from TSS to TES), plotted as log2 fold-change (FC). **b** Meta-region plots of CTCF ChIP-seq signals from asynchronous cells before and after auxin treatment, centered on down-regulated, up-regulated, or 200 random non-regulated gene TSS. Plots were generated by Deeptools (2.5.4). **c** Quantification of (**b**) showing the number of CTCF peaks overlapping with TSS. The green line represents lowess smoothing of bar plots. Error band denotes 95% confidence interval. **d** Schematic showing the implementation of the ABC (activity by contact) model to predict confidently E–P (enhancer–promoter) and P–P (promoter–promoter) interactions using input asynchronous H3K27ac ChIP-seq and ATAC-seq data from G1E-ER4 cells as well as in-situ Hi-C datasets from this study. **e** Boxplots showing the log_2_ fold change upon CTCF depletion of interaction strength of E–P pairs (ABC score cutoff = 0.04) associated with either non-regulated (*n* = 7211 E–P pairs), down-regulated (*n* = 188 E–P pairs), or up-regulated (*n* = 318 E–P pairs) genes. log_2_ fold change of interaction strength was calculated using the LIMMA R package for each cell cycle stage. Boxplots present upper and lower quartiles with the centerline as the median. Whiskers denote 1.5 × interquartile range (IQR). *P* values were calculated using a two-sided Wilcoxon signed-rank test. **f** Similar to (**e**) showing the interaction changes of P–P pairs after CTCF depletion. *n* = 11,117, 349, and 291 P–P pairs for non-regulated, down-regulated, and up-regulated genes respectively. *P* values were calculated using a two-sided Wilcoxon signed-rank test. **g** KR balanced Hi-C contact matrices showing the *Max* locus across cell cycle stages in control and auxin-treated samples. Bin size: 10 kb. Green arrows indicate the structural loops that insulate the *Max* promoter from a nearby enhancer. Purple circles demarcate the increase of interactions between the *Max* promoter and a nearby enhancer upon CTCF depletion after mitosis. Note that the gain in interactions occurs at the earliest tested time point. **h** ChIP-seq genome browser tracks of the same region as that shown in the lower panel in (**g**). Note increased expression of *Max* after mitosis in auxin-treated samples. Purple arch annotates the elevated interaction between the *Max* promoter and the nearby enhancer. Black arrows indicate the motif orientation of CTCF-binding sites.

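On chromosome 12 of mm9, Max spans 78038256 to 78063235 on the minus strand. The deposited table holds 3 structural loops in the region of Fig. 4g with an anchor close to its promoter, on the upstream side. All were called in -auxin cells only. Structural loops with both anchors further upstream were not counted. The strongest, from 78090001 to 78100000 and from 78880001 to 78890000, had a mid-G1 strength of 7.07 without and 1.55 with auxin, a log2 change of -2.19. The other two went from 2.15 to 0.689 and from 1.33 to 1.06. Among the 3 CRE loops anchored on the bin with the Max transcription start, both that reach upstream of the gene were gained with auxin. The loop to 78160001 to 78170000 went from 0.887 to 1.69 in mid-G1, a log2 change of 0.93, and the loop to 78230001 to 78240000 from 0.638 to 1.66, a change of 1.38. The loop that reaches past the gene, to 77930001 to 77940000 over an exon of Fntb, was lost and went from 1.61 to 1.06.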

To distinguish between these possibilities, we implemented the activity-by-contact (ABC) model to call high confidence enhancer–promoter (E–P) contacts^32^ (Fig. 4d). Using a stringent ABC score threshold of 0.04 (see the “Methods” section), we identified 7725 E–P pairs associated with active genes. Unexpectedly, E–P pairs associated with down-regulated genes showed no significant reduction of contact intensity upon CTCF loss across all tested cell cycle stages compared to non-regulated genes (Fig. 4e; Supplementary Fig. 10a). This argues against CTCF-dependent looping as a predominant mechanism to normally activate these genes and suggests that CTCF functions as a transcriptional activator near the TSS.

### Gained enhancer–promoter interactions account for gene activation upon CTCF removal

We next explored how CTCF loss could lead to up-regulation of genes. We found that E–P pairs associated with up-regulated genes were significantly strengthened in the absence of CTCF after mitosis (Fig. 4e, g, h; Supplementary Fig. 10a). To quantify to what extent genes were regulated by distal enhancers, we set out to identify significantly altered E–P pairs (differential E–P interaction analysis) upon CTCF depletion. ~20.2% of up-regulated genes (e.g. Max) displayed significantly strengthened E–P interactions after CTCF loss, while only ~6% and ~0.8% of non-regulated and down-regulated genes respectively were associated with increased E–P contacts (Supplementary Fig. 10b). This suggests that CTCF attenuates gene expression by interfering with E–P interactions. Accordingly, E–P pairs associated with up-regulated genes were more likely to be interrupted by structural loops, confirming an insulating role of structural loops in gene regulation (Supplementary Fig. 10c). The above observations were held across various ABC score thresholds (0.01–0.05), ruling out potential bias due to thresholding (Supplementary Fig. 10d, e). We also identified 11,766 promoter–promoter (P–P) pairs, which were essentially unchanged in all groups (up, down, non-reg) of genes (Fig. 4f; Supplementary Fig. 10a, e). This suggests that, in contrast to E–P contacts, P–P interactions contribute little to post-mitotic transcription reactivation. In sum, while overall CTCF depletion exerts modest effects on post-mitotic gene activation, proper regulation of some genes requires CTCF for their activation while others require it for shielding them from inappropriate enhancer influence.

### Compartment and boundary reformation was independent of transcription

The role of transcription in chromatin architecture is being debated. It was previously proposed that inhibition of transcription does not compromise boundary strength, while others reported that induction of transcription may lead to boundary formation at TSS and compartmental interaction changes^25^. We next sought to investigate whether transcription facilitates post-mitotic compartment and boundary reformation. We treated cells with triptolide, a drug that inhibits transcription initiation, during the mitosis-to-G1 phase transition (Supplementary Fig. 11a)^33,34^, followed by in situ Hi-C. Reformation of A/B compartments was ostensibly unperturbed in G1 upon transcription inhibition (Supplementary Fig. 2b–d, f). The CTCF independent cluster3 boundaries also remained intact after transcription inhibition (Supplementary Fig. 4h), ruling out active PolII complexes as underlying mechanisms. Moreover, insulation at TSS was unperturbed after transcription inhibition (Supplementary Fig. 11b). Consistent with this notion, insulation was progressively gained after mitosis at the TSS of the 100 most spiking genes even after their transcription was dialed down, suggesting that insulation, as it occurs at TSS, can be uncoupled from the process of transcription (Supplementary Fig. 11c–e). To examine whether transcription activity contributes to CTCF loss-induced chromatin changes, we removed CTCF and blocked transcription re-initiation simultaneously in mitosis and examined compartmentalization in the G1 phase (Supplementary Fig. 11a). CTCF loss-induced alterations of local compartmental interactions (gain of B–B and loss of A–A) were also observed upon transcription inhibition (Supplementary Fig. 3c, d, j, k). CTCF loss-mediated increases in loop intensities for cluster1-P CRE loops were faithfully recapitulated in G1 upon transcription inhibition (Supplementary Fig. 6g). Furthermore, the weakening of boundaries (cluster1 and 2 boundaries) as a result of CTCF withdrawal was recapitulated in triptolide-treated cells (Supplementary Fig. 4f, g). Together, our results suggest that transcription is not a significant driving force for the formation of compartments and boundaries, or CTCF-dependent chromatin remodeling after mitosis.

### Transcription dependent and independent mechanisms drive gene domain formation at G1 entry

Active genes can appear as distinct squares on Hi-C contact maps, which have been interpreted to reflect gene domains caused by the process of transcription^21,22^. We examined to what extent transcription reactivation may dynamically influence genome reconfiguration by performing integrative analysis of our Hi-C and post-mitotic PolII ChIP-seq datasets. A visually appreciable gene domain at the *Rfwd2* locus can be observed as early as in ana/telophase, even before PolII reached the transcription end site (TES) (Fig. 5a, b), suggesting that gene domains may appear quickly after mitosis prior to the completion of transcription elongation. To test this possibility genome-wide, we quantified the post-mitotic recovery rates of gene domains and gene-body PolII occupancy for all active genes. We found that small genes (30–50 kb) displayed comparable rates of recovery between gene domains and PolII occupancy (Fig. 5c). However, the recovery rate of PolII was markedly reduced as gene size increased beyond 50 kb and became significantly slower compared to that of gene domains (Fig. 5c, d; Supplementary Fig. 12a–g). Of note, CTCF removal had little impact on the recovery of gene domains after mitosis (Fig. 5c, d; Supplementary Fig. 12a–g). Transcription inhibition by triptolide diminished but did not abolish gene domain formation after mitosis (Supplementary Fig. 12h), indicating that active transcription accounts partially but not entirely for gene domain formation. Notably, gene domains were precisely decorated by H3K36me3. This mark delineates active gene bodies, but unlike the process of transcription itself, is stable throughout mitosis (Fig. 5b, d; Supplementary Fig. 12a–g)^34^. This suggests that the re-establishment of gene domains that precedes the onset transcription might be facilitated by this chromatin mark, nominating H3K36me3 as a potential mitotic bookmark.

**Fig. 5:**
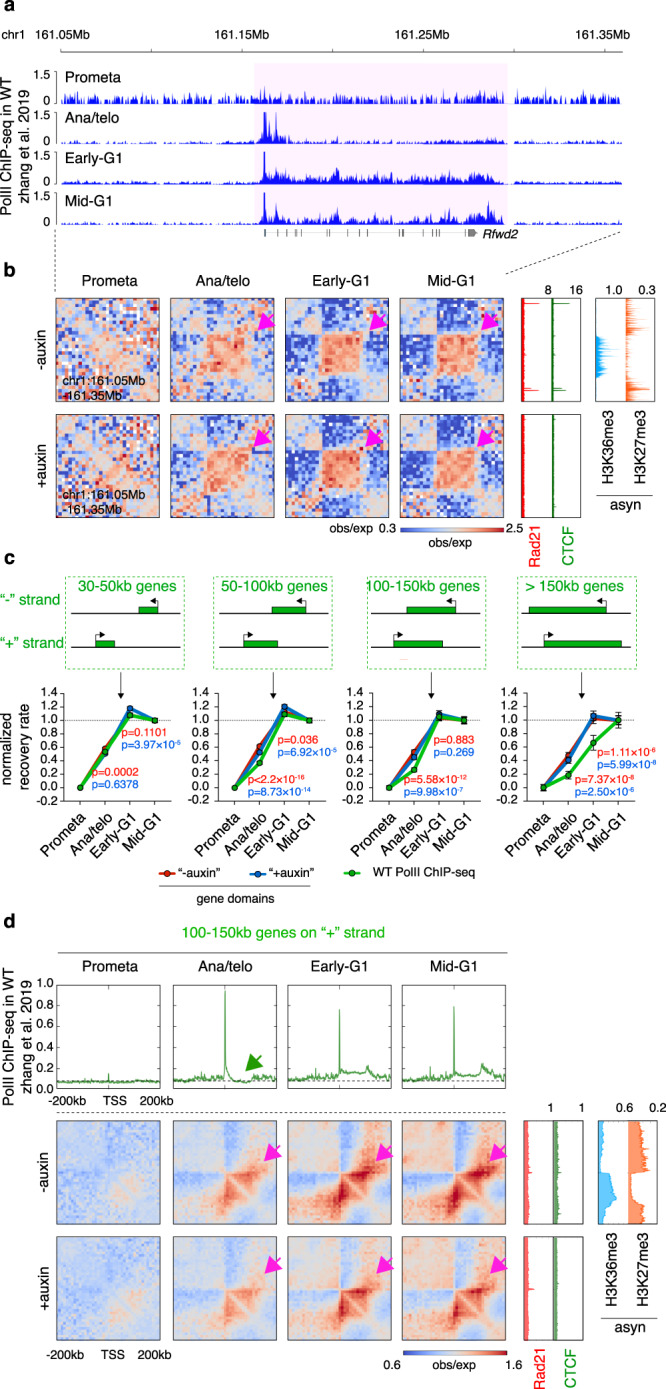
Gene domains emerge prior to completion of the first round of transcription after mitosis. **a** PolII ChIP-seq genome browser tracks at the *Rfwd2* locus across cell cycle stages in parental cells. Note that in ana/telophase PolII is detected at the promoter region but the initial round of transcription has not been completed. **b** KR balanced Hi-C contact matrices of the same region as in (**a**) across cell cycle stages in control and auxin-treated samples. Bin size: 10 kb. Purple arrows indicate the domain of the *Rfwd2* gene in post-mitotic stages. Tracks of CTCF and Rad21 with or without auxin treatment as well as histone marks H3K36me3 and H27me3 are from asynchronously growing G1E-ER4 cells. **c** Upper panel: Schematic of genes with different sizes. Lower panel: Line graphs of recovery rates of gene domains in the control and auxin-treated samples and the recovery rate of PolII occupancy over the gene body. Genes corresponding to the size ranges in the upper panel were separately plotted. *n* = 952, 846, 260, and 119 genes with size ranges of 30–50, 50–100, 100–150 kb, and over 150 kb, respectively. *P* values were calculated using a two-sided paired Wilcoxon signed-rank test. Red and blue asterisks represent comparisons between PolII and gene domains in untreated control or auxin-treated samples, respectively. Error bars denote SEM. **d** Upper panel: Meta-region pile-up plots of PolII ChIP-seq signals corresponding to the 100–150kb genes on the plus strand across cell cycle stages. Plots are centered on TSS. Lower panel: Pile-up Hi-C matrices showing the domains of the genes corresponding to the upper panel across cell cycle stages in untreated and auxin treated samples. Bin size: 10 kb. Plots are centered on TSS. Gene domains are labeled with purple arrows. Meta-region plots of CTCF and Rad21 with or without auxin treatment, as well as H3K36me3 and H3K27me3, are shown on the right.

## Discussion

Examination of the earliest stages of transition from pro-metaphase into G1 phase affords a unique view into how chromatin is configured de novo in newborn nuclei. The AID protein degradation system enabled investigation into the role of CTCF in this process. A meaningful interpretation of the experiments in this study requires that CTCF degradation does not significantly impede cell cycle progression. This was demonstrated by (1) flow cytometry measuring DNA content, cell size, and GFP-MD levels, (2) the presence of highly comparable contact decay curves across all post-mitotic time points, and (3) relatively stable post-mitotic gene expression patterns, including widespread gene spiking. As observed previously, only prolonged depletion of CTCF (36 h) was found to delay cell cycle progression (Supplementary Fig. 1e), but this did not impact the present study.

Our data suggest that CTCF influences chromatin structure at several levels during G1 entry. First, CTCF-based structural loops constrain short-range B–B compartmental interactions while promoting local A–A compartmental interactions, revealing a previously underappreciated role for CTCF in chromatin compartmentalization. We speculate that these observations are driven by altered loop extrusion after CTCF loss. Removal of CTCF may allow cohesin to travel beyond CTCF-binding sites, thereby increasing loop sizes. Structural loops originating within A-type compartment domains may thus extend into flanking B-type compartment domains and increase their contact probability (Fig. 6a). The rising gains of B–B interactions during the progression into G1 in the absence of CTCF are consistent with the gradual loading and advancement of cohesin after mitosis. The spatial confinement in B–B interaction gains might be due to limitations of the loop extrusion process. Our findings thus reveal that loop extrusion can elicit both positive and negative effects on compartmentalization depending on the type and location of the compartment (Fig. 6a)^12,28,35^. Second, the transient nature of many post-mitotic CRE contacts might be explained by the disruptive nature of emerging nearby structural loops. Thus, considering the cell cycle dynamics of structural as well as CRE loops during G1 progression allowed for the inference that CTCF’s ability to disrupt established CRE interactions, and hence function as an insulator, requires its engagement in loops (Fig. 6b). Third, we uncovered a previously underappreciated role of the genomic positioning of structural loop relative to CREs. Specifically, CRE contacts were most sensitive to disruption when the structural loop anchor was close to the CRE (small *s*_*i*_-min). While the mechanism underlying this observation is unclear, it is possible that the distance sensitivity of CRE contacts to the disruptive effects of extruding structural loops might be a function of the cohesin complex reaching and being arrested at CTCF sites more frequently. Fourth, CTCF-anchored loops may facilitate interactions between CREs by providing structural support. Weaker CREs appear to be more reliant on such “supportive” structural loops.

**Fig. 6:**
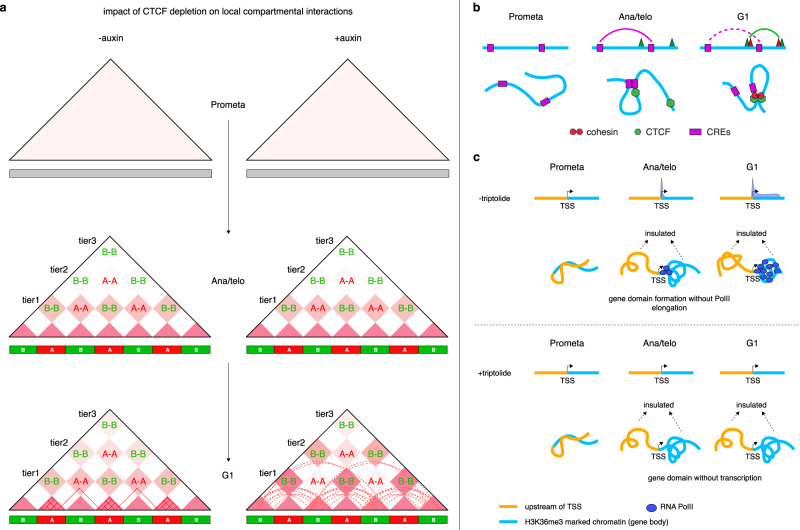
Mechanistic models. **a** Schematic showing how CTCF removal can impact local but not distal interactions between the same type of compartments. Short-range B–B interactions were enhanced potentially due to increased extrusion loop size from A compartments after CTCF removal. Note, the effect was progressively observed in the G1 phase because of the gradual action of loop extrusion. Solid lines in the bottom panel represent structural loops formed and stabilized within A-type compartment domains in CTCF repleted conditions. Dotted lines represent actively extruding loops that are unleashed from A-type compartment domains into flanking B-type compartment domains due to CTCF depletion. **b** Schematic showing the rapid dissolution of established CRE loops as nearby disruptive structural loops emerge after mitosis. **c** Schematic showing that a gene domain is already partially established prior to full coverage of the gene body by PolII.

Up-regulation of genes caused by CTCF loss was associated with enhanced interactions between promoters and enhancers and was observed at the earliest measurements (1 h after mitosis), suggesting a tight temporal relationship of promoter–enhancer proximity and transcription. Additionally, we found that the down-regulated genes generally did not display measurable loss in E–P contacts, but instead appear to depend on CTCF binding at their TSS. This implies that at these genes CTCF might function as a transcriptional activator, independent of its role in chromatin looping. This observation diverges from previous reports that CTCF depletion can diminish E–P interactions and result in transcription loss^15,36–38^. However, we cannot rule out that disruption of shorter-range E–P loops, undetectable in our Hi-C experiments, might account for down-regulation gene transcription.

Prior studies reported a correlation between transcription activity and gene domains in asynchronously growing cells^21,22,39^. However, comparing the kinetics of transcription re-activation and gene domain reformation, and inhibiting transcription pharmacologically revealed that the process of transcription per se does not account for the entirety of post-mitotic gene domain formation (Fig. 6c). We speculate that additional mechanisms (e.g. H3K36me3 histone modification along gene body) may contribute to self-aggregation of genes and pre-configure genes for subsequent activation.

In summary, by leveraging the AID system and chemical transcription inhibition in the context of cell cycle dynamics, we were able to deepen our insights into the mechanisms by which CTCF and transcription reshape multiple facets of chromatin architecture from a randomly organized state in mitosis to the fully established structures in interphase.

## Methods

### Cell culture and maintenance

G1E-ER4 cells were cultured in suspension as previously described and maintained at a density of not exceeding one million/μl^40^. Construction of the G1E-ER4 sub-line with AID-mCherry-tagged CTCF has been described previously^1^. We expressed OsTiR-IRES-GFP (to isolate prometa, early-G1, and mid-G1 phase cells) or OsTiR-IRES-GFP-MD (to isolate ana/telophase cells) in G1E-ER4 CTCF-AID-mCherry cells with the retroviral vector MigR1. or positive cells were enriched via FACS based on GFP signal.

To measure cell growth of G1E-ER4 CTCF-AID-mCherry cells with or without OsTiR-IRES-GFP, 10^5^ cells from each line were treated with or without 1 mM auxin, and cells were counted at 12, 24, and 36 h, respectively.

### Validation of CTCF depletion upon auxin treatment

G1E-ER4 CTCF-AID-mCherry cells expressing OsTiR-IRES-GFP were treated with 1 mM auxin for 0, 30, 60, 120, or 240 min. Cells were fixed with 1% formaldehyde and subject to flow cytometry for mCherry signal. Wildtype G1E-ER4 cells were used as control.

### Cell synchronization and auxin treatment

For “+auxin” samples:

To enrich cells at prometaphase, early-G1 phase, or mid-G1 phase, the G1E-ER4 CTCF-AID-mCherry cells overexpressing OsTiR-IRES-GFP were treated with nocodazole (200 ng/ml) for 7–8.5 h at a density of around 0.7–1 million/ml. To degrade CTCF during mitosis, auxin (1 mM) was added to the culture during the last 4 h of nocodazole treatment so that CTCF was removed by the end of prometaphase synchronization. To acquire post-mitotic populations, nocodazole-treated cells were pelleted at 1200 rpm for 3 min. Cells were then washed once and immediately re-suspended in a warm nocodazole-free medium containing 1 mM auxin for 60 min (early-G1) and 120 min (mid-G1), respectively. To enrich for cells at ana/telophase, G1E-ER4 CTCF-AID-mCherry cells overexpressing OsTiR-IRES-GFP-MD were first synchronized as above described and then released from nocodazole for 30 min before harvest.

Control samples underwent the exact same treatment except that no auxin was added.

### Transcription inhibition

G1E-ER4 CTCF-AID-mCherry cells expressing OsTiR-IRES-GFP were arrested in prometaphase with nocodazole (200 ng/ml) as above. Triptolide (1 μM) was added to the cultures during the last hour of nocodazole exposure. For “+auxin” samples, auxin was added during the last 4 h of nocodazole treatment. Cells were released into the warm nocodazole-free medium with 1 μM triptolide and with or without 1 mM auxin for 2 h.

### Cell sorting

Control and “+auxin” samples were acquired as described previously^1^. Briefly, for in situ Hi-C experiments, cells were pelleted at 1200 rpm for 3 min. Cells were then re-suspended in 1× PBS and crosslinked with 2% formaldehyde for 10 min at RT. Crosslinking was quenched with 1 M (final concentration) glycine for 5 min at RT. Cells were permeabilized by 0.1% Triton X-100 for 5 min at RT and stained with antibody against the mitosis-specific antigen pMPM2 (Millipore, 05-368, 0.2 μl/10 million cells) for 50 min at RT. Cells were then treated with APC-conjugated F(ab′)2-goat anti-mouse secondary antibody (Thermo Fisher Scientific, 17-4010-82, 2 μl/10 million cells) for 30 min at RT. Cells were pelleted and re-suspended in 1× FACS sorting buffer (1× PBS, 2% FBS, 2 mM EDTA, and 0.02% NaN_3_) containing 20 ng/ml DAPI at a density of about 50–100 million cells/ml. Prometaphase cells were purified via FACS on the basis of pMPM2 signal (+) and DAPI signal (4N). To harvest populations after mitotic exit, cells were pelleted and crosslinked with 2% formaldehyde at designated time points (ana/telophase, early-G1, and mid-G1 phase). Crosslinking was halted with 1 M (final concentration) glycine at RT, and cells were permeabilized with 0.1% Triton X-100. Finally, cells were re-suspended in 1× FACS sorting buffer and subjected to FACS sorting. Ana/telophase cells were sorted based on GFP signal (reduced) and DAPI signal (4N). Early-G1 and mid-G1 cells were sorted based on the DAPI signal (2N). In addition, mCherry positive and negative populations were gated to collect untreated control and auxin-treated samples, respectively, for all mitotic and post-mitotic time points. Sorted cells were snap-frozen and stored at −80 °C. FACS plots were generated by FlowJo software (version 10.4.0)

The exact same procedure was carried out for cells that had undergone triptolide treatment.

For PolII ChIP-seq: Cells with or without auxin treatment were harvested at 0 min (prometa), 60 min (early-G1), 120 min (mid-G1), or 240 min (late-G1) after nocodazole release. Cells were re-suspended in 1× PBS and crosslinked with 1% formaldehyde for 10 min at RT. Crosslinking was stopped with 1 M glycine followed by permeabilization with Triton X-100. All samples (±auxin at all cell cycle stages) were stained with anti-pMPM2 antibody (Millipore, 05-368, 0.2 μl/10 million cells) for 50 min at RT, followed by APC-conjugated F(ab′)2-goat anti-mouse secondary antibody (Thermo Fisher Scientific, 17-4010-82, 2 μl/10 million cells) for 30 min at RT. Cells were re-suspended in 1× FACS buffer containing DAPI and subjected to FACS sorting. Prometaphase cells were purified via FACS based on pMPM2 signal (+) and DAPI signal (4N). Early-, mid- and late-G1 cells were sorted based on DAPI signal (2N). mCherry positive and negative populations were gated to collect untreated control and auxin-treated samples for all mitotic and post-mitotic time points. Sorted cells were snap-frozen and stored at −80 °C. Note that protease inhibitor and PMSF were added to all buffers during the entire sample preparation procedure.

### In-situ Hi-C

In-situ Hi-C experiments were performed as previously described^1^. Briefly, sorted cells (5 million for prometaphase and ana/telophase and 10 million for early- and mid-G1 phase) were lysed in 1 ml cold cell lysis buffer (10 mM Tris pH 8, 10 mM NaCl, 0.2% NP-40/Igepal) for 10 min on ice. Nuclei were pelleted at 4 °C and washed with 1.2× DpnII buffer. Nuclei were permeabilized with 0.3% SDS for 1 h at 37 °C and quenched with 1.8% Triton X-100 for 1 h at 37 °C. Chromatin was digested with 300U DpnII restriction enzyme (NEB, R0543M) in situ at 37 °C overnight with shaking. 300U DpnII restriction enzyme was added for an additional 4 h at 37 °C with shaking. Nuclei were incubated at 65 °C for 20 min to inactivate DpnII. After cool down, digested chromatin fragments were blunted with pCTP, pGTP, pTTP and Biotin-14-dATP (Thermal Fisher Scientific, 19524016) using 40U DNA Polymerase I, Large (Klenow) fragment (NEB, M0210). DNA was ligated in-situ with 4000U T4 DNA ligase (NEB, M0202M) for 4 h at 16°C followed by further incubation for 2 h at RT. Nuclei were then incubated in 10% SDS containing proteinase K (3115879 BMB) at 65 °C overnight to reverse crosslinking. RNA was then digested with DNase-free RNase at 37 °C for 30 min. DNA was then extracted by phenol–chloroform extraction, precipitated, and dissolved in nuclease-free water. DNA was sonicated to 200–300 bp fragments (Epishear, Active Motif, 100% amplitude, 30 s ON and 30 s OFF, 25–30 min) and purified with AMPure XP beads (Beckman Coulter). Biotin-labeled DNA was purified by incubation with 100 μl Dynabeads MyOne Streptavidin C1 beads (Thermal Fisher Scientific, 65002) at RT for 15 min. DNA libraries were constructed using the NEBNext DNA Library Prep Master Mix Set for Illumina (NEB E6040, M0543L, E7335S). To elute DNA, streptavidin bead-bound DNA was incubated in 0.1% SDS at 98 °C for 10 min. DNA was purified with AMPure XP beads and index labeled with NEBNext multiplex oligos for six cycles on a thermal cycler, using the NEBNext Q5 Hot Start HIFI PCR master mix. Index labeled PCR products were then purified with AMPure XP beads and sequenced on an Illumina NextSeq 500 sequencer. Sequencing data was collected through NextSeq Control Software 2.2.0.

### ChIP-seq

Chromatin immunoprecipitation (ChIP) was performed using anti-RNA Polymerase II antibody (Cell Signaling, 14958, 5 μg/IP) as described previously^1^. Briefly, following sorting, cells were re-suspended in 1 ml pre-cooled cell lysis buffer supplemented with protease inhibitors (PI) and PMSF for 20 min on ice. Nuclei were pelleted and re-suspended in 1 ml Nuclear Lysis Buffer (50 mM Tris pH 8, 10 mM EDTA, 1% SDS, fresh supplemented with PI and PMSF) for 10 min on ice. 0.6 ml IP dilution buffer (20 mM Tris pH 8, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.01% SDS, fresh supplemented with PI and PMSF) was added followed by sonication (Epishear, Active Motif, 100% amplitude, 30 s ON and 30 s OFF) for 45 min. Samples were pelleted at 15,000 rpm for 10 min at 4 °C to remove cell debris. The supernatant was supplemented with 3.4 ml IP dilution buffer fresh supplemented with PI and PMSF, 50 μg isotope-matched IgG, and 50 μl protein A/G agarose beads (A:G = 1:1, ThermoFisher 15918014 and ThermoFisher 15920010) and rotated at 4 °C for 8 h to preclear the chromatin. 200 μl, chromatin was set aside as input chromatin. Precleared chromatin was then incubated with 35 μl A/G agarose beads (A:G = 1:1) pre-bound with anti-RNA PolII antibody (5 μg/IP) at 4 °C for overnight. Beads were washed once with IP wash buffer I (20 mM Tris pH 8, 2 mM EDTA, 50mMNaCl, 1% Triton X-100, 0.1% SDS), twice with high salt buffer (20 mM Tris pH 8, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.01% SDS), once with IP wash buffer II (10 mM Tris pH 8, 1 mM EDTA, 0.25 M LiCl, 1% NP-40/Igepal, 1% sodium deoxycholate) and twice with TE buffer (10 mM Tris pH 8, 1 mM EDTA pH 8). All washing steps were performed on ice. Beads were moved to RT and eluted in 200 μl fresh-made elution buffer (100 mM NaHCO_3_, 1% SDS). 12 μl of 5 M NaCl, 2 μl RNaseA (10 mg/ml) was added to IP and input samples and incubated at 65 °C for 2 h, followed by addition of 3 μl protease K (20 mg/ml) and incubated at 65 °C overnight to reverse crosslinking. Finally, IP and input samples were supplemented with 10 μl of 3 M sodium acetate (pH 5.2), and DNA was purified with a QIAquick PCR purification kit (QIAGEN 28106). ChIP-seq libraries were constructed using Illumina’s TruSeq ChIP sample preparation kit (Illumina, catalog no. IP-202-1012). Libraries were size-selected using the SPRIselect beads (Beckman Coulter, catalog no. B23318) before PCR amplification. Libraries were then quantified through real-time PCR with the KAPA Library Quant Kit for Illumina (KAPA Biosystems catalog no. KK4835). Finally, libraries were pooled and sequenced on an Illumina NextSeq 500 platform using Illumina-sequencing reagents. Sequencing data was collected through NextSeq Control Software 2.2.0.

### Quantification and data analysis

#### Hi-C data pre-processing

For each biological replicate, paired end reads were aligned to the mouse reference genome mm9 using bowtie2 (global parameters:–very-sensitive -L 30–score-min L,−0.6,−0.2–end-to-end –reorder; local parameters:–very-sensitive -L 20–score-min L,−0.6,−0.2–end-to-end–reorder) through the Hi-C Pro (2.10.0) software^41^. PCR duplicates were removed and uniquely mapped reads were paired to generate a validPair file. The output validPair file was converted into “.hic” file using the hicpro2juicebox utility. For merged samples, similar steps were taken on reads merged from each biological replicate.

#### A/B compartment calling and processing

Compartments were called based on the “.hic” files through eigenvector decomposition on the Pearson’s correlation matrix of the observed/expected value of 100 kb binned, Knight–Ruiz (KR) balanced cis-interaction maps (Eigenvector utility of juicer_tools_1.13.02)^31^. Positive and negative EV1 values of each 100 kb bin were assigned to A- (active) and B- (inactive) compartments, respectively, based on gene density. Compartments were called on both replicate-merged samples and individual biological replicates across all conditions. Chromosome 3 was excluded from compartment analysis due to chromosomal translocation.

#### Saddle plotting and global compartment strength calculation

To visualize compartment strength, we generated saddle plots. Briefly, 100 kb binned Knight–Ruiz (KR) balanced *cis* observed/expected contact matrix was extracted from each “.hic” file through the DUMP utility of juicer_tools (1.13.02)^31^. For untreated control samples, the contact matrices were transformed in the same way such that each row and column of bins were reordered based on the eigenvector 1 (EV1) values associated with the mid-G1 sample, so that they fall into ascending order from top to bottom and from left to right. A similar transformation was applied onto auxin-treated samples across all cell cycle stages, based on their mid-G1 samples. Also, a similar transformation was performed on triptolide-treated G1-phase samples either with or without auxin treatment. After the transformation, bins at the top-left corner are associated with B–B compartment interactions. Bins at the bottom-right corner are associated with A–A compartment interactions. Bins at the top-right and bottom-left corners are associated with B–A and A–B compartment interactions, respectively. The transformed contact maps from each chromosome were divided into 50 equal sections and averaged to create the genome-wide saddle plots. The compartment strength of each individual chromosome was computed as following: compartment strength = (median (top20% AA) + median (top20% BB))/(median (top20% AB) + median (top20% BA)). The compartment strength from each individual chromosome was averaged and log2 transformed as genome-wide compartment strength. The compartment strength of individual replicates and merged samples were computed independently.

#### Compartmentalization expansion curve *R*(*s*)

The analysis of the progressive compartmentalization spreading across cell cycle stages has been described previously^1^. *R(s*) curve was established to indicate the distance-dependent level of compartmentalization. To compute the *R*(*s)* curve, 100 kb binned KR balanced *cis* observed/expected matrix was extracted from “.hic” files. For each interaction bin–bin pair separated by a given genomic distance (*s*), we computed the product of two EV1 values corresponding to the 2 bins. We then calculated the Spearman correlation coefficient *R* between EV1 products and the observed/expected values of all bin–bin pairs that are separated by *s*. *R*(*s)* was then set to demarcate the level of compartmentalization for genomic distance *s*. To generate the *R*(*s*) curve across different genomic distances, we computed *R* when s equals 100 kb, 200 kb, 300 kb……125 Mb. *R*(*s*) curves of each chromosome were then averaged to generate the genome-wide *R*(*s*) curve. *R*(*s*) curve of individual biological replicates and merged samples for both untreated control and auxin treated samples were computed independently across all cell cycle stages. For interactions close to the diagonal of contact maps, well-compartmentalized regions, i.e. interactions between bins from the same type of compartments (A–A or B–B) tend to display high observed/expected values and positive (>0) EV1 products, whereas interactions between bins from different types of compartments (A–B or B–A) tend to exhibit low observed/expected values and negative (<0) EV1 product. Thus, *R* tends to be high in well-compartmentalized regions. At weakly compartmentalized regions, interactions between bins tend to be low also when distant from the diagonal regardless of whether the two bins are from the same type of compartment or not. Thus, *R* tends to be low in weakly compartmentalized regions.

#### Interactions between local B–B or A–A compartments

To quantify the interactions between closely positioned compartments, we adopted a high resolution (50 kb binned) A/B compartment profile from the mid-G1 untreated control sample as reference. To measure interactions between local B–B compartments (tier1, with one A-type compartment in between), we extracted genomic coordinates of all A-type compartments from the reference A/B compartment file. For each A-type compartment, we computed the average observed/expected values between the 250 kb region upstream of the start site and the 250 kb region downstream of the end sites across all cell cycle stages in both untreated control and auxin treated samples as well as G1-phase samples treated with triptolide. The resulting observed/expected values were denoted as interaction strengths between each closely spaced B–B compartment pair. We also computed more distally separated tier2 (with two A-type compartments in between) B–B interactions. For each given tier2 B–B compartment pair, we computed the average observed/expected values between the 250 kb region upstream of the start site of the first A-type compartment and the 250 kb region downstream of the end site of the second A-type compartment. A similar approach was taken to calculate tier3 (with three A-type compartments in between) and tier4 (with four A-type compartments in between) B–B interaction. Interactions between tier1 to 4 A–A compartment pairs were calculated using the same approach.

For distance-matched random controls, we randomly selected 500 A- or B-type compartments and shuffled their genomic coordinates for each entry using the “shuffle” function of bedtools^42^. Randomly shuffled bed files were used as input to compute the interaction strengths between 250 kb up-stream and down-stream flanking regions for each entry.

#### Loop calling and post-processing

Chromatin loops were called using a previously described HICCUPS method with modifications^31^. The following steps were taken to generate unique non-redundant lists of loops in untreated controls and auxin-treated samples across all cell cycle stages. (1) We used HICCUPS to call preliminary loops on the untreated control samples at each cell cycle stage using 10 kb binned matrices with the Juicer_tool_1.13.02. The inner and outer diameters of the donut filter were set to be 4 bins and 16 bins, respectively, and an FDR of 0.2 was adopted. (2) We repeated the above step on 10 kb binned auxin-treated samples across all cell cycle stages with the exact same parameter set. (3) Loop calls from (1) and (2) were merged to generate a non-redundant loop list across all cell cycle stages and auxin treatment conditions for 10 kb matrices. (4) False-positive calls introduced by exceptionally high outlier pixels were usually present in all samples irrespective of cell cycle stage and auxin treatment condition. To eliminate these artifacts, we removed pixels that were called in more than 6 of the 8 total samples. (5) In certain scenarios, pixels identified at different cell cycle stages or different auxin treatment conditions tended to cluster together. These clusters of pixels could actually be considered as one loop instead of many. Therefore, we implemented a method to merge these clustered pixels. To begin with, for a given loop in the non-redundant list from step (4), we recorded a value *q*_min_ which represents the lowest *q* value across all cell cycle stages in both untreated controls and auxin treated samples. We then ordered the loops in ascending order based on their *q*_min_. In this way, pixels at the top of the list were the most confident calls. We then focused on the top pixel and scanned through the rest of the list to identify pixels that were within a 20 kb radius of the top pixel. If no additional pixel were found nearby, we then considered the top pixel as a loop by itself without pixel clustering. If pixels existed that fulfilled the above requirement, we then consider these pixels together with the top pixel as a loop cluster. Pixels within the loop cluster were removed from the non-redundant loop list. We then recalculated the centroid of the loop cluster and computed the distance *s* between the centroid and the far cluster edge. We then started the second round of pixel merging by scanning the rest of the list to identify pixels that are within a radius of 20 kb + *s* from the centroid. Pixels within the loop cluster after the second collapsing step were removed from the non-redundant loop list. Next, we focused on the top pixel of the remaining list and repeated the above clustering steps, until no further pixels remained in the pixel list. After pixel merging, we generated a list of loop clusters that contained 1 or more pixels. For each loop cluster, we defined a cluster summit which was represented by the pixel with the lowest *q*_min_. If a loop cluster only contained pixels called in the untreated controls but not in the auxin treated samples, we defined it as a “lost” loop. Conversely, if a loop cluster did not contain pixels from the control samples, it was defined as a “gained” loop. The remaining loop clusters were categorized into “retained”, indicating that these loops were detected in both “-auxin” and “+auxin” samples. (6) We next performed step (1) through (5) on 25 kb binned matrices with an inner donut filter diameter of 1 bin and outer donut filter diameter of 6 bins. FDR of 0.01 was adopted. (7) Loops called on 25 kb binned matrices were then merged with those called on 10 kb matrices. If a 25 kb loop cluster overlaps with a 10 kb loop cluster, the 25 kb loop was dropped.

We noticed that some visually solid loop-like pixels were dropped by the HICCUPS due to a lack of surrounding significant pixels. To recover these potentially false-negative calls, we took advantage of our biological replicates. Specifically, we continued to complement our non-redundant loop calling list with the following steps. (8) For untreated control samples, we extracted all raw significant pixels from HICCUPS before clustering across cell cycle stages and combined them. (9) We then computed the donut FDR of the above pixels in all biological replicates across cell cycle stages in the untreated control samples through juicer_tools_1.13.02. (10) To determine if a pixel represented a loop, we implemented the below filters: (1) For ana/telophase or early-G1 phase, we required that a pixel must display an FDR < 0.2 in both replicate-merged and individual biological replicates. (2) For ana/telophase or early-G1 phase, a pixel was required to show an observed/donut-expected value of over 1.5 in replicate-merged and individual biological replicates. (3) For ana/telophase or early-G1 phase, a pixel had to exhibit an observed value of >10 in replicate-merged and individual biological replicates. (4) For the mid-G1 phase, the above three criteria had to be satisfied in at least 3 of the following 4: replicate-merged, biological replicate 1, 2, and 3. A pixel had to fulfill all the above filters to be viewed as valid in a given cell cycle stage, and it had to be valid in at least one post-mitotic cell cycle stage to be considered a valid loop for the untreated controls. (11) We then repeated steps (8) through (10) to get a list of valid pixels in auxin-treated samples. (12) We combined the valid pixels from untreated controls and auxin-treated samples and filter out pixels with the highest 5% observed/donut-expected values in prometaphase in untreated control samples as well as pixels with a distance of over 2 Mb. (13) We further removed pixels that were overlapping or next to the loops identified in step (9). In this manner, we obtained valid loops that had been previously missed by HICCUPS. (14) Finally, we performed step (5) on the remaining pixels at (13) to merge valid pixels that were clustered together. In total, we ended up with 16,370 non-redundant loops across all samples.

#### Loop categorization based on CTCF/cohesin/CRE

We categorized loops into different classes based on whether ChIP-seq peaks of CTCF and cohesin and annotations of promoters or enhancers were present at their anchors. For a peak to intersect with a loop anchor, it had to have at least 1 bp overlap with a 30 kb region centered on the midpoint of the loop anchor summit. We employed the CTCF/cohesin co-occupied peak list and the peaks of H3K27ac (CRE) from our previous study^1^. Our analysis focused on the following possibilities: (1) Two loop anchors harbor CTCF/cohesin co-occupied sites with neither harboring CREs. (2) Both loop anchors harbor CTCF/cohesin co-occupied sites with one anchor also harboring a CRE. (3) Both loop anchors each harbor a CTCF/cohesin co-occupied site and a CRE. (4) None of the loop anchors harbor CTCF/cohesin co-occupied sites but both contain CREs. (5) One loop anchor a harbors CTCF/cohesin co-occupied site and two anchors harbor CREs. Groups (1) and (2) loops were defined as “structural loops”, loops from group (3) as “dual-function loops”, and loops from the groups (4) and (5) as “CRE loops”.

#### *K*-means clustering of loops

To measure the change of post-mitotic loop formation as well as the impact of CTCF depletion on loop formation, we defined a metric to measure the strength of each loop. For a given loop, we considered its summit pixel as well as eight surrounding pixels and computed their observed/donut-expected values across cell cycle stages in both untreated controls and auxin-treated samples. For a specific cell cycle stage and auxin treatment condition, the loop strength was recorded as the average of the observed/donut-expected values from the 9 pixels. To dissect the wildtype CRE loop reformation patterns after mitosis, we focused on the 3232 CRE loops that were detected in untreated control samples. We then computed the *z*-scores of loop strength across all cell cycle stages in untreated control samples and performed *k*-means clustering using the three post-mitotic time points. We were able to recover four-loop clusters with distinct reformation kinetics. To assess the effect of CTCF depletion on cluster1 transient CRE loops, we attempted to further sub-categorize them using the loop strength from both untreated controls and auxin-treated samples. We computed the *z*-scores of loop strength across all cell cycle stages in both untreated as well as auxin-treated samples. We then performed *k*-means clustering using the three post-mitotic time points from both untreated controls and auxin-treated samples.

#### Measuring the interplay between structural and CRE loops

To quantify the degree to which CRE loops are disrupted or supported by structural loops, we performed the following enrichment analysis. We first focused on structural loop interpolation. For a given cluster of CRE loops (e.g. cluster1-R), we defined two scenarios based on whether or not they are interpolated by structural loops. The two scenarios were: (1) neither of the two CRE anchors were covered by a structural loop (not interpolated) and (2) either one or both of the CRE anchors were covered by structural loops (interpolated). For each scenario, we constructed a 2 × 2 contingency table based on in which scenario a given cluster of CRE loops fell, and whether or not the rest of the CRE loops fell into that scenario. Odds ratios and *P*-values were computed with the Fisher’s exact test in R. Lastly, we defined for each cluster of CRE loops whether or not they were supported by structural loops. A similar approach was taken to calculate the odds ratio and *P*-values for each CRE loop cluster at each scenario.

#### Domain calling

Domains were independently identified in untreated controls and auxin-treated samples across all cell cycle stages, using the rGMAP algorithm (1.4) (https://github.com/tanlabcode/rGMAP)^30^. To call domains in untreated control samples, we extracted 10 kb binned KR balanced *cis* contact matrices from replicate-merged “.hic” files of each cell cycle stage, using the DUMP utility of juicer_tool (1.13.02)^31^. The contact matrices were used as input to feed in rGMAP for domain calling. For each cell cycle stage, we started by performing the following domain sweep: (1) Maximally three levels of domains were allowed (dom_order = 3). (2) Maximal contact distances of 2 Mb were allowed (maxDistInBin = 200). This step generated a basic list of domains. To capture sub-domain-like structures, we performed an additional domain sweep, which allowed a maximal contact distance of 500 kb (maxDistInBin = 50). Additional sub-domains were then added to the basal list to create a preliminary list of domains for each cell cycle stage. A similar approach was carried out to generate the preliminary domain list in the auxin-treated samples. As a reference, we also performed rGMAP to call domains in late-G1 phase parental cell samples, using the same criteria as above.

#### Domain and boundary detection across cell cycle stages

For untreated control samples, domains called at each cell cycle stage were merged to create a total domain list. Domains from the late-G1 wildtype samples were added to the above list to serve as a reference. To ensure the validity of our domain calls, we established the following filters: (1) Domains called at prometaphase had to overlap with at least three domains identified in the subsequent four cell cycle stages (ana/telo, early-G1, mid-G1, and late-G1 from wildtype sample) to be considered valid. (2) Domains called at ana/telo, early-G1 or mid-G1 had to overlap with at least one domain identified in subsequent cell cycle stages to be considered valid. To claim that a domain detected in prometaphase is also present at a later cell cycle stage, we require that at least one domain exists in the later time point, whose upstream and downstream boundaries are within ±8 bins of those of the original domain. We performed this step across all subsequent cell cycle stages to identify all potentially “overlapping” domains. If at least three subsequently identified domains overlap with our query domain, we then separately average the up- and down-stream boundaries of all “overlapping” domains to replace the boundaries of the original prometaphase domain. A similar approach was carried out in the ana/telo, early-G1, and mid-G1 phases. These steps produced a list of high confidence domains that were detected across different cell cycle stages in the untreated control samples.

Next, we implemented a merging step to adjust boundary locations so that domains across cell cycle stages with highly similar boundaries would share a single consistent boundary (It is noteworthy that possibilities still remain that two highly similar boundaries represent true biological differences instead of technical differences.). As a start, we generated an overall non-redundant boundary list from all domains. Boundaries were then sorted based on their genomic coordinates from 5′ to 3′. Starting from the first boundary, we swept throughout the rest of the boundaries on the same chromosome and removed boundaries that are less than 80 kb away from the first boundary. We then merged these boundaries into one and applied the mean of their genomic coordinates as the genomic coordinate of the final merged boundary. These boundaries were then removed from the overall boundary list. We then performed this step iteratively on the remaining boundaries until all boundaries were processed. The final averaged boundary coordinates were then reassigned to corresponding domains. For a boundary shared by multiple domains, the time point of emergence of this boundary is determined by the earliest associated domain.

The same approach was carried out to process domains and boundaries identified in the auxin-treated samples across all cell cycle stages.

#### Insulation score profiling

Insulation scores were computed as previously described^43^. Briefly, we implemented a 12 bin × 12 bin window, which slides along the diagonals of the 10 kb binned KR balanced contact matrices. The sliding window was set to be one bin away from the diagonal. Genomic regions with low read counts (<12 counts) were discarded from the analysis. Windows interrupted by the starts or ends of chromosomes were also discarded. For each 10 kb bin, the sum of reading counts of each window was then normalized to the chromosomal average and log_2_ transformed. A pseudo-read count was added to the chromosomal mean as well as each window before log transformation.

We noticed that in a few cases domain boundaries were shifted by several bins from the local minima of insulation, and thus did not accurately reflect the “real” boundary position. To solve this issue, we fine-tuned boundary positions such that boundaries were adjusted to the local minima of insulation. This adjustment was performed on untreated control samples. For each given boundary, we defined a wiggle room by sectioning a −6 bin to +6 bin genomic region that centered around the boundary. We then recorded the mid-G1 phase insulation scores of each bin within the wiggle room. The bin with the lowest insulation score for the mid-G1 phase was defined as the final position of the boundary, representing local minima of insulation scores. The adjusted boundary locations were then re-assigned to their corresponding domains. After boundary adjustment, domains smaller than 100 kb were filtered out to eliminate spurious domains. In some outlier cases, boundaries after adjustment ended up being extremely close to each other (within 20 kb). We, therefore, implemented a final step to merge boundaries using the same approach as described above.

#### Integration of domains and boundaries from untreated control and auxin treated samples

After boundary position adjustment, we obtained an intermediate list of domains and boundaries that were detected at each cell cycle stage for the untreated control samples. We then added domains and boundaries from “+auxin” samples to this list to create a final complete domain list before quality check. We carried out the flowing merging steps: For a given domain in the auxin treated samples, if both of its boundaries were <80 kb away from the up- and downstream boundaries of a “−auxin” domain, we then considered these two domains as “overlapping” and recorded the boundary coordinates of the “−auxin” domain in the final list. If the upstream (but NOT downstream) boundary of the “+auxin” domain was <80 kb away from any boundaries in the “−auxin” list, we then considered this “+auxin” domain a new domain and recorded the “−auxin” boundary coordinate as the upstream boundary for this “+auxin” domain. Similarly, if the downstream (but NOT upstream) boundary of the “+auxin” domain was <80 kb away from any boundaries in the “−auxin” list, we considered this “+auxin” domain as a new domain and recorded the “−auxin” boundary coordinate as the downstream boundary for this “+auxin” domain. Finally, if both upstream and downstream boundaries of the “+auxin” domain were more than 80 kb away from boundaries in the “−auxin” list, we considered this “+auxin” domain as a new domain and recorded its own boundary coordinates in the final list of domains.

#### Domain quality check and aggregated domain analysis (ADA)

We noticed that in some rare cases, domains spanning large low-mappable regions were also called by the algorithm. To filter out low confidence domains, we implemented an aggregated domain analysis which measures the ratio between interactions just inside the domain and interactions just outside the domain. We computed ADA scores on the 10 kb-binned KR balanced observed/expected contact matrices as previously reported with modifications^1,12^. For each domain, the start and end coordinates were recorded as *i*  × 10,000 and *j* × 10,000, respectively. Therefore, we could use (*i*, *j*) to mark the position of the corner pixel. We then marked our four horizontal stripes and four vertical stripes that were just inside the domains. The positions of the horizontal inner stripes are: [*i* + 1, *j*−8: *j*−4], [*i* + 2, *j*−7:j−3], [i + 3, *j*−6:*j*−2] and [*i* + 4, *j*−5:*j*−1], respectively. The positions of vertical inner stripes are: [*i* + 1:*i* + 5, *j*−4], [*i* + 2:*i* + 6, *j*−3], [*i* + 3:*i* + 7, *j*−2] and [*i* + 4:*i* + 8, *j*−1], respectively. We then also marked out an additional four horizontal and four vertical stripes that were outside of the domain. The positions of horizontal outer stripes were [*i*−8, *j*−17:*j*−13], [*i*−7, *j*−16:*j*−12], [*i*−6, *j*−15:*j*−11] and [*i*−5, *j*−14:*j*−13], respectively. The positions of vertical outer stripes were [*i* + 10:*i* + 14, *j* + 5], [*i* + 11:*i* + 15, *j* + 6], [*i* + 12:*i* + 16, *j* + 7] and [*i* + 13:*i* + 17, *j* + 8], respectively. The inner stripes and outer stripes had the same genomic separations. We computed the sum of observed/expected values for pixels within inner stripes and then divided this value by the sum of observed/expected values for pixels within outer stripes. The final result was log_2_ transformed and recorded as the ADA score of the domain. Note that domains smaller than 150 kb was filtered to minimize the possibility of outer stripes stretching into another domain.

To eliminate domains covering low-mappable regions, we placed the following filters: (1) For a given domain, we examined all pixels in the inner and outer stripe regions. If any pixel displayed an observed/expected value of over 30, we dropped this domain from further analysis. This step was to filter out high outlier pixels that are usually associated with low-mappable regions. (2) For a given domain, if either or both of the two outer stripe regions contained less than 5 non-zero pixels, the domain was dropped from further analysis. (3) For a given domain, if either or both of the two inner stripe regions contain less than 10 non-zero pixels, the domain was dropped from further analysis. To further ensure the validity of our domain calls, we also implemented a dynamic filter. This filter was established based on the rationale that true domains would gradually become stronger after mitotic exit and thus their ADA scores would be higher in post-mitotic time points compared to prometaphase. Specifically, we require that for a domain to be valid, at least 1 of the 6 post-mitotic samples (“ana/telo −auxin”, “ana/telo + auxin”, “early-G1 −auxin”, “early-G1 + auxin”, “mid-G1 −auxin”, “mid-G1 + auxin”) had to show at least a 1.25-fold ADA score enrichment compared to both prometaphase samples (“prometa −auxin”, “prometa + auxin”).

#### Dynamic clustering of boundaries

We quantified boundary strength as follows: We selected a −120 to +120 kb region centered on a boundary of interest and searched for the highest insulation score within this 240 kb region. This maxi-IS value was then unlogged and subtracted by the insulation score (unlogged) at the boundary itself. The resulting ΔIS was then denoted as the strength of the target boundary.

To examine the reformation dynamics of boundaries and measure the effect of CTCF depletion on the dynamic boundary formation after mitosis, we performed *k*-means clustering on the ΔIS of all boundaries across all 8 samples (4 cell cycle stages in both untreated control and auxin-treated samples). Specifically, for each boundary, we computed the *z*-scores of their ΔIS across all 8 samples. We then performed *k*-means clustering on the *z*-scores of 6 post-mitotic samples (ana/telo, early-G1, and mid-G1 × 2 treatment conditions). We found that when we chose *k* = 5 clusters, we were able to recover the most biologically interpretable clusters. Note, cluster5 was mostly spurious boundaries and thus was excluded from the analysis.

#### PCA based interrogation of chromatin state transition at boundaries

To assess histone modification features associated with different clusters of boundaries, we adopted a PCA-based approach as previously described^44^. For each target boundary, we selected a −50 to +50 kb genomic region and sectioned it into 10 bins (10 kb/bin). To assess chromatin state transition, we adopted the two histone marks H3K36me3 and H3K27me3, the former and latter representing transcriptionally active and inactive chromatin, respectively. We then calculated the mean G1E-ER4 ChIP-seq signals of these two marks (from asynchronously growing cells) in each 10 kb bin, using the UCSC toolkit (BigWigAverageOverBed). The ChIP-seq intensities of these marks were organized into two matrices such that each row represents the 100 kb region around a boundary, and each of the 10 columns represents a 10 kb bin. The columns were ordered based on their genomic positions from upstream to downstream. Each column was then normalized to the column sum such that the ChIP-seq intensity values from each column add up to 1. After normalization, the two matrices of H3k27me3 and H3K36me3 were stitched horizontally yielding a final matrix with 20 columns. We then applied principal component analysis (PCA) on the final matrix using the R function prcomp (3.6.1). We noticed that PC1 was able to accurately describe the transition of chromatin states in a way that boundaries with either highest or lowest PC1 projection values were typically at chromatin transition points (5′ active → 3′ inactive or 5′ inactive → 3’′ active), whereas boundaries with median level PC1 projection values were not.

#### PolII ChIP-seq processing and peak calling

Reads were aligned against the mm9 reference genome using Bowtie2 (v2.2.9) with default parameters and soft clipping allowed (“–local”)^45^. Alignments with MAPQ score lower than 10 and PCR duplicates were removed using SAMtools (v0.1.19)^46^. Reads aligned to mitochondria, random contigs, and ENCODE blacklisted regions were also removed for downstream analysis using BEDtools (v2.27.1)^42^. Peaks were called using MACS2 (v2.1.0) with default parameters and a 0.01 *q*-value cutoff. Fragment pileup and local lambda track files in bedGraph format were created during MACS2 peak calling and normalized to one million reads per library (“callpeak–bdg–SPMR”)^47^. The latter was the track was subtracted from the former using MACS2 (“bdgcmp -m subtract”), negative values were reassigned as zeros and converted to bigwig format for visualization using the UCSC Toolkit (“bedGraphToBigWig”). Finally, a non-overlapping union set of peaks was created by merging peaks in all replicates using BEDtools such that all peaks that overlap by at least 1 bp were merged. Tracks of PolII ChIP-seq was generated using the python package pygenometracks (3.1).

#### Identification of active genes

Active genes were called based on the overall PolII ChIP-seq peak list with the following filters: (1) The TSS of a gene had to overlap with at least 1 positive PolII ChIP-seq peak. (2) The length of a gene had to be over 1 kb to ensure that enough reads were obtained over the gene body (+500 bp from TSS to TES) and discernible from the reads at the TSS. (3) We further filtered out the genes with the lowest (10%) H3K27ac signal or ATAC signal at the promoter regions (−250 to 250 bp of TSS, data from asynchronous G1E-ER4 cells)^48,49^. A PolII ChIP-seq peak at the TSS does not necessarily mean that the corresponding gene is active. In certain cases, inactive genes positioned closely downstream of the 3′ UTR of active genes could also display positive PolII signals at their TSS, potentially leading to false assignment as an active gene. Therefore, we filtered out genes with low H3K27ac or ATAC signals to ensure that the genes were within “open” chromatin and more likely to be active. (4) The PolII ChIP-seq signal (+500 bp from TSS to TES) of at least 1 of the six post-mitotic samples (“early-G1 −auxin”, “early-G1 + auxin”, “mid-G1 −auxin”, “mid-G1 + auxin”, “late-G1 −auxin”, “late-G1 + auxin”) had to be ≥1.5 fold that of the two prometaphase (“−auxin” and “+auxin”) samples.

#### PCA based interrogation of the post-mitotic gene activation pattern

PCA was performed separately on PolII ChIP-seq signals from control and auxin-treated samples. For untreated samples, we computed the replicate-merged PolII ChIP-seq signals (+500 bp from TSS to TES) of each active gene across all cell cycle stages, using the UCSC toolkit (BigWigAverageOverBed). The PolII signals from each cell cycle stage were then normalized such that they sum up to 1. PCA was performed on the last three cell cycle stages using the R package (prcomp). As described above, the PC1 values of each gene describe the “spikiness” of their post-mitotic reactivation pattern. We set the direction of PC1 projection values such that genes with high (positive) PC1 values were the most “spiky” after mitosis, whereas genes with low (negative) PC1 values displayed a gradual increase of PolII ChIP-seq signal after mitosis. The same procedure was performed on auxin-treated samples. The PC1 values of each gene from control and auxin-treated samples were highly correlated, suggesting that the post-mitotic transcriptional spiking was maintained after CTCF depletion.

#### Differential gene expression analysis

Gene expression levels were assessed by the number of PolII ChIP-seq read counts over the gene body (+500 from TSS to TES). To measure differential gene expression after CTCF depletion during mitotic exit, we first extracted raw PolII read counts over gene bodies from the bam files of each individual biological replicate using the “multicov” function of bedtools. This step was performed on the three post-mitotic cell cycle stages in both “−auxin” and “+auxin” samples. DESeq2 (1.24.0) was adopted to perform differential expression analysis between “−auxin” and “+auxin” samples for each post-mitotic cell cycle stage independently. Raw read PolII ChIP-seq read counts were used as input for DESeq2 with default parameters^50^. *P.adj* cutoff of 0.05 and fold change cutoff of 1.25 were adopted to call differentially expressed genes for each post-mitotic cell cycle stage. A gene was considered differentially expressed if it was significantly different in at least one post-mitotic time point. In total, we identified 426 differentially expressed genes during mitotic exit after CTCF depletion. To determine whether these genes were up- or down-regulated over time, we performed *k*-means clustering using the log_2_FC output of DESeq2 across the early-, mid- and late-G1 phase. Finally, we identified 223 genes that were down-regulated after CTCF depletion, and 203 genes that were up-regulated after CTCF depletion during the mitosis to G1-phase transition.

#### ABC model to predict functional enhancers of active genes

To predict enhancers of active genes and establish E–P and P–P connections, we adopted a recently proposed ABC model (https://github.com/broadinstitute/ABC-Enhancer-Gene-Prediction)^32^. To simulate enhancer activity, we used H3K27ac ChIP-seq and ATAC-seq signals from asynchronously growing G1E-ER4 cells. These datasets were used in combination with six replicate-merged Hi-C datasets in this study (ana/telophase “−auxin”, ana/telophase “+auxin”, early-G1 “−auxin”, early-G1 “+auxin”, mid-G1 “−auxin”, mid-G1 “+auxin”) to predict enhancers in each of the three post-mitotic cell cycle stages with or without auxin treatment independently. We called E–P and P–P connections in each sample when the ABC score threshold equals to 0.01, 0.02, 0.03, 0.04, and 0.05, respectively. Higher the ABC score thresholds resulted in fewer but higher confidence connections. Note that we identified on average ~1.86 (fewer than the recommended 3) enhancers per gene when the ABC score threshold was set to 0.04, suggesting that 0.04 is a relatively stringent threshold. For a given ABC threshold (e.g. 0.01), we combined the predicted connections in each sample to generate an overall non-redundant list of high confidence E–P and P–P pairs. Each E–P or P–P pair was then assigned to genes with different responses (up-reg, down-reg, and non-reg) to CTCF depletion.

#### Differential interaction analysis between E–P contacts

Differential interaction analysis was carried out on E–P contacts called by ABC modeling with ABC score threshold set to 0.04. We adapted the E–P interaction strength values from ABC modeling and used them as the input for LIMMA (3.40.6) R package. Since the trend of CRE contact changing was overwhelmingly consistent between early and mid-G1 phase samples, we treated the samples from these two-time points as equal biological replicates. Thus, we had five biological replicates (two from early-G1 and three from mid-G1) for control and auxin-treated samples. LIMMA was used to determine differentially interacting E–P contacts. *P* values were calculated with the Bayes function within LIMMA and adjusted with the Benjamini–Hochberg method. An FDR of 0.1 was used to call significantly strengthened or reduced E–P contacts.

#### Aggregated plots for loops, domains, and compartments

To generated aggregated plots, we first cool files from “.hic” files using the python package hic2cool (0.8.0). Aggregated plots were then generated through the python package Coolpup (0.9.2) and Plotpup (0.9.2) using cool files as input^51^. For unscaled aggregated peak analysis (APA), loops smaller than 100 kb were removed from the plots to avoid influence from pixels close to the diagonal. For unscaled aggregated plots of compartment transition points, compartments smaller than 300 kb were removed from the plots, again to minimize the influence from pixels near the diagonal.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. Raw and processed HiC and PolII ChIP-seq data generated in this study are deposited into the GEO database with accession number GSE168251. Boundaries, loops, and active genes identified in this study are provided in the supplementary information files. Additional external ChIP–seq data of histone modifications on asynchronous cells are available at: H3K27ac (GSE61349)^48^, H3K4me1 (GSM946535)^52^, H3K4me3 (GSM946533)^52^, H3K36me3 (GSM946529)^52^, H3K27me3 (GSM946531)^52^, H3K9me3 (GSM946542)^52^. Additional external ChIP-seq data of CTCF, Rad21, and PolII for parental cells G1E-ER4 are available at GSE129997. External data of CTCF and Rad21 before and after CTCF depletion in asynchronous cells are available at GSE150418^53^. Source data are provided with this paper. Codes are available upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CTCF and transcription influence chromatin structure re-configuration after mitosis
**Source:** Nat Commun. 2021 Aug 27;12:5157. doi: 10.1038/s41467-021-25418-5
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary information**

### **CTCF and transcription influence chromatin structure re-configuration after mitosis**

Haoyue Zhang<sup>1,2\*</sup>, Jessica Lam<sup>2,3</sup>, Di Zhang<sup>2,3</sup>, Yemin Lan<sup>3</sup>, Marit W. Vermunt<sup>2</sup>, Cheryl A. Keller<sup>4</sup>, Belinda Giardine<sup>4</sup>, Ross C. Hardison<sup>4</sup> and Gerd A. Blobel<sup>2,3,\*</sup>

Supplementary Figure 1

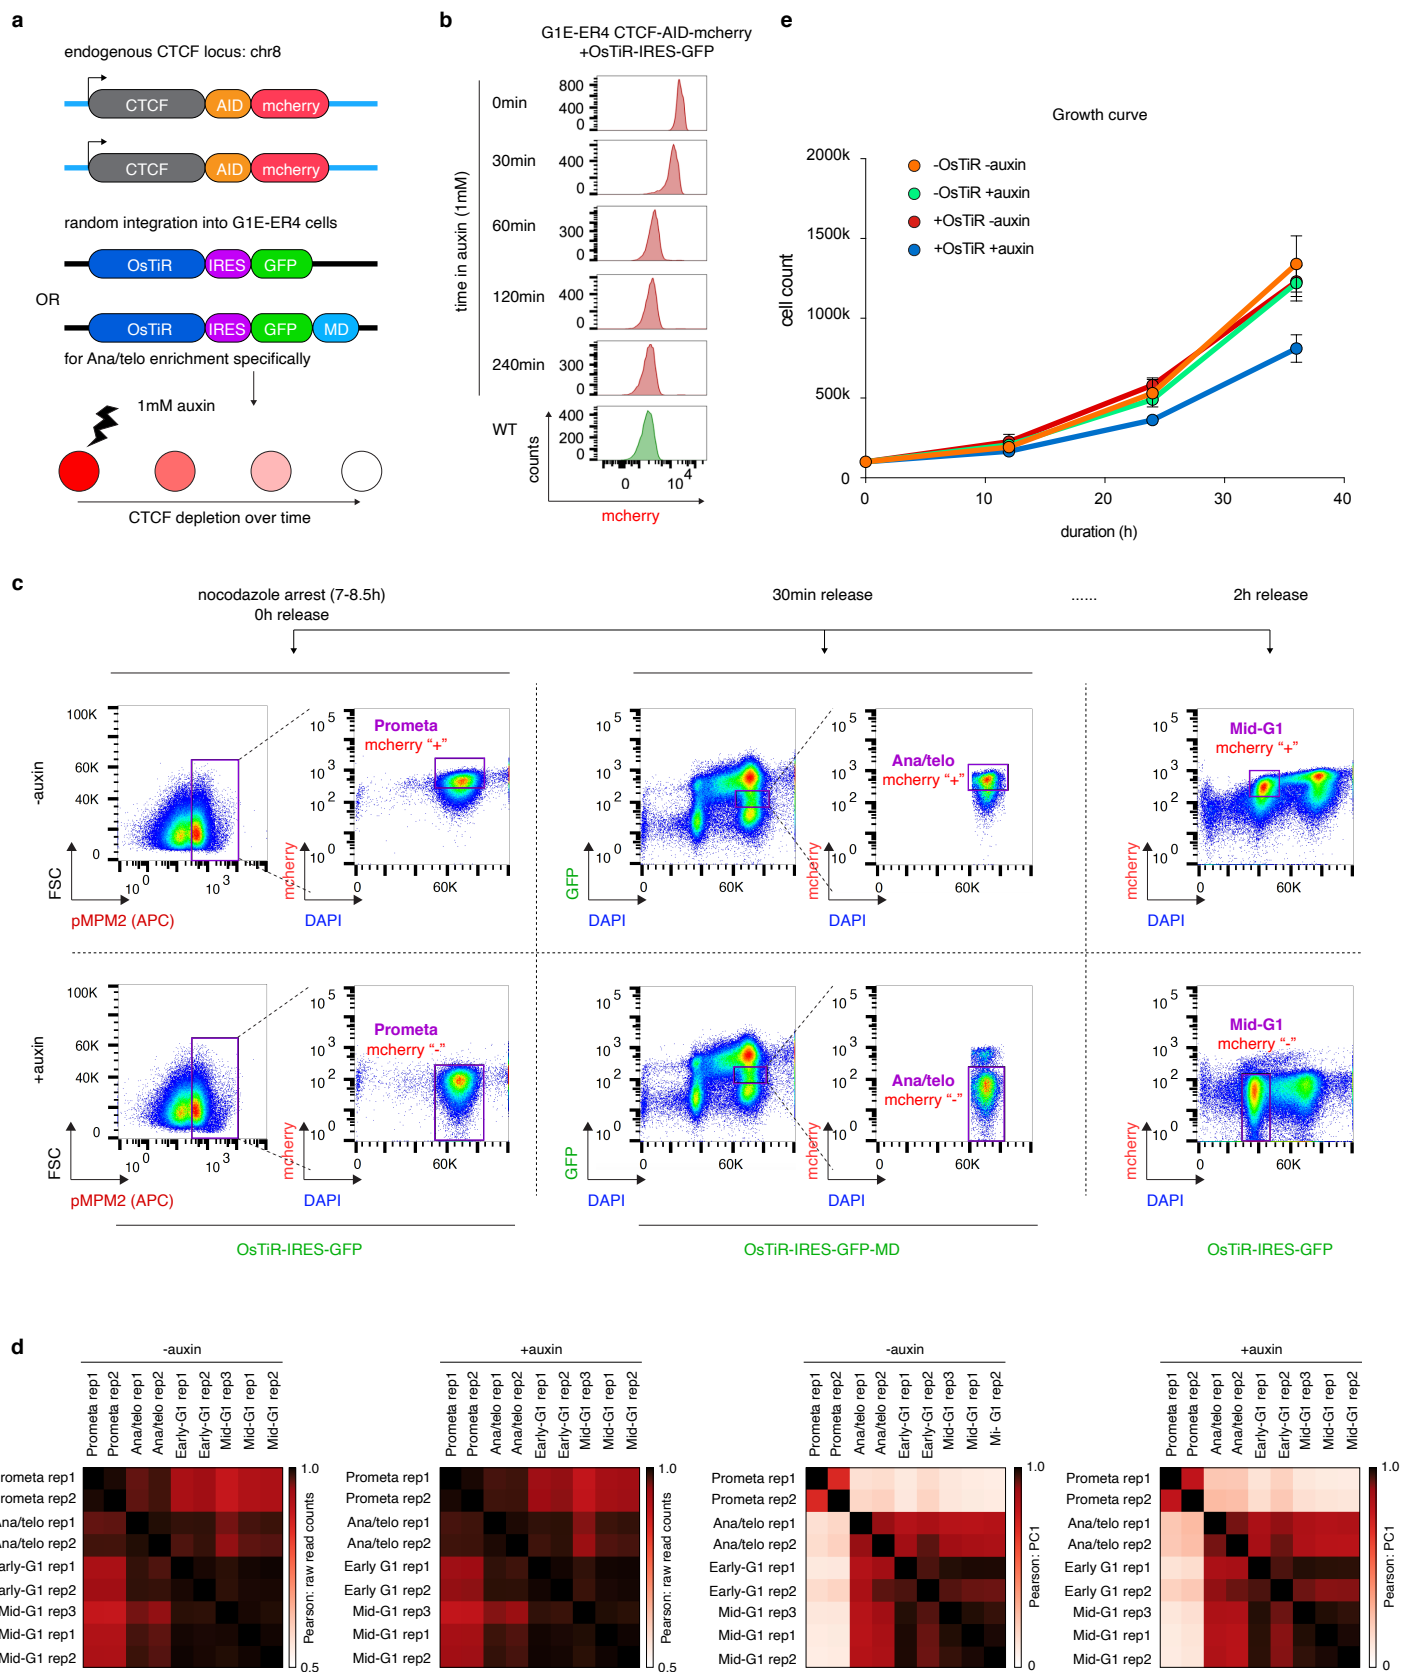

### **Supplementary Figure 1**

**a**, Schematic showing the construction of G1E-ER4 CTCF-AID-mCherry cell line and ectopic expression of Os-TIR-IRES-GFP. Os-TIR-IRES-GFP was used for prometaphase, early- and mid-G1 phase. To enable enrichment of ana/telophase cells, we specifically over expressed Os-TiR-IRES-GFP-MD. MD denotes mitotic degron. **b**, Flow cytometry plot showing the acute depletion of mCherry signal in asynchronous cells upon auxin treatment. Flow plots are representative of two independent experiments. **c**, FACS plots and gates (purple boxes) used for purification of mitotic and post-mitotic populations with and without CTCF. One set of plots representative of two independent biological replicates is show. **d**, Heatmaps showing Pearson correlations among Hi-C samples based on 100kb binned raw read counts and eigenvector 1 values, respectively. Note that samples with or without auxin treatment were separately plotted. **e**, Growth curves showing cell proliferation with or without auxin treatment. Note, cells devoid of OsTiR were included as controls. Error bar denote SEM (n=3 biological replicates). Source data are provided as a Source Data file.

Supplementary Figure 2

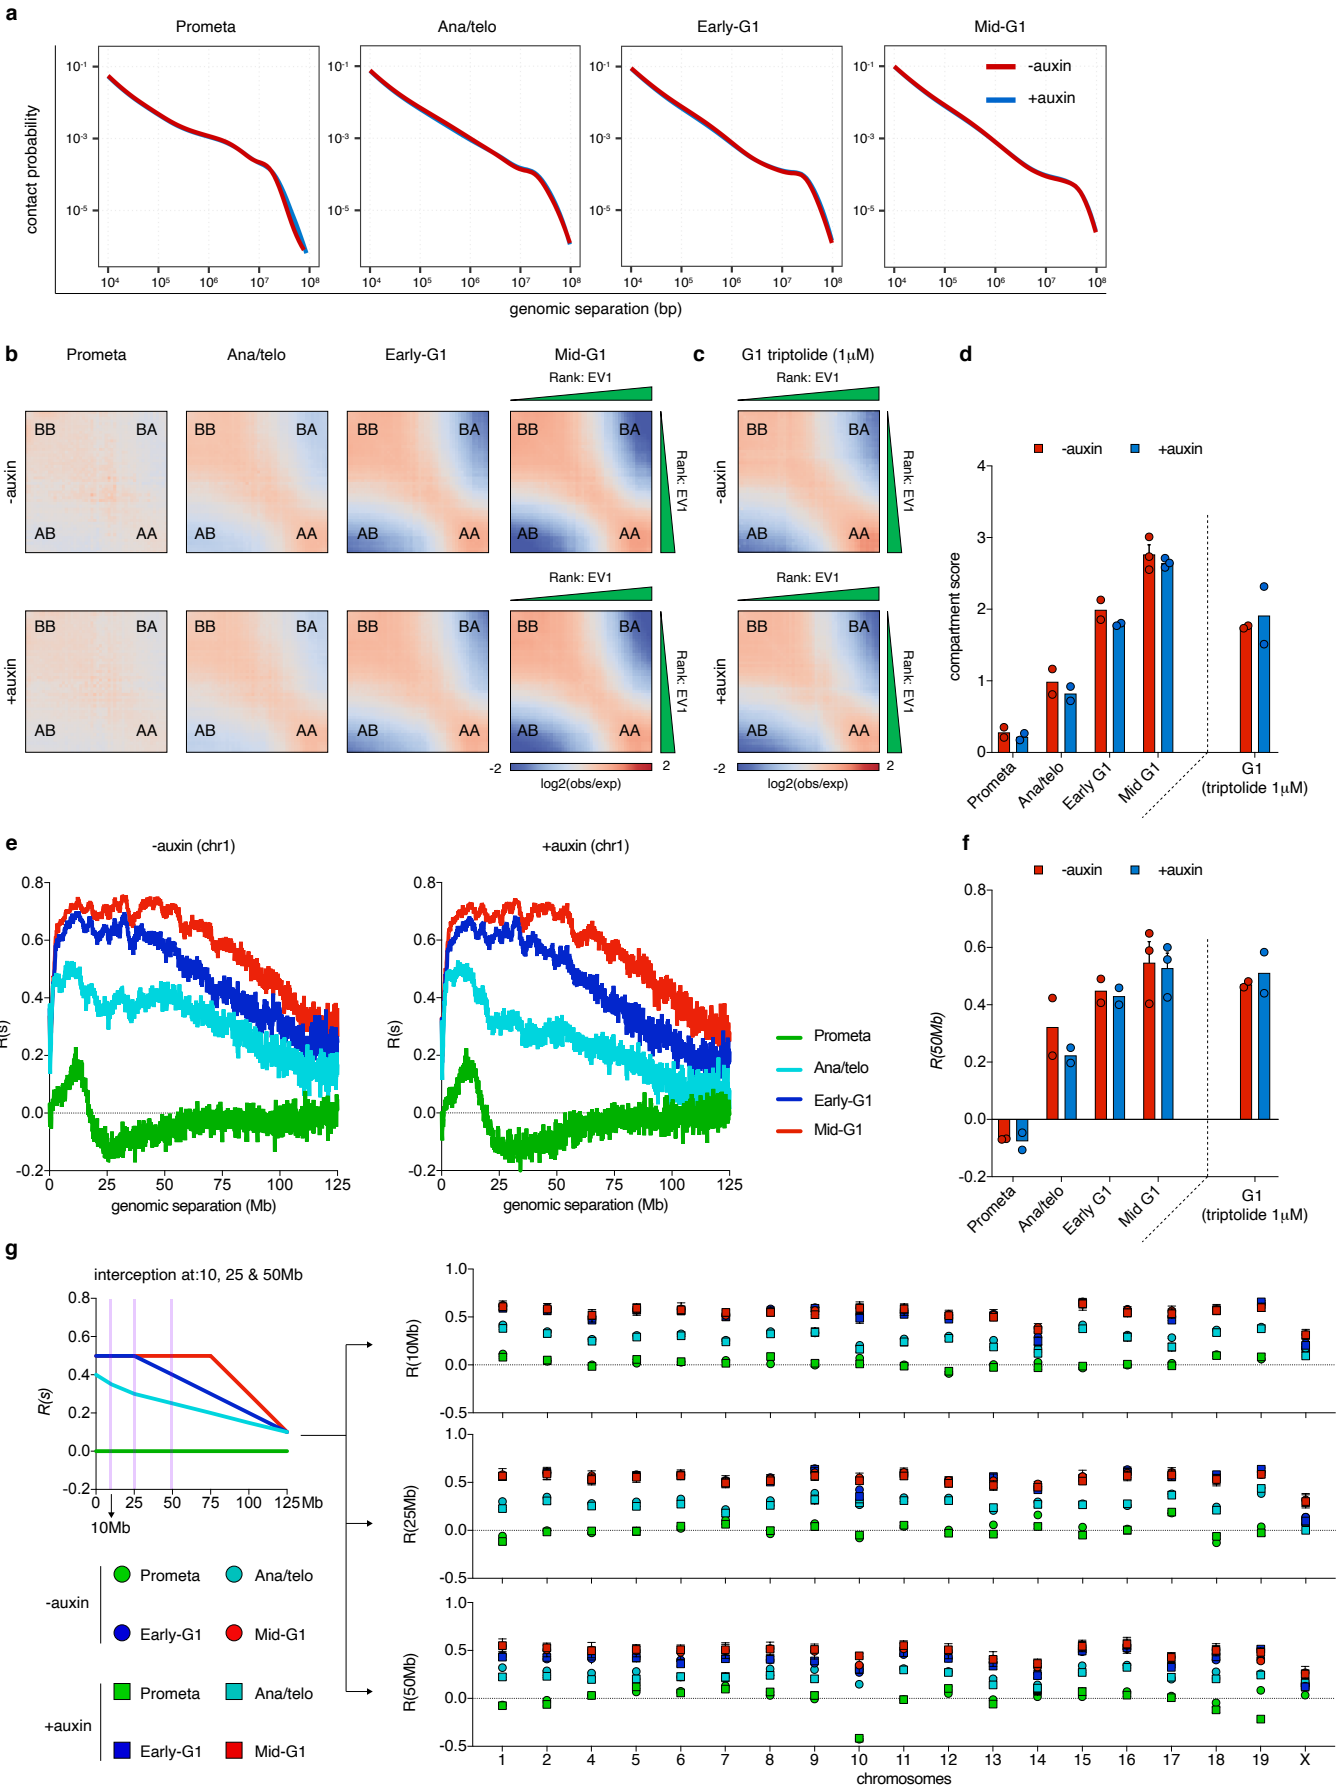

## Supplementary Figure 2

**a**, Chromosome averaged distance dependent contact frequency decay curves across cell cycle stages in control and auxin treated samples. **b**, Saddle plots showing compartment strengths across cell cycle stages in untreated and auxin treated samples. **c**, Saddle plots showing compartment strength in G1 phase cells after triptolide treatment. **d**, Bar graphs showing compartment scores for each cell cycle stage in untreated and auxin treated samples.  $n=2$  biological replicates for prometa, and/telo and early-G1 samples and  $n=3$  for mid-G1 samples either with or without auxin treatment. Compartment scores of triptolide treated G1 samples ( $n=2$  biological replicates either with or without auxin treatment) were plotted on the right. Error bars of mid-G1 samples represent SEM. **e**, Line graphs showing the level of compartmentalization  $R$  vs. genomic separations  $s$  for chromosome 1 for each cell cycle stage in both untreated and auxin treated samples. The gradual flattening of curves as cells progress towards G1 suggests expansion of the plaid-like compartmental interaction patterns from diagonal proximal regions to diagonal distal regions. **f**, Bar graphs showing the level of compartmentalization at 50Mb  $R(50Mb)$  for each cell cycle stage with or without CTCF.  $n=2$  biological replicates for prometa, and/telo and early-G1 samples and  $n=3$  for mid-G1 samples.  $R(50Mb)$  of the triptolide treated G1 samples ( $n=2$  biological replicates either with or without auxin treatment) were plotted on the right. Error bars of mid-G1 samples represent SEM. **g**, Left: Cartoon line plot of  $R(s)$  across different time points showing a series of intersections at 10Mb, 25Mb and 50Mb. Right: Replicate averaged  $R(s)$  of each individual chromosome across all cell cycle stages in both untreated and auxin treated samples when  $s$  equals to 10Mb, 25Mb and 50Mb respectively. Error bars denote SEM for mid-G1 samples ( $n=3$  biological replicates).

Supplementary Figure 3

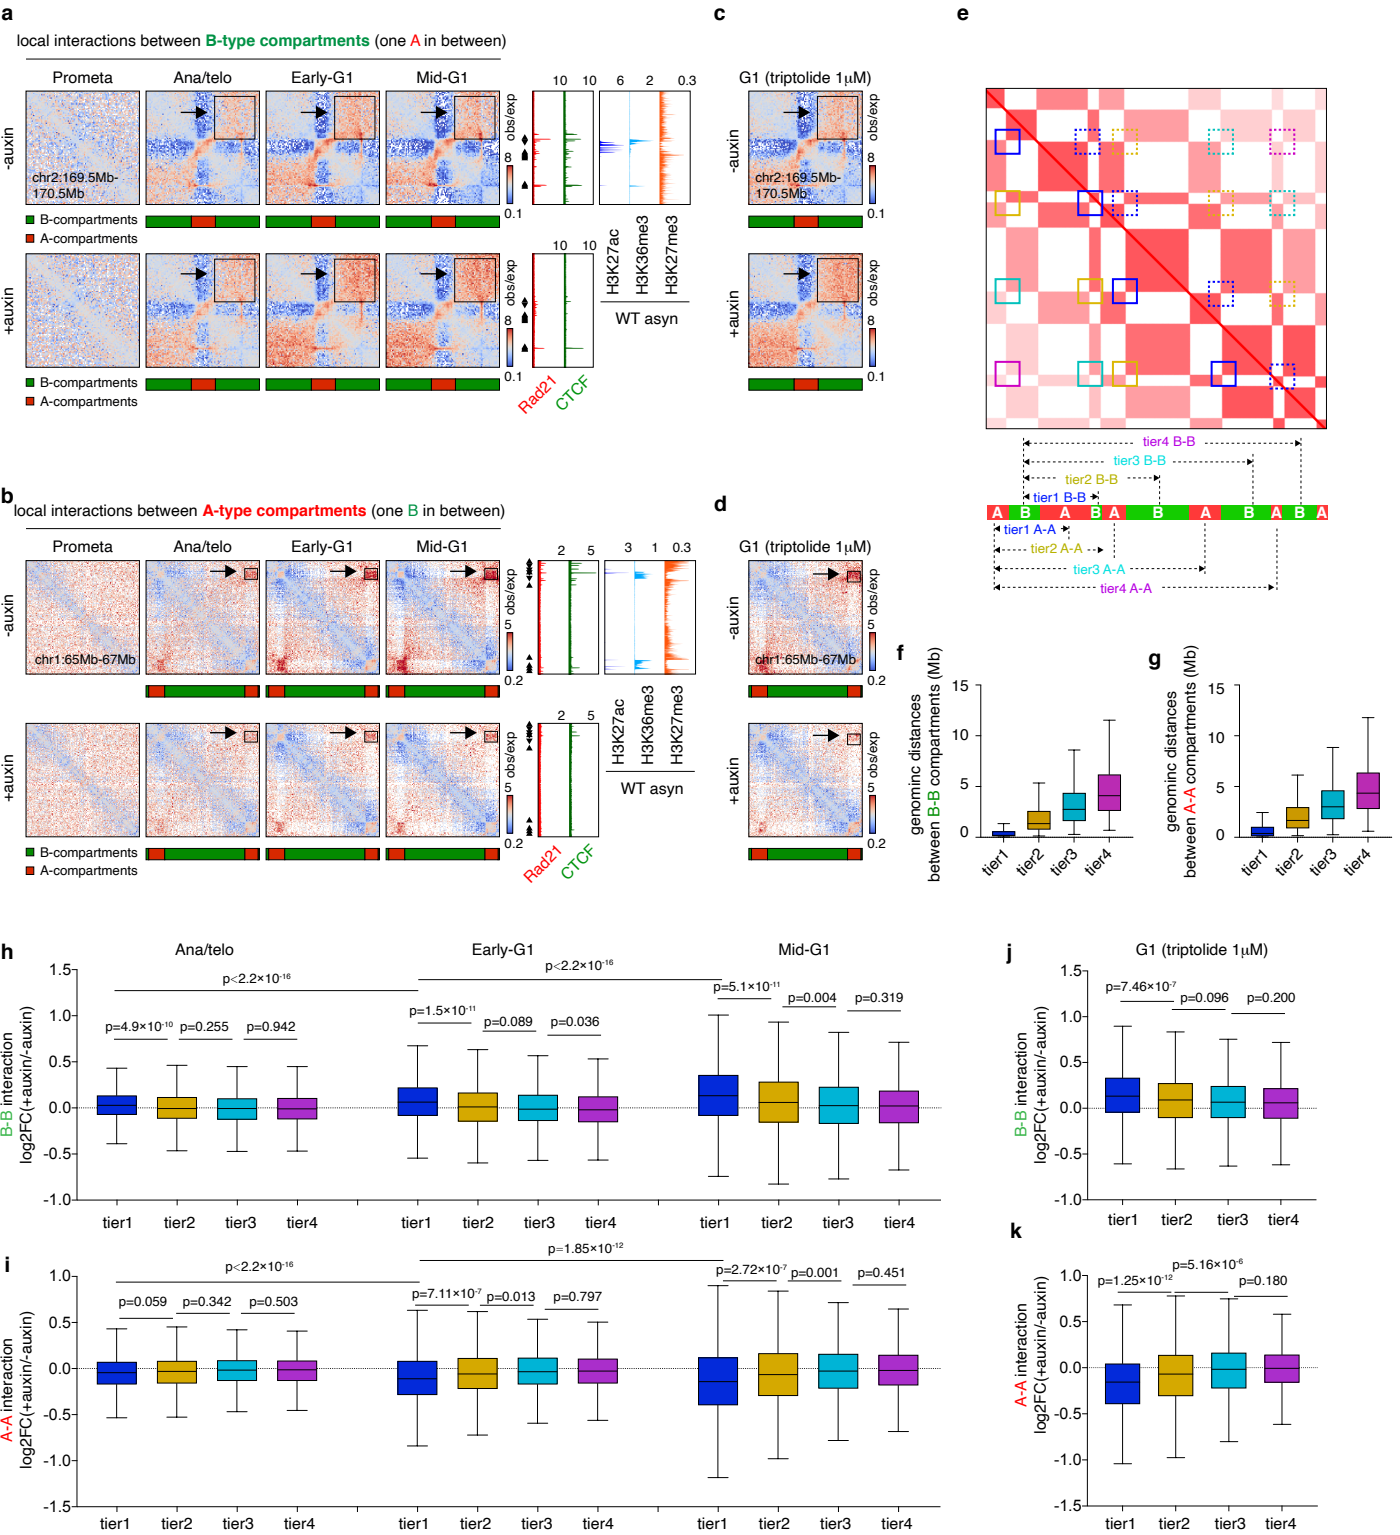

### Supplementary Figure 3

**a**, Additional example of enhanced local B-B interactions after CTCF depletion. Bin size: 10kb. Arrows and boxes highlight the increased local B-B interactions after CTCF depletion across post-mitotic cell cycle stages. Tracks of CTCF and Rad21 with or without auxin treatment as well as H3K27ac, H3K36me3 and H27me3 are from asynchronously growing G1E-ER4 cells. **b**, Additional example of reduced local A-A interactions after CTCF depletion. **c**, KR balanced Hi-C contact matrices showing the same region as in **(a)** in G1 phase cells after triptolide treatment. **d**, KR balanced Hi-C contact matrices showing the same region as **(b)** in G1 phase cells after triptolide treatment. **e**, Schematic of the checkerboard pattern of compartments. Tier1-4 B-B interactions denote contacts between B-type compartments interspersed with 1-4 A-type compartments and are demarcated by dotted boxes. Tier1-4 A-A interactions denote contacts between A-type compartments interspersed with 1-4 B-type compartments and are demarcated by solidly lined boxes. **f and g**, Boxplots showing the distances between B-B or A-A interactions, respectively from different tiers.  $n=1827, 1807, 1787, 1767$  for tier1, 2, 3 and 4 B-B pairs respectively and  $n=1846, 1826, 1806, 1786$  for tier 1, 2, 3 and 4 A-A pairs respectively. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR). **h**, Boxplots showing the  $\log_2$  fold change of B-B interactions from different tiers ( $n=1604, 1543, 1465$  and  $1415$  for tier 1-4 B-B interactions respectively), upon CTCF loss across post-mitotic time points. P values were computed through two-sided Wilcoxon signed-rank test. Comparisons between tier1 B-B interactions across cell cycle stages suggest the progressively amplified CTCF depletion induced gains of B-B interactions after mitosis (P values calculated through two-sided paired Wilcoxon signed-rank test). Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR). **i**, Similar to **(h)**,

displayed are  $\log_2$  fold changes of A-A interactions from different tiers, upon CTCF loss. n=1612, 1554, 1497 and 1439 for tier1-4 A-A interactions respectively. **j**, Boxplots showing the  $\log_2$  fold change of B-B interactions from different tiers upon CTCF loss after triptolide treatment. n=1604, 1543, 1465 and 1415 for tier 1-4 B-B interactions respectively. P values were computed through two-sided Wilcoxon signed-rank test. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR). **k**, Similar to (**j**), shown are  $\log_2$  fold changes of A-A interactions from different tiers upon CTCF loss after triptolide treatment. n=1612, 1554, 1497 and 1439 for tier1-4 A-A interactions respectively

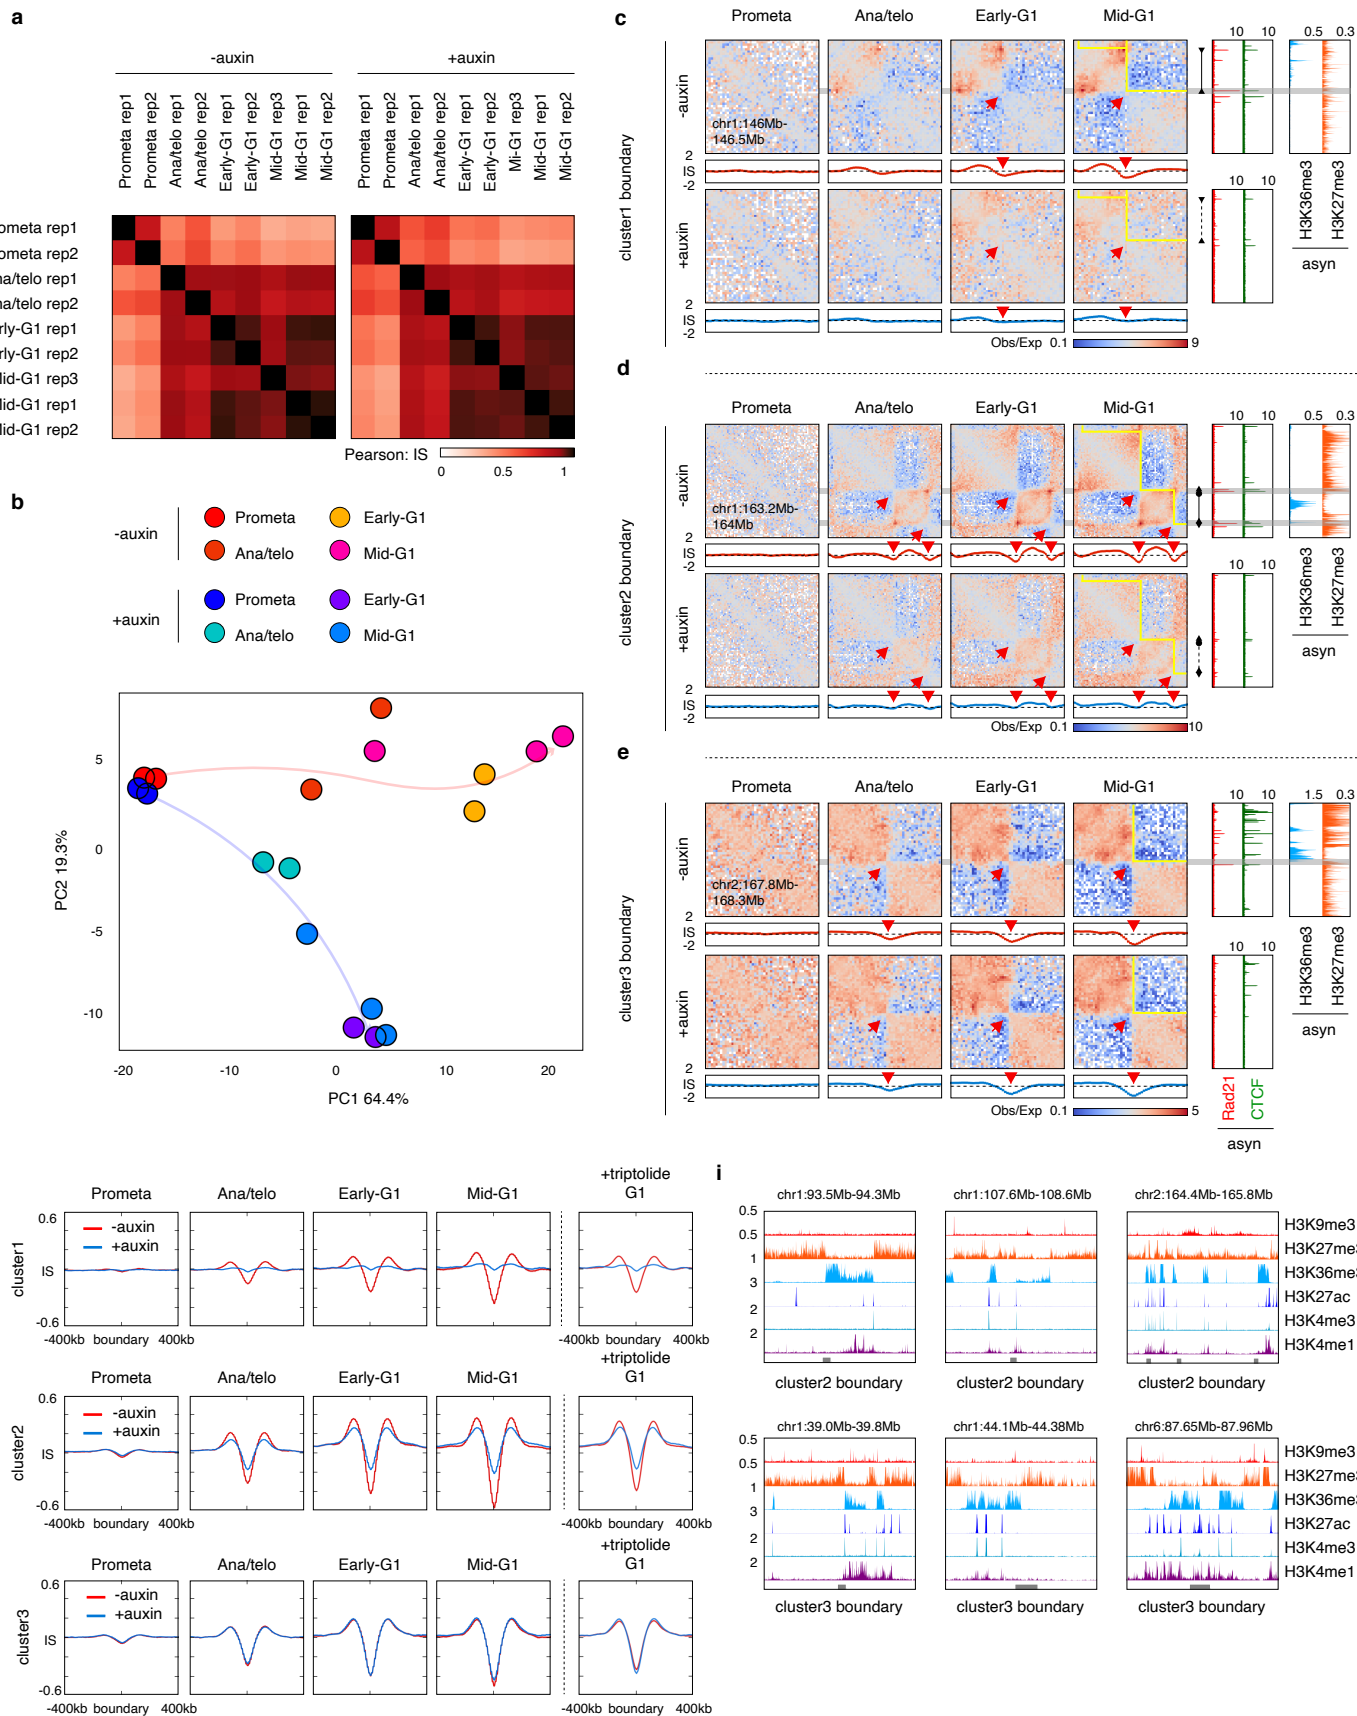

**Supplementary Figure 4 | Characterization of boundary re-establishment after mitosis upon CTCF loss.**

**a**, Pearson correlations of boundary insulation scores between biological replicates in untreated or auxin treated samples. **b**, PCA analysis of the post-mitotic boundary reformation trajectories of with or without CTCF depletion. **c**, KR balanced Hi-C contact matrices and corresponding insulation score tracks of a representative region containing a cluster1 boundary across cell cycle stages in control and auxin treated samples. Bin size: 10kb. Read arrows indicate domain boundaries. Yellow lines denote TADs identified by rGMAP. Tracks of CTCF and Rad21 with or without auxin treatment as well as H3K36me3 and H27me3 are from asynchronously growing G1E-ER4 cells. Black arrow heads denote CTCF motif orientation, and dotted line demarcates loss of loop upon auxin treatment. **d & e**, Similar to (c), KR balanced Hi-C contact matrices showing representative regions containing cluster2 and 3 boundaries respectively. **f-h**, Left panel: Meta-region plots of insulation score profiles centered on cluster1, 2 or 3 boundaries, across cell cycle stages in control and auxin treated samples. Right panel: Meta-region plots of insulation score profiles similar to the left in G1 samples after triptolide treatment. **i**, genome browser tracks showing the local histone modification profiles of representative cluster2 and 3 boundaries.

Supplementary Figure 5

**a**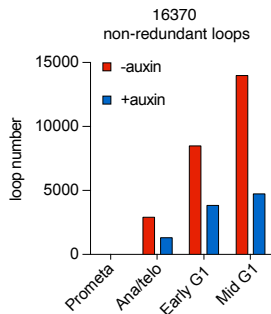**c**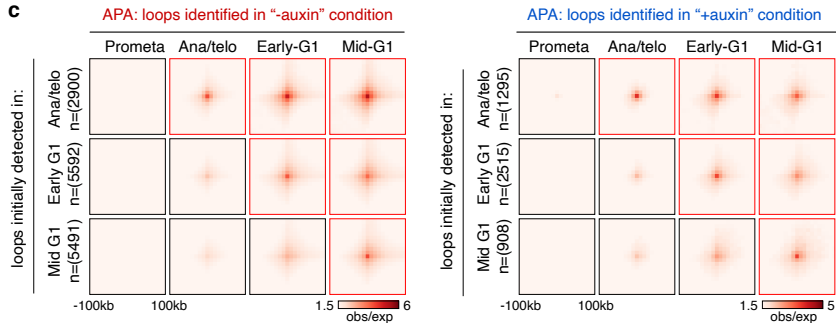**b**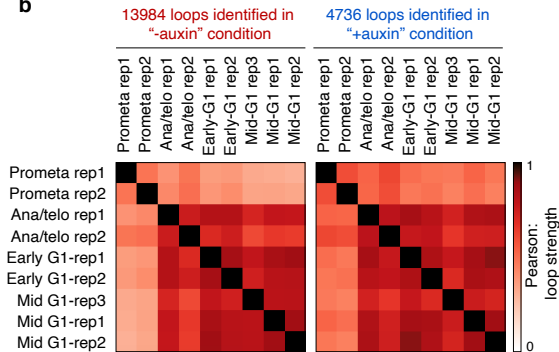**d**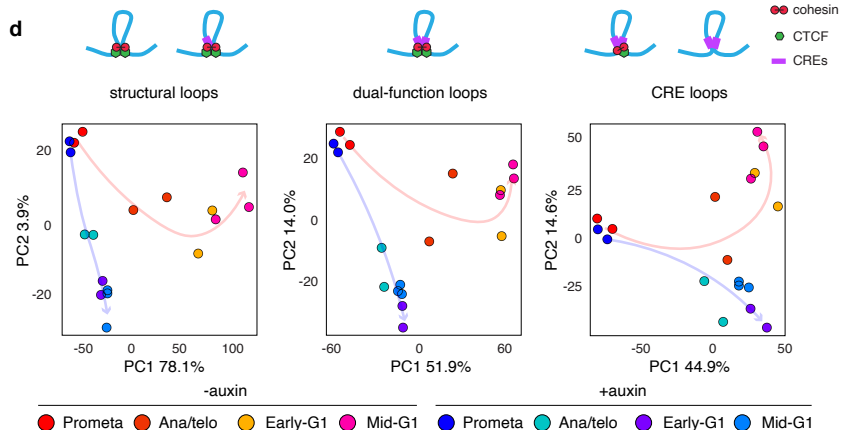

### Supplementary Figure 5

**a**, Bar graphs showing the number of loops called at each cell cycle stage in both untreated samples and auxin treated samples. **b**, Heatmaps showing the Pearson correlation of loops called in untreated and auxin treated samples, respectively. Pearson correlations were computed based on loop strength (obs/exp). **c**, Aggregated peak analysis (APA) plots showing time dependent emergence of loops called at each cell cycle stage in untreated and auxin treated samples. Bin size: 10kb. Notably, weak APA signals were observable before the loops were called, likely due to thresholding by the loop calling algorithm. **d**, PCA analysis showing the reformation trajectories of structural loops (left), dual-function loops (middle) and CRE loops (right) respectively, in untreated as well as auxin treated samples. CRE denotes cis-regulatory elements.

Supplementary Figure 6

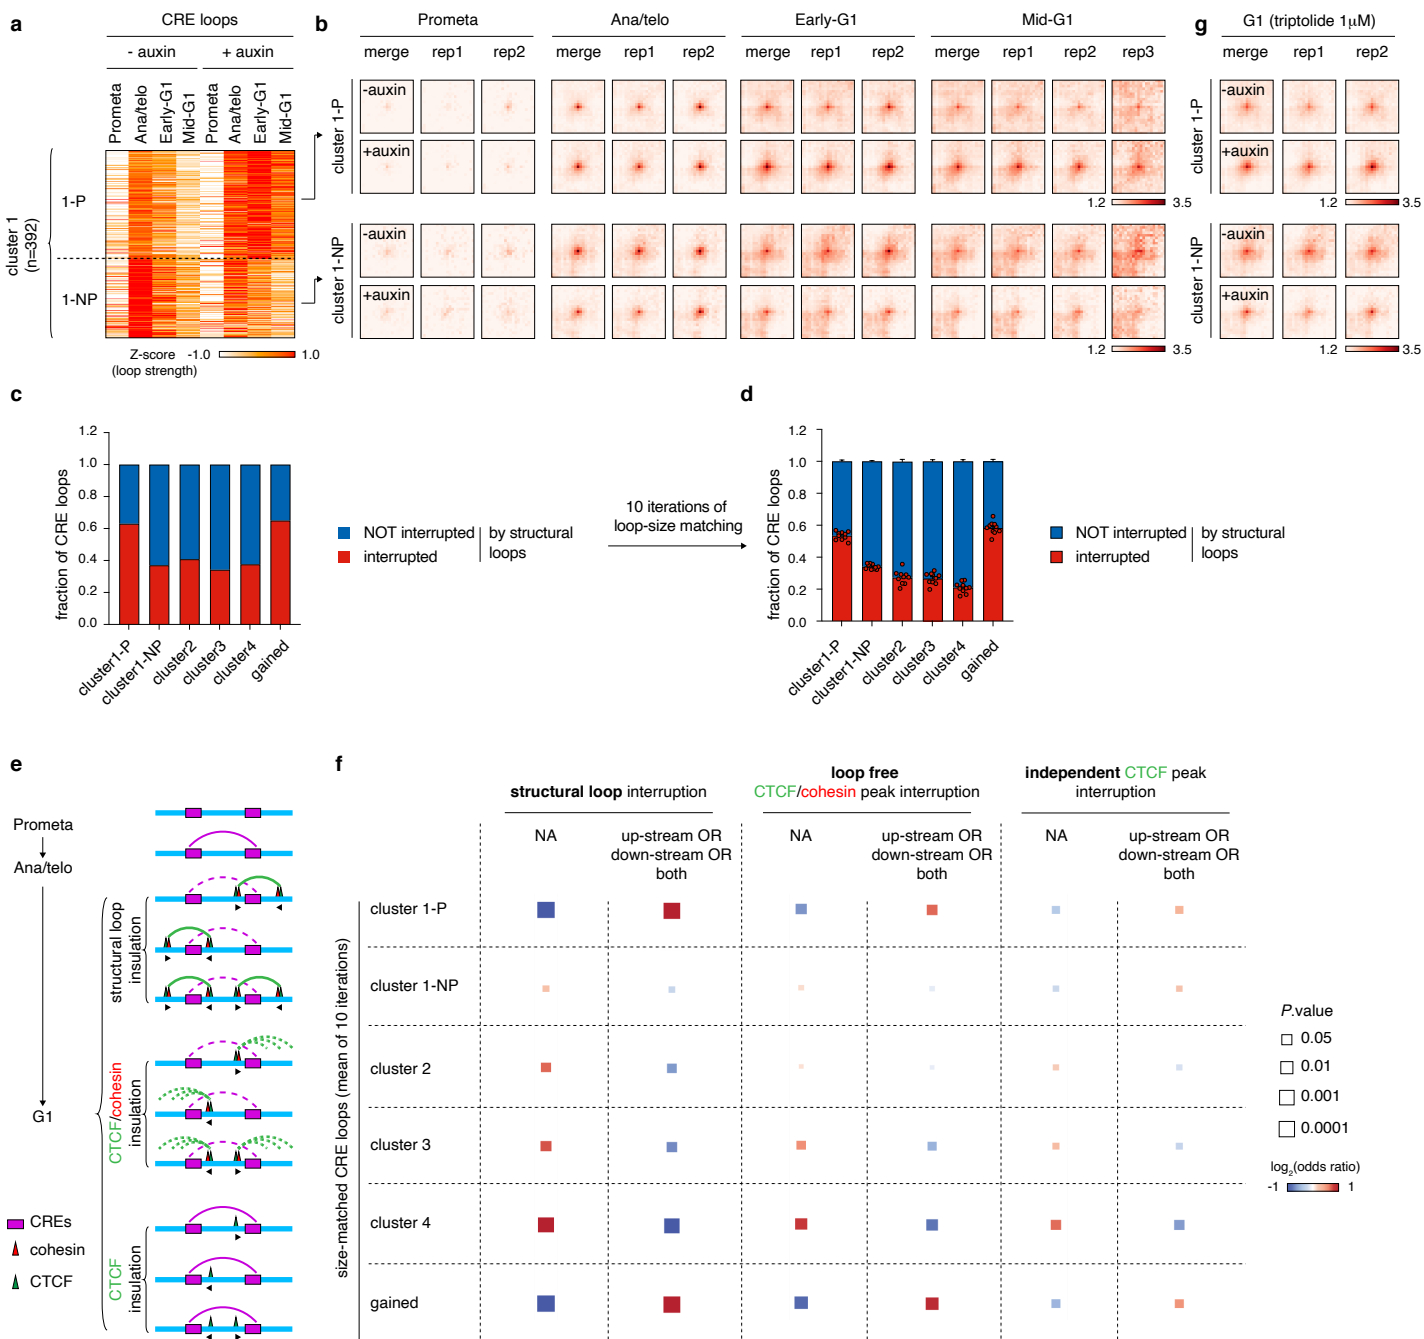

## Supplementary Figure 6

**a**, Heatmaps showing the sub-clustering of cluster1-P (persistent upon CTCF depletion) and cluster 1-NP (non-persistent upon CTCF depletion). **b**, APA plots of loop clusters from (**a**). Bin size: 10kb. Plots for the replicate-merged as well as each individual replicates are shown. **c**, Bar graphs showing the fractions of CRE loops from indicated clusters that were interrupted by structural loops. **d**, Bar graphs depicting the fraction of size-matched CRE loops from indicated clusters that were interrupted by structural loops. Error bars denote the SEM of  $n=10$  iterations of random size-matching operations. **e**, Schematic showing potential mechanisms (structural loops, CTCF/cohesin loop extrusion, and loop-independent CTCF) through which CTCF may exert its insulation function to disrupt transient post-mitotic CRE loops. **f**, Enrichment analysis of each sub-cluster of CRE loops controlled by mechanisms in (**e**). Left: relative enrichment analysis of whether CRE loops from each sub-cluster were interrupted by structural loops. Colors of the squares indicate  $\log_2$  transformed odds ratio (two-sided Fisher's exact test). Sizes of squares indicate the significance of enrichment ( $p$  value from Fisher's exact test). Middle: similar to the left, showing relative enrichment of CRE loops from each sub-cluster to be interrupted by loop-free CTCF/cohesin co-occupied sites. Right: relative enrichment of CRE loops from each sub-cluster interrupted by cohesin and structural loop-independent CTCF peaks. **g**, APA plots showing the same pile-up Hi-C matrices of each CRE loop sub-cluster as (**a**, **b**), in G1 cells after triptolide treatment. Bin size: 10kb. CRE denotes cis-regulatory elements

Supplementary Figure 7

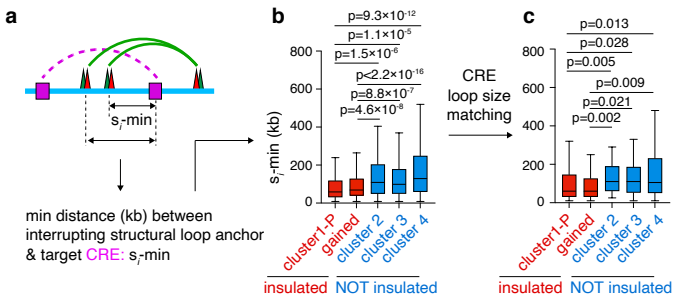

**d**

CRE loops with one interrupting structural loop

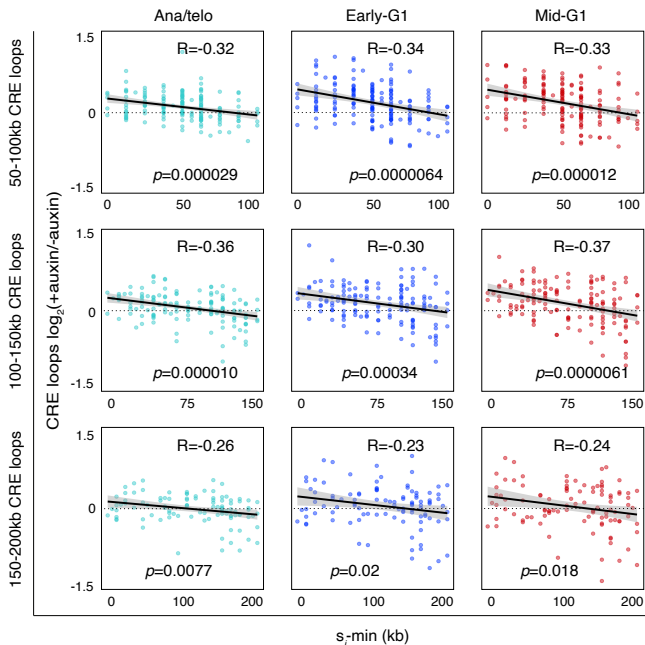

### Supplementary Figure. 7

**a**, Definition of  $s_i$ -min. **b**, Boxplots showing significantly lower  $s_i$ -min in the insulated cluster1-P (n=144) and newly gained CRE loops (n=918) in comparison to the less insulated cluster2 (n=303), 3 (n=350) and 4 (n=408) CRE loops. CRE denotes cis-regulatory elements. P values were computed through two-sided Wilcoxon signed-rank test. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR). **c**, Boxplots showing the same comparison as **(b)** after CRE loop size-matching. n= 49 loops for all groups. P values were computed through two-sided Wilcoxon signed-rank test. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR). **d**, Scatter plots showing the significant negative correlation across all post-mitotic cell cycle stages between insulation strength ( $\log_2$  fold change +auxin/-auxin) and  $s_i$ -min for CRE loops with a single interrupting structural loop. Top panel: sizes of CRE loops were limited to 50-100kb. Middle panel: sizes of CRE loops were limited to 100-150kb. Bottom panel: CRE loop sizes were limited to 150-200kb. The correlation coefficient and  $p$  values were computed via the “cor.test” function in R. Error bands denote 95% confidence interval.

Supplementary Figure 8

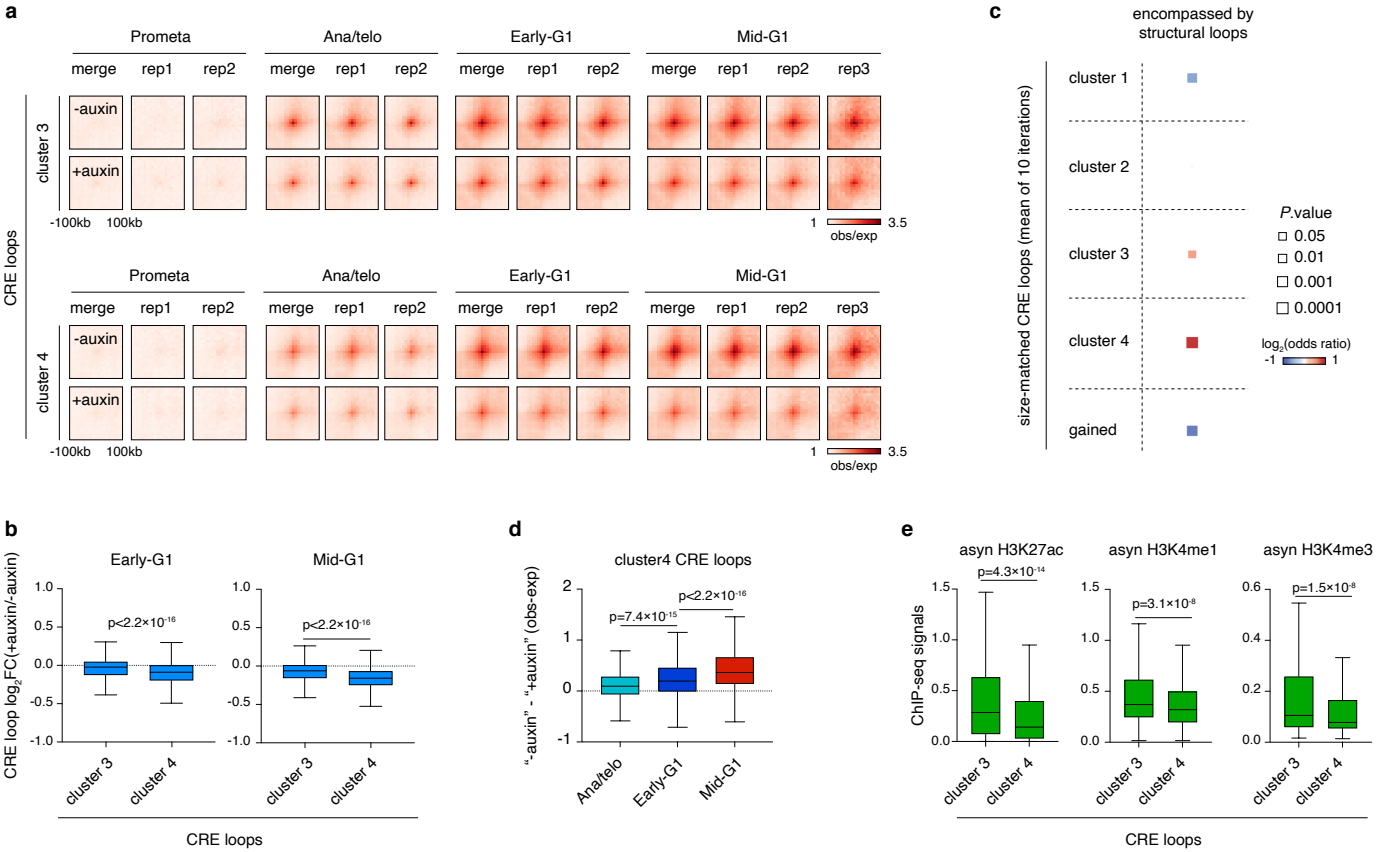

### Supplementary Figure. 8

**a**, APA plots of the cluster3 and cluster4 CRE loops with or without auxin at all tested time points. Bin size: 10kb. Plots for the replicate-merged as well as each individual replicates are shown. **b**, Box plots showing the  $\log_2$  fold change of cluster3 (n=1019) and cluster4 (n=1081) CRE loop strength after auxin treatment in early- and mid-G1 phase. CRE denotes cis-regulatory elements. P values were computed through two-sided Wilcoxon signed-rank test. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR). **c**, Enrichment analysis of each CRE loop cluster encompassed by structural loops. Colors of the squares indicate  $\log_2$  transformed odds ratio (two-sided Fisher's exact test). Sizes of squares indicate the significance of enrichment (P values of two-sided Fisher's exact test). **d**, Box plots showing the progressively strengthened support (loop strength “-auxin” – “+auxin”, obs/exp) by structural loops of cluster4 (n=1081) CRE loops. P values were computed through two-sided paired Wilcoxon signed-rank test. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR). **e**, Box plots showing the ChIP-seq signals of indicated histone marks at anchors of cluster3 (n=744) or cluster4 (n=896) CRE loops. P values were computed through two-sided Wilcoxon signed-rank test. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR).

Supplementary Figure 9

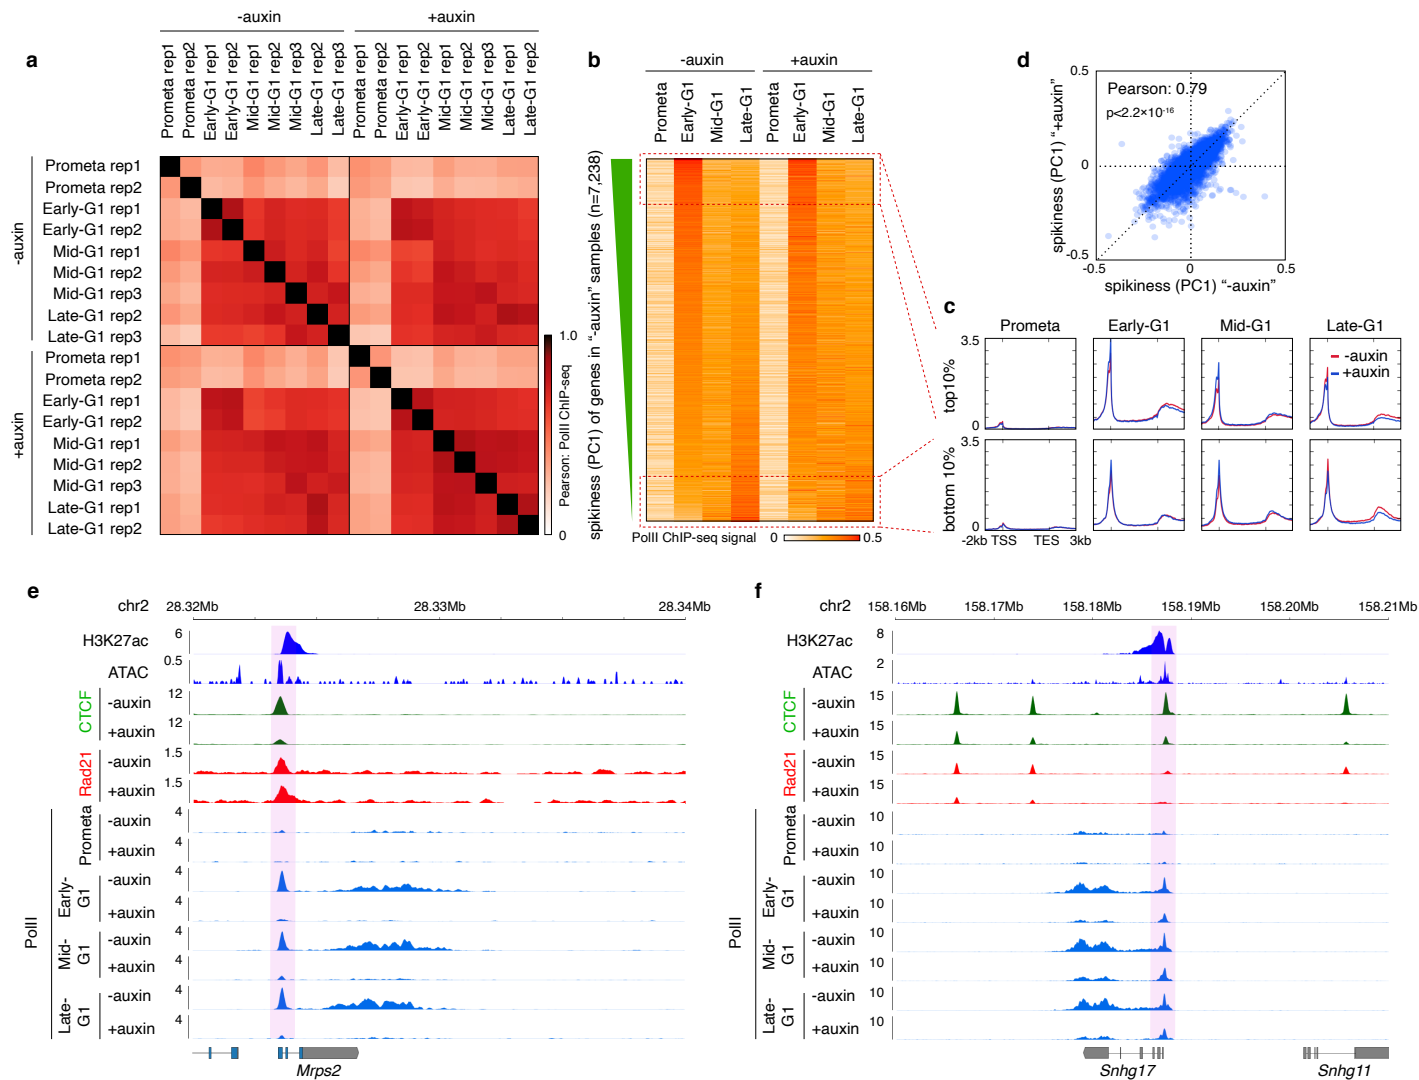

### Supplementary Figure 9

**a**, Pearson correlations of PolII ChIP-seq signals across biological replicates. **b**, Heatmap of post-mitotic transcriptional “spikiness” of genes in untreated and auxin treated samples. Active genes were ranked in a descending order of the PC1 of untreated samples. **c**, Meta-region plots (scaled from TSS to TES) showing the PolII ChIP-seq signals of the 10% most spiking and least spiking genes across cell cycle stages with or without CTCF. **d**, Scatter plot showing the positive correlation between PC1 values of untreated and auxin treated sample, confirming that post-mitotic spiking is largely preserved after CTCF depletion. **e**, Browser tracks of the *Mrps2* locus showing dramatically reduced PolII ChIP-seq signals after CTCF depletion. Note a strong CTCF peak located at the TSS that was diminished upon auxin treatment. However, the Rad21 signal was minimally perturbed after CTCF depletion at this site, suggesting that cohesin is loaded at this region. **f**, Similar to (e), showing the PolII signal reduction at *Snhg17* locus.

Supplementary Figure 10

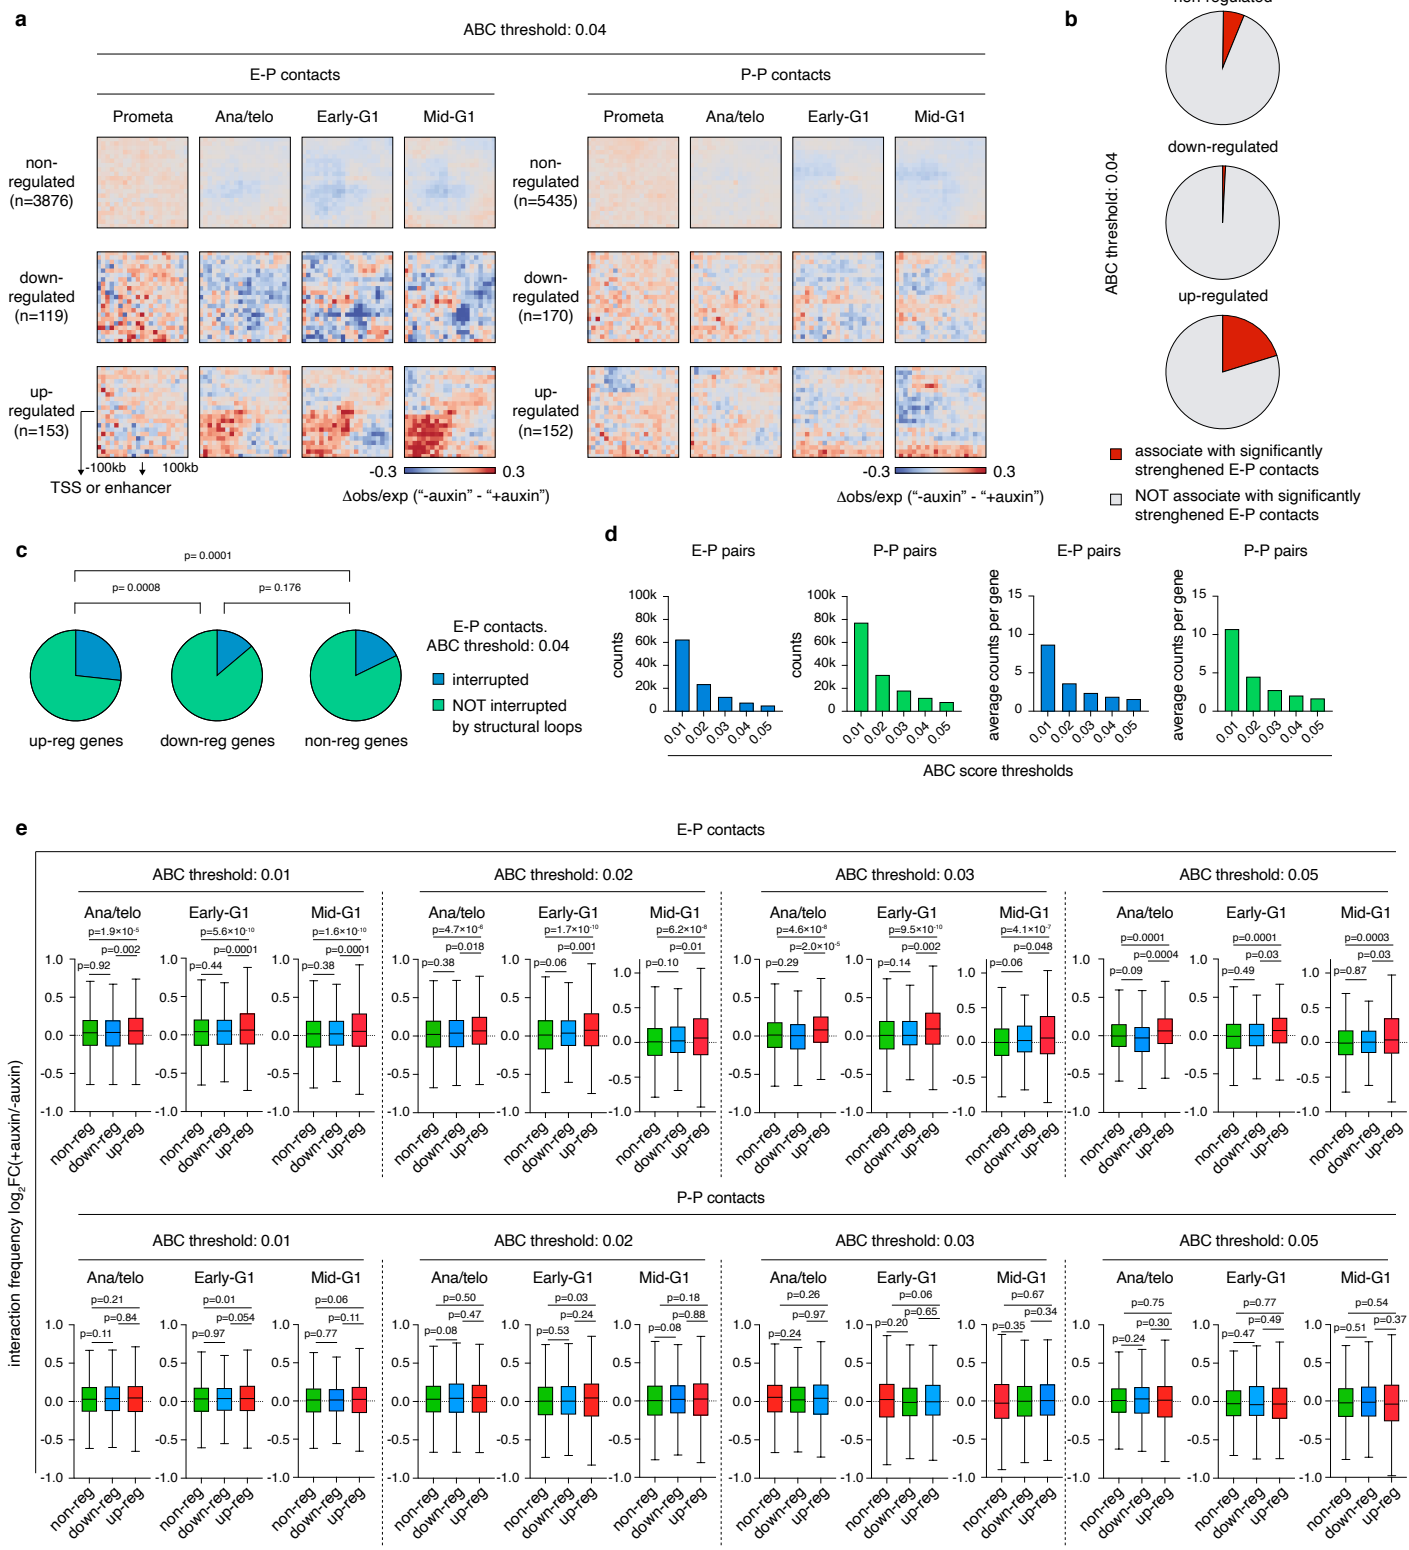

### Supplementary Figure 10

**a**, Left: Pile-up Hi-C matrices showing the changes of E-P (enhancer-promoter) interactions associated with non-regulated, down-regulated or up-regulated genes after CTCF depletion. Bin size: 10kb. Note that increase of E-P interactions for up-regulated genes was observed as early as in ana/telophase. Right: Similar to left with pile-up analysis showing changes of P-P (promoter-promoter) interactions. Bin size: 10kb. **b**, Pie charts showing the fraction of up-, down- or non-regulated genes that are associated with significantly strengthened E-P contacts. **c**, Pie charts showing the fraction of structural loop-interrupted E-P pairs associated with non-regulated, down-regulated or up-regulated genes when ABC cutoff equals 0.04. P values were calculated using two-sided Fisher's exact test. **d**, Numbers of total and per gene confident E-P pairs or P-P pairs with ABC score cutoffs set to 0.01, 0.02, 0.03, 0.04 or 0.05. **e**, Similar to **Figure 4e-f**, with Boxplots showing the  $\log_2$  fold change of interactions between E-P pairs or P-P pairs associated with non-regulated, down-regulated and up-regulated respectively with ABC scores set to 0.01 (n=58751, 1721, 2041 E-P pairs and 73141, 2108, 1982 P-P pairs for non-regulated, down-regulated and up-regulated genes respectively), 0.02 (n=22156, 653, 872 E-P pairs and 30135, 992, 824 P-P pairs for non-regulated, down-regulated and up-regulated genes respectively), 0.03 (n=11773, 336, 508 E-P pairs and 17165, 539, 464 P-P pairs for non-regulated, down-regulated and up-regulated genes respectively) or 0.05 (n=4727, 130, 219 E-P pairs and 7784, 257, 194 P-P pairs for non-regulated, down-regulated and up-regulated genes respectively). P values were computed through two-sided Wilcoxon signed-rank test. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR).

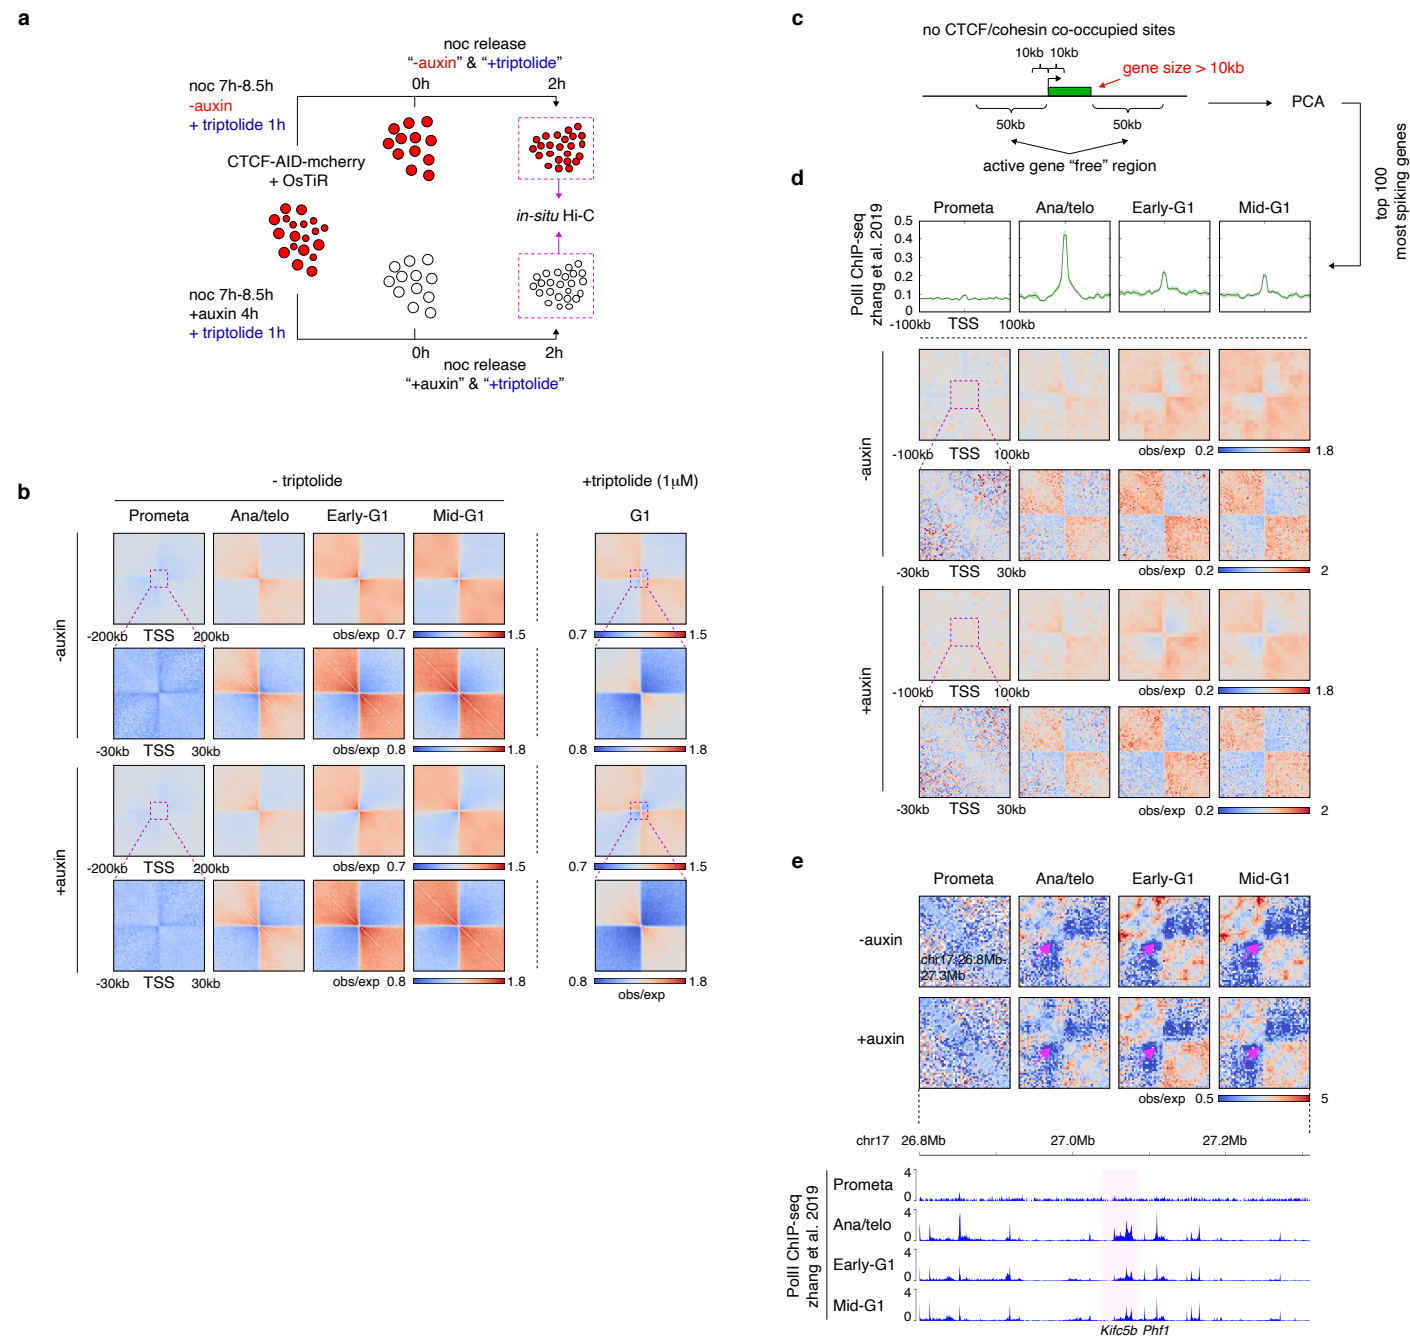

## Supplementary Figure 11

**a**, Outline of experimental flow involving transcriptional inhibition and CTCF depletion during the mitosis-to-G1 phase transition. **b**, Pile-up Hi-C matrices showing the insulation with or without triptolide treatment at all active TSS identified previously<sup>1</sup>. Insulation plots were generated across cell cycle stages in both untreated control and auxin treated cells. Plots with bin size of 10kb and 1kb (zoom-in view) are shown. **c**, Strategy of target gene selection (see methods) to find genes with PolII spiking at the TSS. **d**, Upper panel: Meta-region plots showing the PolII ChIP-seq profiles (from parental G1E-ER4 cells) of the top 100 most spiking TSS chosen from (**c**). Plots were centered on TSS. Lower panel: Pile-up Hi-C matrices showing the insulation at the top 100 most spiking TSS chosen from (**c**). Plots with bin size of 10kb and 1kb (zoomed-in view) were plotted. **e**, Upper panel: KR balanced Hi-C contact matrices showing the progressive insulation gain at the *Kifc5b* and *Phf1* loci in untreated control and auxin treated samples. Insulation is indicated by purple arrows. Bin size: 10kb. Lower panel: Genome browser tracks showing PolII occupancy corresponding to genomic the region in upper panel across cell cycle stages in parental cells.

## Supplementary Figure 12

**a**, Upper panels: Meta-region plots showing the parental PolII ChIP-seq profile of all minus strand genes between 30kb and 50kb across all cell cycle stages. Plots were centered on TSS. Bottom panels: Pile-up Hi-C matrices showing the progressive reformation of gene domains corresponding to the upper panel in samples with or without triptolide treatment. Corresponding samples after auxin treatment are also shown. Plots are centered around TSS. Gene domains are indicated by purple arrows. Meta-region plots of showing H3K36me3 and H3K27me3 ChIP-seq are sh. **b-g**, Similar to **(a)** showing PolII elongation and reformation of gene domains with indicated gene size range and strandedness in samples with or without triptolide treatment. Corresponding samples with auxin treatment are also shown. **h**, Box plots showing the strength of gene domains (n=2177 gene domains) in post-mitotic samples without triptolide treatment as well as G1 samples with triptolide treatment. P values were computed through two-sided paired Wilcoxon signed-rank test. Boxplots present upper and lower quartiles with center line as median. Whiskers denote  $1.5 \times$  interquartile range (IQR).

# Supplementary material for: CTCF and transcription influence chromatin structure re-configuration after mitosis
**Source:** Nat Commun. 2021 Aug 27;12:5157. doi: 10.1038/s41467-021-25418-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File name: Supplementary information_zhang_et_al_07_14_21**

Description: this file contains 12 supplementary figures and their corresponding figure legends. Detailed figure captions are listed as below:

Supplementary figure1: Purification of CTCF deficient cells during M-G1 phase transition.

Supplementary figure2: Global compartment re-establishment is unperturbed by CTCF depletion after mitosis.

Supplementary figure3: CTCF depletion alters local chromatin compartmentalization.

Supplementary figure4: Characterization of boundary re-establishment after mitosis upon CTCF loss.

Supplementary figure5: Distinct responses to CTCF depletion in chromatin loop reformation after mitosis.

Supplementary figure6: Transient CRE loops are terminated with the emergence of interfering structural loops.

Supplementary figure7: Relative genomic position of structural loops determines their ability to disrupt CRE loops.

Supplementary figure8: Structural loops support the formation of interactions especially among weak CREs.

Supplementary figure9: Characterization of post-mitotic gene reactivation after CTCF depletion.

Supplementary figure10: CTCF loss-actuated post-mitotic gene up-regulation is linked to elevated enhancer-promoter interactions

Supplementary figure11: Relationship between TSS PolII binding and local insulation.

Supplementary figure12: Partial uncoupling of gene domain formation from active transcription after mitosis.

**File name: supplementary data1**

Description: Hi-C data processing statistics

**File name: supplementary data2**

Description: rGMAP boundary calls

**File name: supplementary data3**

Description: Hiccups loop calls

**File name: supplementary data4**

Description: Active genes

# Supplementary material for: CTCF and transcription influence chromatin structure re-configuration after mitosis
**Source:** Nat Commun. 2021 Aug 27;12:5157. doi: 10.1038/s41467-021-25418-5
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

For high-throughput sequencing data collection, we used NextSeq Control Software v2.2.0.

Data analysis

For statistical analyses, we used R (R studio, R version 3.6.1)  
 For statistical plots, we used GraphPad Prism 8.  
 For flow chart generation, we used FlowJo 10.4.0.  
 For high throughput sequencing data processing and subsequent data analyses we used:  
 HiC-Pro (2.10.0)  
 juicer\_tools (1.13.02)  
 FastQC (0.11.9)  
 Bowtie2 (2.2.9)  
 SAMtools (0.1.19)  
 macs2 (2.1.0)  
 UCSC Toolkit ("bedGraphToBigWig")  
 BEDtools (2.27.1)  
 deepTools (2.5.4)  
 rGMAP (1.4)  
 hic2cool (0.8.0)  
 coolpup (0.9.2)  
 plotpup (0.9.2)  
 pygenometricks (3.1)  
 ABC enhancer prediction model: <https://github.com/broadinstitute/ABC-Enhancer-Gene-Prediction>  
 DESEQ2 (1.24.0)  
 Limma (3.40.6)

prcomp (3.6.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All figures include publicly available data. Raw and processed HiC and PolII ChIP-seq data generated in this study are deposited into GEO database with accession number GSE168251 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168251>] for public access. Boundaries, loops and active genes identified in this study are provided in the supplementary information files.

Additional external ChIP-seq data of histone modifications on asynchronous cells are available at: H3K27ac (GSE61349) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61349>] , H3K4me1 (GSM946535) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM946535>] , H3K4me3 (GSM946533) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM946533>] , H3K36me3 (GSM946529) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM946529>] 52, H3K27me3 (GSM946531) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM946531>] , H3K9me3 (GSM946542) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM946542>] . Additional external ChIP-seq data of CTCF, Rad21 and PolII for WT post-mitotic time points are available at GSE129997 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129997>] . External data of CTCF and Rad21 before and after CTCF depletion in asynchronous cells are available at GSE150418 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150418>] .

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was not pre-determined. We used sample sizes commonly accepted for high throughput genome wide experiments by us and others (Zhang et al. Nature 2019, <a href="https://doi.org/10.1038/s41586-019-1778-y">https://doi.org/10.1038/s41586-019-1778-y</a> ; Nora et al. Cell 2017, <a href="http://dx.doi.org/10.1016/j.cell.2017.05.004">http://dx.doi.org/10.1016/j.cell.2017.05.004</a> ; ). We performed 2-3 biological replicates for Hi-C, 2-3 biological replicates for ChIP-seq. Hi-C and ChIP-seq data were pooled for down-stream analyses based on overall high correlation |
| Data exclusions | Experiments were done in multiple replicates. One replicate of late G1 phase RNA PolII chip-seq was removed because of technical error.                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | 2-3 biological replicates for Hi-C and 2-3 biological replicates for ChIP-seq were generated. All attempts were successful except one replicate of late G1 phase RNA PolII chip-seq was removed because of technical error. All findings in this study is reproducible among biological replicates                                                                                                                                                                                                                                                                                                |
| Randomization   | Randomization is irrelevant to this study as no animal or human subjects were involved in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | Blinding was not relevant to our study as no human or animal subjects were involved.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-pMPM2 Millipore, catlog#: 05-368, Clone: MPM-2, multiple lots of antibodies were used. Dilution: 0.2ul/10million cells<br>anti-Pol II Cell Signaling, catlog#: 14958, Clone: D8L4Y, lot# 1. Dilution: 5ug/IP<br>F(ab') <sub>2</sub> -goat anti-mouse secondary antibody, APC, Thermo Fisher Scientific, catelog#: 17-4010-82. Polyclonal, lot# 1997054. Dilution: 20ul/10million cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Validation      | anti-pMPM2 Millipore, catlog#: 05-368, multiple lots of antibodies were used. This antibody has been claimed to react with mouse pMPM2 by the manufacturer. This antibody has been previously used in our lab (Behera et al. 2019, Cell Reports, Zhang et al. 2019 Nature, Hsiung et al. 2016 Genes & Development)<br><br>anti-Pol II Cell Signaling, 14958, lot# 1. This antibody has been claimed to react with mouse and to be suitable for ChIP by the manufacture. This antibody has also been previously used in our lab (Behera et al. 2019, Cell Reports, Zhang et al. 2019 Nature) and also by others for ChIP experiments (eg. Sun Y. et al. 2019, Science Advances.)<br><br>F(ab') <sub>2</sub> -goat anti-mouse secondary antibody, APC, Thermo Fisher Scientific, catelog#: 17-4010-82. lot# 1997054. The manufacturer has tested this antibody to be suitable for immunofluorescence studies. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                         |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The G1E-ER4 cell line was a gift from Mitchell Weiss' laboratory.                                                                                                                                       |
| Authentication                                                       | We regularly confirm that these cells can be induced to undergo terminal erythroid differentiation through both visual inspection and RT-qPCR using primers targeting murine b-globin gene transcripts. |
| Mycoplasma contamination                                             | G1E-ER4 cells has been tested to be negative of Mycoplasma                                                                                                                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | The cell line used (G1E-ER4) is not in the ICLAC database                                                                                                                                               |

## ChIP-seq

## Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168251">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168251</a>                                                                                                                                                                                                                                                            |
| Files in database submission                                       | run236_2183_Read1.fastq.gz<br>run250_2299_Read1.fastq.gz<br>run236_2186_Read1.fastq.gz<br>run250_2303_Read1.fastq.gz<br>run236_2184_Read1.fastq.gz<br>run250_2300_Read1.fastq.gz<br>run236_2187_Read1.fastq.gz<br>run250_2304_Read1.fastq.gz<br>run236_2185_Read1.fastq.gz<br>run250_2301_Read1.fastq.gz<br>run236_2188_Read1.fastq.gz<br>run250_2305_Read1.fastq.gz<br>run180_1714_Read1.fastq.gz |

run250\_2302\_Read1.fastq.gz  
run180\_1713\_Read1.fastq.gz  
run180\_1716\_Read1.fastq.gz  
run250\_2306\_Read1.fastq.gz  
run180\_1715\_Read1.fastq.gz  
2929.run351\_Read1.fastq.gz  
2930.run351\_Read1.fastq.gz  
2931.run351\_Read1.fastq.gz  
2932.run351\_Read1.fastq.gz  
run236\_2183\_Read2.fastq.gz  
run250\_2299\_Read2.fastq.gz  
run236\_2186\_Read2.fastq.gz  
run250\_2303\_Read2.fastq.gz  
run236\_2184\_Read2.fastq.gz  
run250\_2300\_Read2.fastq.gz  
run236\_2187\_Read2.fastq.gz  
run250\_2304\_Read2.fastq.gz  
run236\_2185\_Read2.fastq.gz  
run250\_2301\_Read2.fastq.gz  
run236\_2188\_Read2.fastq.gz  
run250\_2305\_Read2.fastq.gz  
run180\_1714\_Read2.fastq.gz  
run250\_2302\_Read2.fastq.gz  
run180\_1713\_Read2.fastq.gz  
run180\_1716\_Read2.fastq.gz  
run250\_2306\_Read2.fastq.gz  
run180\_1715\_Read2.fastq.gz  
2929.run351\_Read2.fastq.gz  
2930.run351\_Read2.fastq.gz  
2931.run351\_Read2.fastq.gz  
2932.run351\_Read2.fastq.gz  
run240\_2183\_Read1.fastq.gz  
run251\_2299\_Read1.fastq.gz  
run240\_2186\_Read1.fastq.gz  
run251\_2303\_Read1.fastq.gz  
run240\_2184\_Read1.fastq.gz  
run251\_2300\_Read1.fastq.gz  
run240\_2187\_Read1.fastq.gz  
run251\_2304\_Read1.fastq.gz  
run240\_2185\_Read1.fastq.gz  
run251\_2301\_Read1.fastq.gz  
run240\_2188\_Read1.fastq.gz  
run251\_2305\_Read1.fastq.gz  
run240\_1714\_Read1.fastq.gz  
run251\_2302\_Read1.fastq.gz  
run240\_1716\_Read1.fastq.gz  
run251\_2306\_Read1.fastq.gz  
2929.run352\_Read1.fastq.gz  
2930.run352\_Read1.fastq.gz  
2931.run352\_Read1.fastq.gz  
2932.run352\_Read1.fastq.gz  
run240\_2183\_Read2.fastq.gz  
run251\_2299\_Read2.fastq.gz  
run240\_2186\_Read2.fastq.gz  
run251\_2303\_Read2.fastq.gz  
run240\_2184\_Read2.fastq.gz  
run251\_2300\_Read2.fastq.gz  
run240\_2187\_Read2.fastq.gz  
run251\_2304\_Read2.fastq.gz  
run240\_2185\_Read2.fastq.gz  
run251\_2301\_Read2.fastq.gz  
run240\_2188\_Read2.fastq.gz  
run251\_2305\_Read2.fastq.gz  
run240\_1714\_Read2.fastq.gz  
run251\_2302\_Read2.fastq.gz  
run240\_1716\_Read2.fastq.gz  
run251\_2306\_Read2.fastq.gz  
2929.run352\_Read2.fastq.gz

2930.run352\_Read2.fastq.gz  
2931.run352\_Read2.fastq.gz  
2932.run352\_Read2.fastq.gz  
run241\_2183\_Read1.fastq.gz  
run241\_2186\_Read1.fastq.gz  
run253\_2303\_Read1.fastq.gz  
run241\_2184\_Read1.fastq.gz  
run253\_2300\_Read1.fastq.gz  
run241\_2187\_Read1.fastq.gz  
run253\_2304\_Read1.fastq.gz  
run241\_2185\_Read1.fastq.gz  
run253\_2301\_Read1.fastq.gz  
run241\_2188\_Read1.fastq.gz  
run253\_2305\_Read1.fastq.gz  
run253\_2302\_Read1.fastq.gz  
2929.run353\_Read1.fastq.gz  
2930.run353\_Read1.fastq.gz  
2931.run353\_Read1.fastq.gz  
2932.run353\_Read1.fastq.gz  
run241\_2183\_Read2.fastq.gz  
run241\_2186\_Read2.fastq.gz  
run253\_2303\_Read2.fastq.gz  
run241\_2184\_Read2.fastq.gz  
run253\_2300\_Read2.fastq.gz  
run241\_2187\_Read2.fastq.gz  
run253\_2304\_Read2.fastq.gz  
run241\_2185\_Read2.fastq.gz  
run253\_2301\_Read2.fastq.gz  
run241\_2188\_Read2.fastq.gz  
run253\_2305\_Read2.fastq.gz  
run253\_2302\_Read2.fastq.gz  
2929.run353\_Read2.fastq.gz  
2930.run353\_Read2.fastq.gz  
2931.run353\_Read2.fastq.gz  
2932.run353\_Read2.fastq.gz  
0h\_no\_a\_rep1.cool  
0h\_no\_a\_rep2.cool  
0h\_with\_a\_rep1.cool  
0h\_with\_a\_rep2.cool  
30min\_no\_a\_rep1.cool  
30min\_no\_a\_rep2.cool  
30min\_with\_a\_rep1.cool  
30min\_with\_a\_rep2.cool  
60min\_no\_a\_rep1.cool  
60min\_no\_a\_rep2.cool  
60min\_with\_a\_rep1.cool  
60min\_with\_a\_rep2.cool  
120min\_no\_a\_rep1.cool  
120min\_no\_a\_rep2.cool  
120min\_no\_a\_rep3.cool  
120min\_with\_a\_rep1.cool  
120min\_with\_a\_rep2.cool  
120min\_with\_a\_rep3.cool  
120min\_no\_a\_with\_trip\_rep1.cool  
120min\_no\_a\_with\_trip\_rep2.cool  
120min\_with\_a\_with\_trip\_rep1.cool  
120min\_with\_a\_with\_trip\_rep2.cool  
boundary\_calls.csv  
loop\_calls.csv  
PolII-0h-A.rep1.fastq.gz  
PolII-0h-A.rep2.fastq.gz  
PolII-0h+A.rep1.fastq.gz  
PolII-0h+A.rep2.fastq.gz  
PolII-1h-A.rep1.fastq.gz  
PolII-1h-A.rep2.fastq.gz  
PolII-1h+A.rep1.fastq.gz  
PolII-1h+A.rep2.fastq.gz  
PolII-2h-A.rep1.fastq.gz

PolII-2h-A.rep2.fastq.gz  
 PolII-2h-A.rep3.fastq.gz  
 PolII-2h+A.rep1.fastq.gz  
 PolII-2h+A.rep2.fastq.gz  
 PolII-2h+A.rep3.fastq.gz  
 PolII-4h-A.rep2.fastq.gz  
 PolII-4h-A.rep3.fastq.gz  
 PolII-4h+A.rep1.fastq.gz  
 PolII-4h+A.rep2.fastq.gz  
 Input-Noc0h.fastq.gz  
 Input-Noc1h.fastq.gz  
 Input-Noc2h.fastq.gz  
 Input-Noc4h.fastq.gz  
 PolII-0h-A.rep1.bw  
 PolII-0h+A.rep1.bw  
 PolII-0h-A.rep2.bw  
 PolII-0h+A.rep2.bw  
 PolII-1h-A.rep1.bw  
 PolII-1h+A.rep1.bw  
 PolII-1h-A.rep2.bw  
 PolII-1h+A.rep2.bw  
 PolII-2h-A.rep1.bw  
 PolII-2h+A.rep1.bw  
 PolII-2h-A.rep2.bw  
 PolII-2h+A.rep2.bw  
 PolII-2h-A.rep3.bw  
 PolII-2h+A.rep3.bw  
 PolII-4h-A.rep1.bw  
 PolII-4h-A.rep2.bw  
 PolII-4h+A.rep2.bw  
 PolII-4h-A.rep3.bw  
 PolII-0h-A.rep1.narrowPeak  
 PolII-0h+A.rep1.narrowPeak  
 PolII-0h-A.rep2.narrowPeak  
 PolII-0h+A.rep2.narrowPeak  
 PolII-1h-A.rep1.narrowPeak  
 PolII-1h+A.rep1.narrowPeak  
 PolII-1h-A.rep2.narrowPeak  
 PolII-1h+A.rep2.narrowPeak  
 PolII-2h-A.rep1.narrowPeak  
 PolII-2h+A.rep1.narrowPeak  
 PolII-2h-A.rep2.narrowPeak  
 PolII-2h+A.rep2.narrowPeak  
 PolII-2h-A.rep3.narrowPeak  
 PolII-2h+A.rep3.narrowPeak  
 PolII-4h-A.rep1.narrowPeak  
 PolII-4h-A.rep2.narrowPeak  
 PolII-4h+A.rep2.narrowPeak  
 PolII-4h-A.rep3.narrowPeak

Genome browser session  
(e.g. [UCSC](#))

[https://genome.ucsc.edu/s/yeminlan/Adam\\_PolII\\_ChIPseq](https://genome.ucsc.edu/s/yeminlan/Adam_PolII_ChIPseq)

## Methodology

### Replicates

See methods section. Briefly, 2-3 biological replicates were generated per time point per auxin treatment condition Specifically:

For Pol II, we performed 3 biological replicates for mid-G1 phase (+/-auxin) and 2 biological replicates for other time points (prometa, early-G1 and late-G1, +/-auxin)

### Sequencing depth

total reads uniquely mapped reads aligned >1 times overall alignment rate length single or paired

|                 |          |          |          |        |    |            |
|-----------------|----------|----------|----------|--------|----|------------|
| PolII-0h-A      | 26730558 | 11430951 | 10742968 | 82.95% | 50 | single-end |
| PolII-0h+A      | 26752788 | 11147007 | 10430002 | 80.65% | 50 | single-end |
| PolII-0h-A.rep2 | 31949509 | 11832634 | 11736626 | 73.77% | 50 | single-end |
| PolII-0h+A.rep2 | 27776259 | 11235653 | 10435263 | 78.02% | 50 | single-end |

PolII-1h-A 27327682 15208305 10138826 92.75% 50 single-end  
 PolII-1h+A 23453572 12986043 8448516 91.39% 50 single-end  
 PolII-1h-A.rep2 35424605 19350113 13657313 93.18% 50 single-end  
 PolII-1h+A.rep2 31092227 16690936 11384586 90.30% 50 single-end  
 PolII-2h-A 20404953 10208768 7498640 86.78% 50 single-end  
 PolII-2h+A 25789763 14215212 9548641 92.14% 50 single-end  
 PolII-2h-A.rep2 31897226 17003062 12380556 92.12% 50 single-end  
 PolII-2h+A.rep2 31515363 16940756 11215688 89.34% 50 single-end  
 PolII-2h-A.rep3 52784121 24697293 17568125 80.07% 50 single-end  
 PolII-2h+A.rep3 52774419 22931393 18547164 78.60% 50 single-end  
 PolII-4h-A 29982588 15997733 11205426 90.73% 50 single-end  
 PolII-4h-A.rep2 28984552 15422595 11606712 93.25% 50 single-end  
 PolII-4h+A.rep2 36309391 16513948 12727278 80.53% 50 single-end  
 PolII-4h-A.rep3 47893566 24778021 16551382 86.29% 50 single-end

## Antibodies

anti-Pol II Cell Signaling, 14958

## Peak calling parameters

Sequencing reads were mapped to mm9 using Bowtie2 (v2.2.9) with default parameters. Alignments with MAPQ score smaller than 10 were discarded. Duplicates were removed using Samtools (v0.1.19), and in addition, reads on mitochondria, contigs and blacklist regions were removed. BAM files were converted to BED files using Bedtools (v2.27.1). Peaks were called using MACS2 (v2.1.0) over corresponding input controls, with default parameters and 0.01 q-value cutoff.

## Data quality

- (1). Raw fastq files were assessed with FastQC (v0.11.5) prior to processing.
- (2). Peaks were called using input controls corresponding to every cell cycle stage.
- (3). Peaks were called using p-value cutoffs described above and alignments with MAPQ score smaller than 10 were discarded.
- (4). Correlation among replicates was assessed (Extended Data Fig. 8a).
- (5). Peaks of Pol II were largely located at expected genomic regions (TSS, gene bodies).

## Software

For ChIP-seq data processing and analyses, we used Bowtie2 (v2.2.9), Samtools v0.1.19, MACS2 (v2.1.0), kent UCSC Utilities, bwtool version 1.0, BEDtools, 2.27.1 and deeptools 2.5.4

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

See method section.

Briefly, actively proliferating G1E-ER4 cells were synchronized at pro-metaphase with nocodazole treatment. Samples were added with auxin to deplete CTCF for 4h during synchronization. Cells were then released from nocodazole for several durations with or without auxin treatment (0h, 30min, 1h and 2h). For transcription inhibition experiments, triptolide was added into the culture for 1h during synchronization and triptolide was maintained after nocodazole release for 2h before harvest. Cells were harvested, washed with PBS and crosslinked with 1% PFA for 10min. Crosslinks were quenched with glycine for 5min and cells were then penetrated with 0.1% Triton X-100. Finally, cells were stained with 20ng/ml DAPI and subjected to cell sorting.

For prometaphase cells (0h), cells were stained with pMPM2 antibody and APC-conjugated F(ab')<sub>2</sub>-goat anti-mouse secondary antibody for mitotic sorting

## Instrument

Beckman Coulter MoFlo Astrios sorter/Becton Dickinson FACS Aria Fusion sorter

## Software

Flow charts were generated using FlowJo 10.4.0

## Cell population abundance

for Hi-C and ChIP-seq experiments. 7-10million cells were collected for G1 phases and 4-5 million cells were collected for prometaphase and ana/telophase

## Gating strategy

Prometaphase cells were gated on mcherry (low for auxin treated samples and high for untreated control samples), DAPI (4N) and pMPM2 (high) fluorescent signal.

ana/telophase cells were gated based on DAPI (4N), GFP (reduced) and mcherry (low for auxin treated samples and high for untreated control samples) signals. G1 samples were gated based on DAPI (2N) and mcherry (low for auxin treated samples and high for untreated control samples) signals.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

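In situ Hi-C was carried out by the authors on G1E-ER4 mouse erythroblasts with degradable CTCF, in 4 cell cycle stages with and without auxin. The 18 libraries of these 8 conditions were grouped by the sample labels and the paper's methods. The 4 libraries of triptolide-treated cells, and the compartment, ChIP-seq and enhancer-promoter measurements, were not used here.

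The authors processed the reads with HiC-Pro 2.10.0 on mm9, merged the replicates of each condition and made contact maps, balanced for the calling of boundaries, with juicer_tools 1.13.02. Boundaries were called by the authors with rGMAP 1.4 and moved to local minima of insulation. The deposited boundary strength is a signal that is never negative, the difference ΔIS between the highest unlogged insulation score within 120 kb of a boundary and that at the boundary. The authors called loops with a modified HICCUPS at 10 and 25 kb, and the deposited loop strength is a ratio of observed to locally expected contacts, averaged over the summit pixel and its 8 neighbours. Categories of loops, stages of first detection and boundary clusters are the authors' own labels. CTCF and CRE annotation of anchors was not repeated. All coordinates lie within the chromosome lengths of the NCBIM37 assembly, which is mm9, and genes are protein-coding genes of GENCODE vM1.

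The merging of replicates fixes what can be tested. Each condition has 1 value per boundary or loop, so these values allow no test between treatments within a stage. No test between treatments was run. Loops or boundaries were not treated as replicates of a treatment, but the Fisher's exact tests between groups of loops treat loops as independent. Depth, taken from the paper's Supplementary Data 1, was between 185 and 361 M (mega) valid pairs per merged map, and the mid-G1 +auxin map had 0.857 times the pairs of the mid-G1 -auxin map. The contacts behind a single loop or boundary are not given in the tables used, so the precision of a single value is unknown.

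Changes were computed as log2(+auxin / -auxin) without a pseudocount; 1 boundary and 3 loops with a value of 0 in some map have no ratio there. Medians are given with the SD of the medians of single chromosomes. Groups were set against 10000 random lists matched on a stated property. CRE loop clusters were not among the deposited labels and were computed again by k-means with 100 starts. Interruption and encompassing were decided from anchor midpoints. The methods describe CRE anchors as covered by structural loops, and interruption was taken here as 1 anchor of a structural loop inside the CRE loop and the other outside. Fisher's exact test was two-sided. Size matching used 1000 draws.

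Sites named in the text are those inside the regions printed in the figures, at most the 3 strongest per category and region, and the 3 gained CRE loops and 3 cluster4 boundaries with the largest mid-G1 change among those stronger with auxin at all 3 post-mitotic stages. Only some of these are printed.

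Alternatives set before the data were examined covered pseudocounts, filters on strength, size and summit width, leaving out chromosome 3, which carries a translocation, centring, the number of clusters, the maps entering z-scores, the definition of an interrupting loop, and the size bins. A further one, k-means started from the centres of the deposited boundary clusters, was chosen after seeing the data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

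The statistics were tested on simulated data. Of 2000 simulated loops with planted kinetics, 97.7% were assigned correctly, and of 600 with a planted split, all were. The planted groups lay further apart than the real clusters. In mid-G1 +auxin cells, for example, the median strengths of cluster1-P and cluster1-NP were 1.69 and 1.29. These shares therefore do not give the reliability of the real clusters. The overlap geometry gave the same answer as a comparison of every pair for all 500 simulated loops. Without an effect, 5.50% of 200 simulated lists fell outside the central 95% of matched lists. A planted log2 change of -0.5 in 2000 items was recovered as -0.51.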

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

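Signals appeared in boundaries and loops that the paper does not follow up. All tests in this part were chosen only after the pattern was seen.

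The 3521 loops outside the structural, dual-function and CRE categories weakened with auxin. Their median log2 change was -0.30 in mid-G1 (SD 0.06 over chromosomes), against -0.03 in prometaphase, and 78.9% were weaker. CRE loops measured in the same maps had a median of -0.02, which argues against a shift of the whole map. Most of these loops were called in -auxin cells only. The 341 called in both treatments had a median change of -0.042 (SD 0.08), but a call with auxin depends on the strength with auxin, so this value does not decide how much selection adds. The 2731 called in -auxin cells only changed by -0.40 (SD 0.05), more than the -0.22 (SD 0.05) of lost CRE loops. Both groups were chosen the same way, by a rule that also depends on the strength with auxin. If selection acts alike in both, this argues against it as the whole cause in the 2731 loops. Sharing anchors with CTCF/cohesin loops may account for part. The 1116 loops with no anchor within 20 kb of a structural or dual-function loop anchor changed by -0.13 (SD 0.08), and the 754 with both anchors near such a site by -0.62 (SD 0.13). Unannotated CTCF sites and spill-over of contacts from neighbouring loops cannot be separated with these tables, and loss of CTCF itself stays open.

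The 590 cluster4 boundaries were stronger with auxin, with a median log2 change of 0.69 in mid-G1 (SD 0.20 over chromosomes) against 0.08 in prometaphase. They are weak, with a median mid-G1 ΔIS of 0.102 without and 0.165 with auxin, and a pseudocount of 0.1 brought the change to 0.41. The cluster was defined on these values. Boundaries chosen on the ana/telophase maps alone, 465 in number, had a median mid-G1 change of 0.26 (SD 0.24, quartiles -0.43 and 0.86) in other libraries, which lies above cluster3 (-0.04, SD 0.05) by only slightly more than these spreads. Only 206 of the 465 belong to cluster4. Counting noise of the ana/telophase maps would not carry over to the mid-G1 maps. But the list also holds boundaries called in +auxin cells, mid-G1 included, so mid-G1 noise may have entered it. Cluster3, with a median mid-G1 ΔIS of 0.561 without auxin, is also no matched reference for weak boundaries. This comparison therefore does not decide whether noise is the whole cause in this set. How much of the 0.69 in cluster4 itself is noise stays open. Anchors of loops gained with auxin were less common near cluster4 boundaries than near other boundaries, with an odds ratio of 0.621. That ratio reflects mainly cluster2 (16.4%) and cluster3 (16.9%), while cluster4 (7.80%) lies above cluster1 (5.15%) and above cluster5 (0.139%), which is also weak. Only 46 of the 590 cluster4 boundaries had such an anchor within 20 kb, which argues against new loop anchors as the cause for the cluster as a whole. For these 46 it stays open. The largest changes, a log2 of 5.98 on chromosome 19 at 45410001 to 45420000 and of 5.83 on chromosome 2 at 31410001 to 31420000, have mid-G1 ΔIS values of 0.00709 and 0.00742 in -auxin cells as denominator. A biological origin stays open and was not tested.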

How the results depend on the processing

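Only k-means started from the centres of the deposited boundary clusters was chosen after the result was seen. Over 83 results, 290 alternative values were computed, of which 214 stayed the same, 70 moved, 2 were weaker, 3 stronger and 1 reversed. Numbers of loops or boundaries counted as the same when within 1.5 times the main value. The transient CRE cluster, with 391 loops, thus counted as the same with 584 loops at k = 3 and 274 at k = 5. No paired analysis was possible because the columns of the tables used here are merged over replicates. Contact maps of single replicates were not used here. The cause of each shift was not tested. Leaving out chromosome 3 changed none of the results for which it was run. It was not run for the repeated clustering of boundaries, the sizes of the CRE loop clusters and the share of cluster1-P. Nor was it run for the transient loops selected with treatments exchanged and the size-matched shares of interrupted loops. The same holds for s_i-min, its correlations and the odds ratios of being encompassed.

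Boundary changes depended on the pseudocount and on the labels. With a pseudocount of 0.1 on ΔIS, the mid-G1 log2 change was -1.05 for cluster1 and -0.60 for cluster2. With the clusters computed again at k = 5, it was -1.18 for cluster1, -0.12 for cluster2 and -0.30 for cluster3. Cluster2 then held only 414 boundaries, with a range of 1 SD over chromosomes from -0.35 to 0.11. Each repeated cluster was given 1 deposited name. The deposited cluster2 has 2036 boundaries, so most of them lay outside these 414. The value of -0.12 is thus not a second test of the deposited cluster2. The contrast of cluster2 and cluster3 was not tested with these labels. The changes were not computed with the other repeated clusterings. Keeping boundaries with a ΔIS of at least 0.1 in at least 1 map gave shares of 33.5% for cluster2 and 28.3% for cluster3.

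When clustering was repeated, k = 4 placed 55.2% of boundaries in their deposited cluster and left no cluster2, which then has no value. With k = 6 the share was 48.3%, with 523 boundaries in cluster1 and 2186 in cluster2. Z-scores over the 6 post-mitotic maps gave 53.8%, with 453 and 2735. Starting from the deposited centres gave 76.6%, with 1815 boundaries in cluster2 and 1535 in cluster3.

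Loops of at least 100 kb gave shares of 31.3% for structural loops, 27.6% for CRE loops and 51.5% for structural and dual-function loops together. Of structural loops, 95.9% were lost and 1.07% gained, and of CRE loops 31.9% were gained. Loops with a 10 kb summit gave 21.8% for dual-function loops, 27.3% for CRE loops and 51.9% for structural and dual-function loops together. Among them, 68.7% of dual-function loops were lost and 11.0% gained, 27.6% of CRE loops were gained, and dual-function loops changed by a log2 of -0.51 in mid-G1. The ratio of means gave -0.97 for structural loops.

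Shares of lost and gained loops depended most on the rule for presence. By strength of at least 1.5 alone, the share lost was 60.2% for structural, 32.9% for dual-function and 11.3% for CRE loops. The shares gained were 0.618%, 5.33% and 12.3%. By call and strength of at least 1.5, the share lost was 95.8% for structural and 69.6% for dual-function loops. The share of structural loops gained was then 1.15%. The intervals of all these shares are those of fewer loops than each category holds. Their denominators are therefore smaller than those of the shares by call.

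The share of transient loops in cluster1-P was 72.4% by the sign of the mid-G1 change and 44.8% by a log2 change of at least 0.2.

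Interruption followed its definition. With anchors more than 20 kb inside and outside, 57.5% of gained loops and 28.8% of cluster2 to 4 were interrupted. With any structural loop anchor inside, the shares were 73.6% and 46.1%. With dual-function loops added, 75.8% of cluster1-P, 82.3% of gained loops and 54.6% of cluster2 to 4 were interrupted, and the median s_i-min of cluster1-P was 50 kb, no longer below its matched range. With structural loops of strength at least 2, the shares were 50.2%, 50.9% and 29.7%. In all of these, gained loops stayed above cluster2 to 4.

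With loop sizes matched, the odds ratio of cluster2 CRE loops being encompassed was 1.02, a reversed direction that is close to 1 in both settings.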

Differences from the paper's values

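Repeating the boundary clustering as the methods describe it did not give the paper's cluster sizes. Cluster1 held 2251 boundaries against the paper's 1300, and cluster2 414 against the paper's 2036. For cluster1, none of the alternatives set before the data were examined closed the gap, with 2433 boundaries at k = 4, 523 at k = 6 and 453 with z-scores over the 6 post-mitotic maps. For cluster2, k = 6 (2186 boundaries) and z-scores over the 6 post-mitotic maps (2735) fell within 1.5 times the paper's number, while k = 4 left no cluster matched to it. Started from the centres of the deposited clusters, an alternative chosen after seeing the values, k-means gave 1653 and 1815 boundaries, both within 1.5 times the paper's numbers, and 76.6% of boundaries kept their deposited cluster.

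For the comparison of s_i-min in size-matched loops, 97 loops per group could be matched in 10 kb size bins, against the paper's 49. No alternative was set for this number.

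The changes of CRE loop strength in Supplementary Fig. 8b match the values here only on another log scale. The figure shows medians of about -0.06 for cluster3 and about -0.16 for cluster4 in mid-G1, read by eye in Supplementary Fig. 8b. The log2 values here were -0.12 and -0.31, and on a scale of log base 4 they are -0.06 and -0.16. This scale was chosen after seeing the values.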

Other observations

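The ratios at earlier stages in the second test and the sums of squares in the last were chosen only after the result was seen.

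Transient CRE loops were picked for low mid-G1 strength in -auxin cells, so some would rise in any second map through regression to the mean. The same selection was made with treatments exchanged. Of 307 CRE loops transient in +auxin cells, 123 (40.1%, 95% Wilson interval 34.7 to 45.6%) fell in the group persisting in -auxin cells, below the 58.1% (53.1 to 62.8%) found in the forward direction. A k-means split always makes a pair of groups, so the signs were compared as well. Of the exchanged loops, 111 of 307 were stronger in the other treatment in mid-G1, against 283 of 391 in the forward direction, and the medians were -0.12 and 0.17. This argues against regression to the mean as the whole cause.

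Fewer loops were called with auxin, at a ratio of 0.339 by mid-G1, while the merged maps had a depth ratio of 0.857. In early-G1 the depths were nearly equal, with a ratio of 0.978, and the ratio of loops detected by then was already 0.451 (structural loops 0.0742). In ana/telophase the ratios were 0.932 for depth and 0.453 for loops (structural loops 0.0474). CRE loops detected by mid-G1 had a ratio of 0.798. These values argue against lower depth as the whole cause.

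Part of the CRE loops called lost may reflect the detection threshold. Of 2064 such loops, 1129 (54.7%, 95% Wilson interval 52.5 to 56.8%) had a mid-G1 change within 1 SD of the median of CRE loops called in both treatments, compared with 7.86% of lost structural loops. This band uses the SD over single loops, 0.299. The median change of the 2064 loops, -0.22, lay below the 0.01 of loops called in both by more than the SD over chromosomes of 0.05. A call with auxin depends on the strength with auxin, so this gap is partly built in. It does not decide how much the threshold adds. The same limit applies to the 1410 gained CRE loops, of which 731 (51.8%, 49.2 to 54.4%) lay within this band. The median change of the gained loops, 0.27, lay above 0.01 by more than its SD over chromosomes of 0.06. That gap is partly built in as well, because gained loops were not called without auxin.

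Loop size does not account for the interruption of gained CRE loops. With sizes matched, 61.0% were interrupted, against at most 32.0% in cluster2, cluster3 and cluster4.

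The deposited boundary labels are not a stable solution of k-means on the deposited ΔIS. Their within-cluster sum of squares was 9790, against 9126 when started from their own centres and 8952 as the best of 100 random starts. The cause was not tested.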
